# Temporal changes in mouse hippocampus transcriptome after pilocarpine-induced seizures

**DOI:** 10.3389/fnins.2024.1384805

**Published:** 2024-07-08

**Authors:** Evgenya Y. Popova, Yuka Imamura Kawasawa, Ming Leung, Colin J. Barnstable

**Keywords:** hippocampus, status epilepticus, pilocarpine, mRNA-seq, gene expression, microRNA

## Abstract

**Introduction:**

Status epilepticus (SE) is a seizure lasting more than 5 min that can have lethal consequences or lead to various neurological disorders, including epilepsy. Using a pilocarpine-induced SE model in mice we investigated temporal changes in the hippocampal transcriptome.

**Methods:**

We performed mRNA-seq and microRNA-seq analyses at various times after drug treatment.

**Results:**

At 1 h after the start of seizures, hippocampal cells upregulated transcription of immediate early genes and genes involved in the IGF-1, ERK/MAPK and RNA-PolII/transcription pathways. At 8 h, we observed changes in the expression of genes associated with oxidative stress, overall transcription downregulation, particularly for genes related to mitochondrial structure and function, initiation of a stress response through regulation of ribosome and translation/EIF2 signaling, and upregulation of an inflammatory response. During the middle of the latent period, 36 h, we identified upregulation of membrane components, cholesterol synthesis enzymes, channels, and extracellular matrix (ECM), as well as an increased inflammatory response. At the end of the latent period, 120 h, most changes in expression were in genes involved in ion transport, membrane channels, and synapses. Notably, we also elucidated the involvement of novel pathways, such as cholesterol biosynthesis pathways, iron/BMP/ferroptosis pathways, and circadian rhythms signaling in SE and epileptogenesis.

**Discussion:**

These temporal changes in metabolic reactions indicate an immediate response to injury followed by recovery and regeneration. CREB was identified as the main upstream regulator. Overall, our data provide new insights into molecular functions and cellular processes involved at different stages of seizures and offer potential avenues for effective therapeutic strategies.

## Introduction

It is estimated that 1 in 10 people will experience a seizure at some point in their lives. In the US alone, there are 3.4 million people with chronic epilepsy, including 400,000 children (Zack and Kobau, 2017). In 2022 the World Health Organization estimated the number of people with epilepsy globally exceeds 50 million.

Despite its prevalence and substantial research efforts, the etiology and pathogenesis of seizures remain poorly understood and around 30% of seizures are drug resistant (Walker, 2018). In the past decades, the use of rodent models of epilepsy has allowed the observation of morphological differences in brain structures, characterization of behavioral phenotypes, and quantification of electrophysiological changes. Early studies have implicated the hippocampus is involved in both the generation of seizure activity and the location of post-seizure injuries for various types of seizures, including temporal lobe epilepsy (TLE) (Schwartzkroin, 1994).

Among the various rodent models of epilepsy, a mouse model of TLE induced by the chemoconvulsant pilocarpine has been widely used due to its close resemblance to human TLE. It is robust while cost-effective, making it suitable for testing the efficacy of novel therapies for severe TLE in rodents, where existing anticonvulsant is not effective in humans. Pilocarpine, when administered subcutaneously or intraperitoneally in rodents, is known to induce a condition of prolonged seizures called Status Epilepticus (SE), which is considered an acute characteristic of this model. In human patients, SE is defined as one or more seizures within a period of 5 min, with no return to normal consciousness between events. SE is a life-threatening condition that can result in permanent brain damage or death, and it can arise not only from pre-existing poorly controlled epilepsy but also from other brain problems such as trauma, stroke, or infection. A history of having an SE has been linked to future development of TLE, and therefore, characterization of molecular changes in the hippocampus after the systematic induction of SE in rodent models can provide important insights to the etiology of epileptogenesis and potential targets of novel interventions to pharmacoresistant TLE.

More recently, advances in technology have sparked interest in characterizing gene expression related to seizures and epileptogenesis. Genetic methods such as quantitative real time PCR (qRT-PCR), microarrays, and mRNA-seq allow for tracking of gene expression at specific time points following seizures (Conte et al., 2020). When combined with manipulation of animal models, these methods offer the opportunity to extensively characterize alterations in gene expression that may be associated with epileptogenesis following seizure events (Dingledine et al., 2017). A number of studies have observed that gene modulation in the hippocampus continues for many days after the initial seizure event (Clasadonte et al., 2016). To determine earlier critical changes in the hippocampal gene expression, we utilized the pilocarpine-induced seizure model in C57BL/6 J mice and analyzed multiple time points over a period of five days. In addition to mRNA changes, we also observed a sequence of miRNA changes that may play a role in regulating gene expression.

## Methods

### Reagents

Bacteriostatic 0.9% sodium chloride was from APP Pharmaceuticals (Schaumburg, IL), pilocarpine hydrochloride was from MilliporeSigma (P04272-10 g; Burlington, MA), scopolamine hydrochloride was from Santa Cruz Biotechnology (sc-253544, Dallas, TX), 10x PBS was from Mediatech (46-013-CM, Corning, NY).

### Animals

Wild type C57BL/6 J (cat # 000664) mice were purchased from Jackson laboratory (Bar Harbor, ME) and housed in a room maintained at an ambient temperature of 25°C, with a humidity range of 30–70%. The mice were kept on a 12-h light–dark cycle and had *ad libitum* access to rodent chow. All animal experiments in this study were carried out in accordance with the National Research Council’s Guide for the Care and Use of Laboratory Animals (8th edition), and were approved by the Pennsylvania State University College of Medicine Institutional Animal Care and Use Committee (protocol #46432).

### Pilocarpine-mediated model of epileptic seizures

We have optimized the protocol of the pilocarpine-mediated model of epileptic seizures, with a focus on the neurodegeneration process in the hippocampus according to current literature. Male and female mice, aged 6–7 weeks, with a C57BL/6 J background and weighing 21–25 g, were first injected intraperitoneal (ip) with 1 mg/kg scopolamine to reduce peripheral cholinergic effects, followed 30 min later by first ip pilocarpine (350 mg/kg) or vehicle (0.9% bacteriostatic sodium chloride) administration (Borges et al., 2003; Buckmaster and Haney, 2012). Animals were closely monitored for seizure activity by direct observation of SE occurrence, stage of SE and mice health, and ip pilocarpine was administered in a ramping-up manner with 25-50 mg/kg does every 30 min until achieving seizures of at least stage 3, lasting for at least 45 min without full recovery in between (Schauwecker, 2012; Leung et al., 2015). Seizure stages were classified according to Borges et al. (2003): normal activity (stage 0); rigid posture (stage 1); stiffened, extended, and often arched tail (stage 2); partial body clonus or head bobbing (stage 3); whole body continuous clonic seizures while retaining posture (stage 3.5); rearing (stage 4); severe whole body continuous clonic seizures while retaining posture (stage 4.5); rearing and falling (stage 5); and tonic–clonic seizures with loss of posture or jumping (stage 6). Animals were closely monitored, kept warm, fed with moistened chow, and sacrificed at different time points after the induction of seizures (Supplementary Table S1). In our experiments SE usually continued for 60–90 min and we chose a time line to investigate early events in epileptogenesis before onset of seizures, namely immediately after seizure initiation (1 h), after the status epilepticus (SE) phase (8 h), during the middle of latent period (36 h), and at the end of latent period (120 h) before spontaneous and recurrent seizures occur. These time points closely resemble those used in other studies (Dingledine et al., 2017; Ahmed et al., 2021).

### Hippocampus isolation

Animals were humanely euthanized in their home cage with a controlled level of CO2 via a Euthenex CO2 flow regulator which monitors and controls gaseous flow rate to minimize animal discomfort and pain. Euthenex CO2 station has a regulator and flow meter installed in order to control the flow rate. The regulator is automatically set to match mouse cage. The regulator is set to provide a rate of 10–30% volume displacement per minute. No more than 2 animals were euthanized at a time. After the animal was sacrificed, it was decapitated and the brain was removed from the skull. Hippocampus isolation was carried out in PBS, following the protocol from Zurich University, Institute of Pharmacology and Toxicology “Dissection of adult mouse hippocampus from fresh tissue,” EJN protocols, 2014: https://www.youtube.com/watch?v=Upf15CB29V4. The right and left halves of the hippocampus were flash frozen in liquid nitrogen and stored in separate tubes at −80°C.

### mRNA-seq

We carried out mRNA-seq of hippocampus tissue isolated 1 h, 8 h, 36 h and 120 h after seizure induction in C57BL/6 J mice (Supplementary Table S1). Total RNA isolation was carried out from the left hippocampus with Trizol reagent (15,596,018, Thermo Fisher Scientific, Waltham, MA) as described in the vendor’s manual. The quality of RNA was assessed on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and confirmed that their RNA integrity numbers were greater than 7.9. The cDNA libraries were prepared using the Illumina Stranded mRNA Prep, Ligation kit (Illumina, San Diego, CA) as per the manufacturer’s instructions. Briefly, polyA-RNA was purified from 200 ng of total RNA using oligo (dT) beads. The extracted mRNA fraction was subjected to fragmentation, reverse transcription, end repair, 3′– end adenylation, and adaptor ligation, followed by PCR amplification and SPRI bead purification (Beckman Coulter, Brea, CA). The unique dual index sequences (IDT for Illumina RNA UD Indexes Set A, Ligation, Illumina) were incorporated in the adaptors for multiplexed high-throughput sequencing. The final product was assessed for its size distribution and concentration using BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). The libraries were pooled and diluted to 3 nM using 10 mM Tris–HCl, pH 8.5, and then denatured using the Illumina protocol. The denatured libraries were loaded onto an S1 flow cell on a NovaSeq 6,000 or a Rapid Flow cell on a HiSeq 2500 (Illumina) and run for 2×53 cycles according to the manufacturer’s instructions. De-multiplexed and adapter-trimmed sequencing reads were generated using Illumina bcl2fastq (released version 2.20.0) allowing no mismatches in the index read. BBDuk was used to trim/filter low-quality sequences using the “qtrim = lr trimq = 10 maq = 10” option. Next, alignment of the filtered reads to the mouse reference genome [mouse Ensembl release 67 (GRCm37/NCBIM37/mm9)] was done using HISAT2 (version 2.1.0) applying —no-mixed and —no-discordant options. Read counts were calculated using HTSeq by supplementing Ensembl gene annotation (release 67: “Mus_musculus.Ensembl.NCBIM37.67.gtf”). The edgeR R package was used to fit the read counts to the negative binomial model along with the generalized linear model (GLM) and differentially expressed genes were determined by the likelihood ratio test method implemented in the edgeR. Significance was defined to be those with *q*-value <0.05 calculated by the Benjamini-Hochberg method to control the false discovery rate (FDR). The ggplot2 R package was used for generating heatmaps. Raw fastq and counts data generated during this study are available at GEO (GSE198498). We then tested the relations and network interactions between gene functional groups using DAVID, KEGG, and Ingenuity Pathway Analysis (IPA, Qiagen, Germantown, MD). For functional enrichment analysis, we used more a relaxed significance cutoff: Ingenuity Pathway Analysis (IPA) with a *q*-value <0.5, and DAVID/GO analysis and KEGG analysis with a *p*-value <0.05. R package ClusterProfiler (Yu et al., 2012) was further used to summarize Gene Ontology and KEGG results. To examine how metabolic pathways changed with time, we used –Log (*p*-value) from IPA analysis as a measure of involvement of a particular metabolic pathway at different time points in response to seizure in the hippocampus. Additionally, we used CEMiTool (Co-Expression Modules identification Tool) to identify co-expression gene modules by setting *p*-value cutoff at 0.05 to filter most variant genes, followed by module correlation analysis by Pearson method (Russo et al., 2018).

### MicroRNA-seq

We carried out microRNA-seq (also known as small RNA-seq) of hippocampus tissue isolated 1 h, 8 h, 24 h and 120 h after seizure induction in C57BL/6 J mice (Supplementary Table S1). Total RNA ~2 μg was isolated from tissue using the Trizol method. Samples were analyzed using an Agilent Bioanalyzer 2,100 and only those with high integrity number (>7.5). Small RNA-sequencing libraries were prepared from 1–100 ng total RNA using the NEXTflex^™^ Small RNA Library Prep Kit v3 (Perkin Elmer, Waltham, MA) as per the manufacturer’s instructions. The unique barcode sequences were incorporated in the adaptors for multiplexed high-throughput sequencing. The final product was assessed for its size distribution and concentration using BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). The libraries were pooled and diluted to 3 nM using 10 mM Tris–HCl, pH 8.5 and then denatured using the Illumina protocol. The denatured libraries were loaded onto an S1 flow cell on a NovaSeq 6,000 or a Rapid flow cell on a HiSeq2500 (Illumina) and run for 1×49-65 cycles according to the manufacturer’s instructions. De-multiplexed sequencing reads were generated using Illumina bcl2fastq (released version 2.20.0.422, Illumina) allowing no mismatches in the index read. After applying the quality filtering, quality trimming and adapter trimming functions of FASTX-Toolkit’s,^1^ four bases were trimmed from both 5′ and 3′ ends of the sequencing reads using the fastq_trimmer function. Oasis 2.0 suite was used to align and count raw reads of all expressed small RNAs, followed by differential expression analysis and functional enrichment analysis of miRNAs using g:Profiler (GO, pathway-KEGG, Reactome) (Raudvere et al., 2019). To evaluate which genes or pathways might be regulated by microRNA from our data set we used miRTargetLink 2.0 (Kern et al., 2021). Raw counts and differential expression analysis generated during this study are available at GEO (GSE198498). All of the next-generation sequencing and data analysis were carried out using the Genome Sciences and Bioinformatics Core Facility at the Penn State College of Medicine (Facility RRID: SCR_021123).

### cDNA preparation

Final RNA concentrations were determined spectrophotometrically using a NanoDrop 1,000 Spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized with SuperScript^™^ III First-Strand Synthesis System kit according to manufacturer’s protocol (Thermo Fisher Scientific).

### qRT-PCR

Primers were designed and purchased from Integrated DNA Technologies (IDT, Coralville, IA). The sequence information is listed in Supplementary Table S2. For quantitative real-time PCR, the 2x iQ^M^ SYBR® Green PCR supermix from Bio-Rad (Bio-Rad Laboratories, Hercules, CA) was used. Samples were run in triplicate on an iQ^M^5 Multicolor Real Time PCR Detection System (Bio-Rad Laboratories). The relative expression level of each gene was calculated by the 2^-∆∆Ct^ method and normalized to *Gapdh*. Genes were considered up-or down-regulated if *p* value was <0.05.

### Western blot

The right and left halves of the hippocampus were flash frozen in liquid nitrogen and stored in separate tubes at −80°C. Samples for SDS-PAGE were prepared by homogenizing the right halve in 500 μL of Lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris HCl pH8.0, 10 mM PMSF) and brief sonication, followed by the addition of Laemmli sample buffer. The samples were then boiled for 10 min, resolved on Criterion TGX Precast Gel AnyKD (Bio-Rad Laboratories), and transferred to a nitrocellulose membrane for immunoblotting. Antibodies against PTPN11 (SHP2, Cell Signaling Technology, Danvers, MA, D50F2) and FOS (Abcam, Cambridge, UK, 214672) were used at a dilution of 1:1000, while antibodies against ACTB were used at a dilution of 1:5000, and antibodies against GFAP (MilliporeSigma, MAB360) and pERK (Santa Cruz, sc-7383) were used at dilutions of 1:10000 and 1:500, respectively. Secondary goat antibodies against rabbit/mouse HRP (Jackson Immuno-Research Laboratory, West Grove, PA) were diluted as 1:5000. The ECL western blot detection system (Thermo Fisher Scientific) was used to visualize the binding of the primary antibodies. Autoradiographs after ECL detection were scanned and digitized and intensity of protein bands was quantitated using ImageJ software.

### Statistical analyses

Results are presented as means ± standard error of the mean (SEM). Unpaired, one tail Student’s t-test (two-tailed, unpaired) was used to evaluated statistical significance between groups. Experiments were conducted with two to four biological and three technical replicates. *p* value <0.05 was considered significant. Statistical analyses for experiments were performed using the GraphPad Prism software.

## Results

### mRNA-seq

To assess temporal alterations in the mouse hippocampus transcriptome after pilocarpine-induced seizures, we carried out mRNA-seq of hippocampus tissue isolated at four time points: 1 h, 8 h, 36 h and 5 days (120 h) after the start of pilocarpine-induced seizures in C57BL/6 J mice (Supplementary Tables S1, S3). These time points were selected to investigate alterations in physiological processes and pathways immediately after seizure initiation (1 h), after the status epilepticus (SE) phase (8 h), during the middle of latent period (36 h), and at the end of latent period (120 h) before spontaneous and recurrent seizures occur. 

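Poly(A) RNA from the left hippocampus of 19 mice was sequenced as stranded libraries, in paired reads of 53 cycles, from 200 ng of total RNA. At 1 h there were 3 SE and 2 control mice, at 8 h 2 SE and 3 control mice, and at 36 h and 120 h 3 SE mice each, which share 3 control mice. The final pilocarpine dose of the SE mice is 375 mg/kg at 1 h and 8 h and 400 mg/kg at 36 h and 120 h in the paper's Table S1, and 350 mg/kg at every time in the sample labels. Counts per library were 16545847 and 20408800 in the 1-h controls, and ranged from 14630327 to 18638857 (median 17835018) after SE at 1 h. They ranged from 11762428 to 14415658 (median 12086118) in the 8-h controls and were 8503816 and 28465548 after SE at 8 h. The controls of 36 h and 120 h had 14694019 to 21752867 counts (median 19144368), the 36-h SE mice 13902355 to 16588705 (median 16580472) and the 120-h SE mice 14271801 to 22140681 (median 17193626). The authors trimmed the reads with BBDuk, aligned them to NCBIM37 with HISAT2 2.1.0 and counted them per gene with HTSeq, from Ensembl release 67 by the paper's text, and the deposited values are these raw counts. Counts were normalized here by TMM, and SE was compared with control at each time on the libraries of that time alone. The 1-h libraries come from 2 batches (control replicate 1 and SE replicate 3 against the other 3), and at 8 h control replicate 1 comes from another batch than the other 4 libraries. All libraries of 36 h and 120 h belong to 1 batch. Batch here is the prefix of the library title.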

For each time point, we mapped reads to approximately 20,000 genes. 

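Between 17536 and 22422 genes had at least 1 count in a library. The deposited counts list 43629 Ensembl gene identifiers, of which 33219 could be named and 10410 could not. The annotation behind these counts may differ from the release that the paper's text names. After genes with low counts were set aside, 16264 genes were tested at 1 h, 15610 at 8 h, 15850 at 36 h and 15996 at 120 h.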

With a significance cutoff of *q* < 0.05, we identified changes in 99 differentially expressed genes (DEGs) at 1 h, with 77 genes upregulated and 22 genes downregulated (Figure 1A). 

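At 1 h, 13 genes were higher after SE and 0 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (n = 3 SE and 2 control mice). Cyr61, which encodes a matricellular protein of the extracellular matrix, is ENSMUSG00000028195, chromosome 3 from 145309935 to 145312949 of NCBIM37. It had 59.4 ± 6.07 CPM (counts scaled to the library size; SD, n = 3) after SE and 3.32 ± 0.0962 (SD, n = 2) in controls, a log2 fold change of 4.16 ± 0.18 (standard error, adjusted p = 7.56e-05 from the same test). Dusp1, a phosphatase that switches off MAP kinases, is ENSMUSG00000024190, chromosome 17 from 26642535 to 26645464. Its log2 fold change was 2.83 ± 0.12 (standard error, adjusted p = 7.56e-05 from the same test). The transcription factors Atf3 (3.72 ± 0.32) and Maff (3.76 ± 0.39), the RNA-binding protein Zfp36 (3.08 ± 0.34), the endothelial early response gene Apold1 (2.87 ± 0.23) and the kinase Sik1 (1.86 ± 0.14) followed, with log2 fold changes and standard errors in parentheses. Thbs1, which encodes the secreted glycoprotein thrombospondin 1, and Zfp36l2, which speeds the decay of mRNA, also rose. At an unadjusted p under 0.05, 714 genes differed. EdgeR's likelihood ratio test called 54 genes higher and 15 lower, and DESeq2 called 51 higher and 12 lower, with all 13 genes in each list and also among the 13 called with batch as a covariate. Without control replicate 1 or without SE replicate 2 only 3 genes passed, Cyr61 and Dusp1 among them, while 33 passed without SE replicate 1 and 53 without control replicate 2, of which 7 were higher and 46 lower. Of the 13 genes, 3 passed with the choroid plexus score as a covariate (Cyr61, Dusp1 and Ier2). Groups did not overlap at 3001 genes (18.5% of those tested, against 20% by chance).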

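At 8 h, Nptx2 was among the genes with the smallest p. It encodes a secreted pentraxin that gathers AMPA receptors at synapses (ENSMUSG00000059991, chromosome 5 from 145306756 to 145318347 of NCBIM37). Its log2 fold change was 1.78 ± 0.20 (standard error, n = 2 SE and 3 control mice), with an adjusted p of 0.076 from edgeR's quasi-likelihood test, 2.35e-10 from edgeR's likelihood ratio test and 2.18e-04 with batch as a covariate, thus without control replicate 1. Cdkn1a, an inhibitor of the cell cycle, had 2.14 ± 0.30 (adjusted p = 0.125, 7.44e-07 and 0.00179 from the same 3 fits), and mt-Nd2, a subunit of complex I encoded in the mitochondrial genome, had -1.78 ± 0.23 (adjusted p = 0.121, 5.87e-06 and 1.24e-05). Of 15610 genes, 0 passed an adjusted p of 0.05 from the quasi-likelihood test, and 1478 had an unadjusted p under 0.05. The likelihood ratio test called 27 genes higher and 62 lower, and DESeq2 called 20 higher and 75 lower. With batch as a covariate 934 genes were higher and 1177 lower, and without control replicate 1 the counts were 878 and 1187. Without control replicate 2 or 3 the quasi-likelihood test called 18 and 9 genes, Nptx2 (adjusted p = 0.0437 and 0.0237) in both, and mt-Nd2 without control replicate 3 (adjusted p = 0.0237). The groups did not overlap at 4340 genes (27.8%, against 20% by chance).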

At the 8-h time point, the proportion of upregulated and downregulated genes were reversed, with 59 genes showing altered expression levels, including 16 upregulated and 43 downregulated genes (Figure 2A). 

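Igfn1, C4b, Gfap and Tmem176b were higher at 36 h after SE at an adjusted p of 0.0246 each from edgeR's quasi-likelihood test (n = 3 SE and 3 control mice). Igfn1 encodes a protein of striated muscle with immunoglobulin and fibronectin domains (ENSMUSG00000051985, chromosome 1 from 137850155 to 137902919 of NCBIM37) and had a log2 fold change of 3.69 ± 0.36 (standard error). C4b encodes complement component 4 (ENSMUSG00000073418, chromosome 17 from 34865325 to 34880827), at 56.8 ± 7.80 CPM after SE and 25.8 ± 1.99 in controls (SD, n = 3 each). Gfap encodes the intermediate filament of astrocytes (ENSMUSG00000020932, chromosome 11 from 102748650 to 102762226), at 1154 ± 241 and 447 ± 19.3 CPM (SD, n = 3 each), and Tmem176b encodes a membrane protein of immune cells (ENSMUSG00000029810, chromosome 6 from 48783810 to 48791373), with a log2 fold change of 0.79 ± 0.09. Adjusted for the choroid plexus score, their log2 fold changes were 4.24 ± 0.25, 1.28 ± 0.13, 1.56 ± 0.14 and 0.81 ± 0.11 (standard errors). The score was high in SE replicates 1 and 2 alone, so that this fit in effect sets SE replicate 3 against the controls. Without the score, Igfn1, C4b, Gfap and Tmem176b were the 4 higher calls among 15850 genes, 0 genes were lower, and 1251 had an unadjusted p under 0.05. EdgeR's likelihood ratio test called 116 genes higher and 9 lower, and DESeq2 89 higher and 12 lower. Without SE replicate 3, the SE library with few choroid plexus transcripts, 469 genes passed. The count was 8 without control replicate 1, where C4b alone of the 4 stayed and Y-linked genes passed, 7 without SE replicate 2, 1 without SE replicate 1 (Igfn1), and 0 without control replicate 2 or 3, where the 4 genes had adjusted p values from 0.211 to 0.25. None of the 4 passed with sex as a covariate (adjusted p = 0.213 each for Igfn1, C4b, Gfap and Tmem176b from the same test). That covariate takes the sex in the paper's table, where control replicate 2 is female and the other 5 mice are male, but control replicate 3 had 13899 counts of Xist and 1 of Ddx3y, as a female would. Sex and SE therefore overlap in this comparison. Groups did not overlap at 2108 genes (13.3%, against 10% by chance).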

At the 36-h time point, the proportion of upregulated and downregulated genes was reversed again, with 165 genes showing altered expression levels, including 149 upregulated and only 16 downregulated genes (Figure 3A). 

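At 120 h, Dbp, Tsc22d3, Nr1d1 and Pdzd2 were higher after SE, and Homer1, Mdga1, Khdrbs3, Cldn5 and Sema3e were lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test (n = 3 SE and 3 control mice). Dbp, a transcription factor that follows the circadian clock (ENSMUSG00000059824, chromosome 7 from 52960458 to 52965525 of NCBIM37), had 84.1 ± 6.82 CPM after SE and 36.6 ± 3.04 in controls (SD, n = 3 each), a log2 fold change of 1.201 ± 0.08 (standard error, adjusted p = 0.00402). Nr1d1, a repressor within the clock, had 0.74 ± 0.09 (adjusted p = 0.0461), and Tsc22d3, a gene induced by glucocorticoids, 0.55 ± 0.06 (adjusted p = 0.0349). The paper's text gives no hour of collection, so a time of day unlike that of the controls stays open for Dbp and Nr1d1. Homer1, a scaffold of the postsynaptic density (ENSMUSG00000007617, chromosome 13 from 94073712 to 94174917), fell from 92.6 ± 5.21 to 61.5 ± 0.753 CPM (SD), a log2 fold change of -0.59 ± 0.06 (adjusted p = 0.0246). Cldn5, the claudin of endothelial tight junctions, had -0.87 ± 0.11 (adjusted p = 0.0461), and Mdga1, an adhesion molecule that restrains synapse formation, -0.51 ± 0.06 (adjusted p = 0.0349), where edgeR's quasi-likelihood test gave each value. Endothelial markers as a group were lower too (adjusted p = 0.00919 from limma's camera), but not without control replicate 1 (0.125) or SE replicate 2 (0.0604). No gene list passed at this time with an estimated correlation. Of 15996 genes, 1536 had an unadjusted p under 0.05. EdgeR's likelihood ratio test called 36 genes higher and 40 lower, and DESeq2 43 higher and 101 lower, the 9 genes among them each time. With each of the 6 libraries left out in turn, from 1 to 3 of the 9 passed and Dbp was always 1 of them. Nr1d1 and Homer1 also passed without control replicate 2 and Pdzd2 without SE replicate 2, and the other adjusted p values ran from 0.061 to 0.34. Dbp alone of the 9 passed with the choroid plexus score as a covariate. Groups did not overlap at 2478 genes (15.5%, against 10% by chance).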

Finally, at 120 h after seizure induction, we found 83 genes with altered expression, of which 47 were upregulated and 36 were downregulated (Figure 4A). For functional enrichment analysis of the mRNA-seq data (Supplementary Table S3), we used more a relaxed significance cutoff: Ingenuity Pathway Analysis (IPA) with a *q*-value <0.5 and Volcano plots (Supplementary Figure S1), DAVID/GO analysis and KEGG analysis with a *p*-value <0.05.

**Figure 1:**
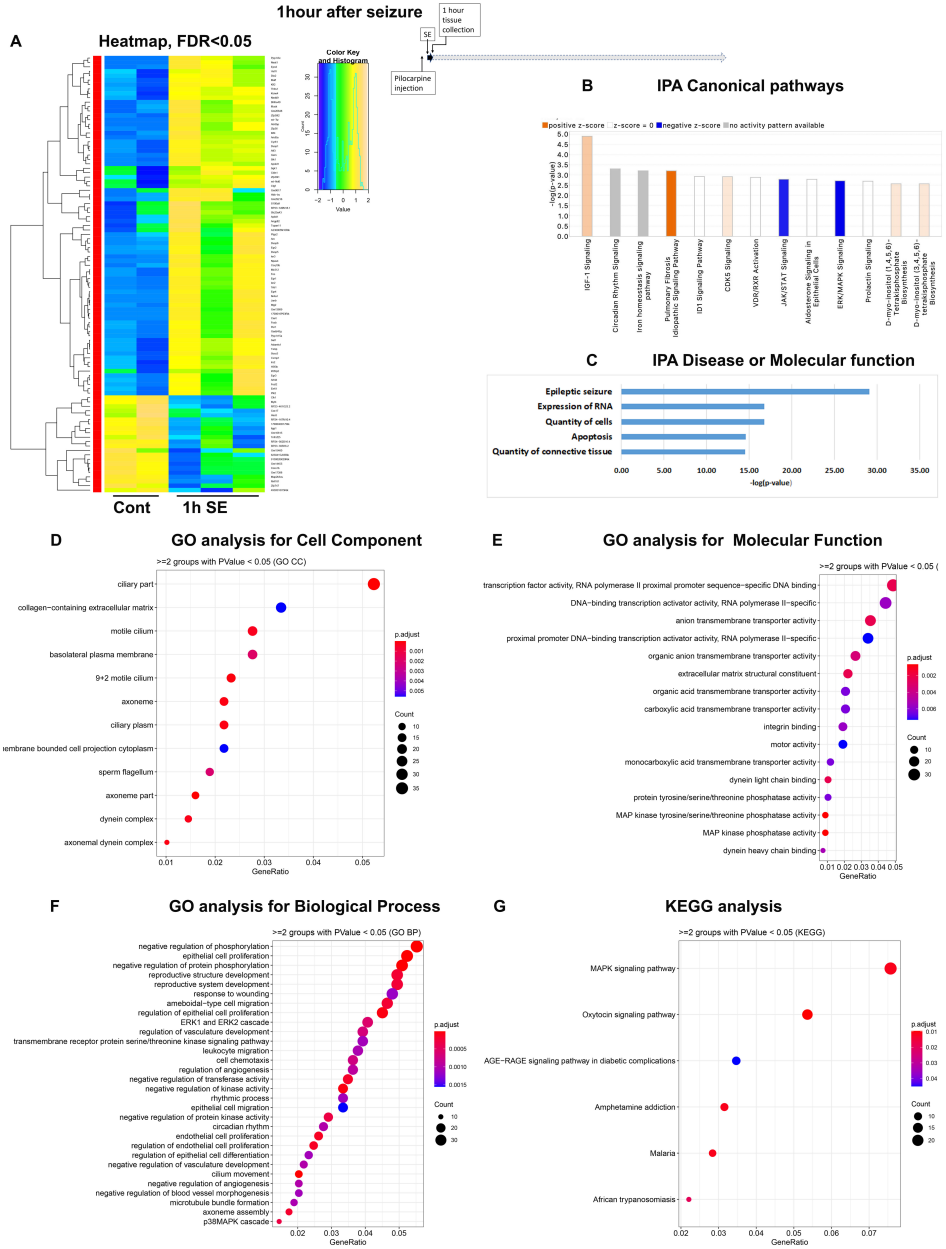
mRNA-seq analysis of changes in gene expression in mouse hippocampus 1 h after the induction of SE. **(A)** Heat map of differentially expressed genes (DEGs) between control and SE mice, with False Discovery Rate (FDR) < 0.05. **(B)** IPA Canonical Pathways that are significantly enriched for DEGs between control and SE mice, with z-score > 2.0 and FDR < 0.5. **(C)** IPA Molecular Function or Disease that are significantly enriched for DEG between control and SE mice (FDR < 0.5). **(D–F)** Gene Ontology (GO) functional enrichment analyses of DEGs between control and SE mice, categorized by Cell Component **(D)**, Molecular Function **(E)**, and Biological Process **(F)** with a significance threshold of *p* < 0.05. **(G)** KEGG pathway enrichment analysis of DEGs between control and SE mice with a significance threshold of *p* < 0.05. ClusterProfiler was used to identify significantly enriched GO or KEGG categories (*p* < 0.05), group them together based on semantic similarity, and visualize the results using a dotplot. The color scale represents the adjusted *p*-value, and the dot size represents the gene count in each term.

**Figure 2:**
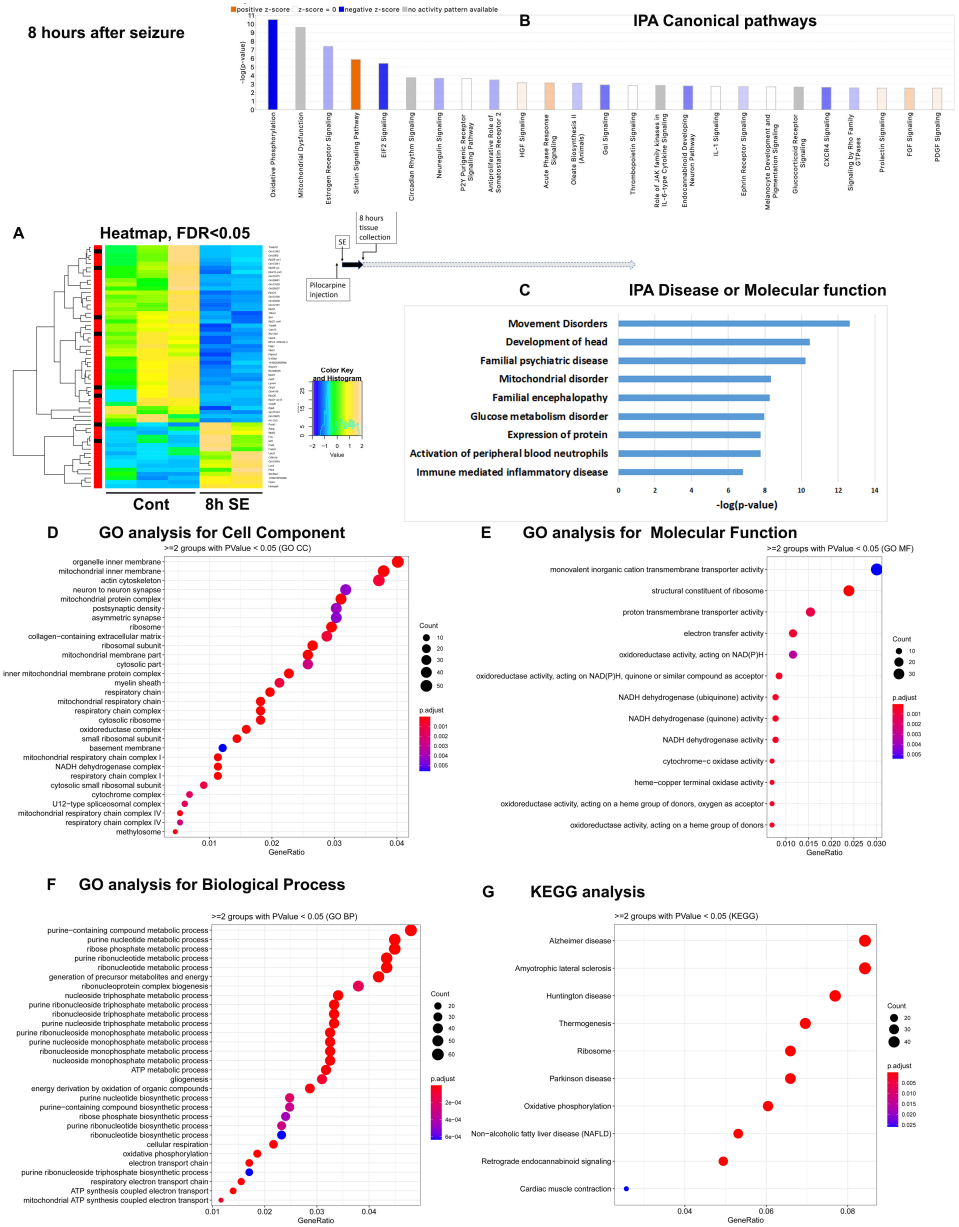
mRNA-seq analysis of changes in gene expression in mice hippocampus 8 h after the induction of SE. **(A)** Heat map of differentially expressed genes (DEGs) between control and SE mice, with False Discovery Rate (FDR) < 0.05. **(B)** IPA Canonical Pathways that are significantly enriched for DEGs between control and SE mice, with z-score > 2.0 and FDR < 0.5. **(C)** IPA Molecular Function or Disease that are significantly enriched for DEG between control and SE mice (FDR < 0.5). **(D–F)** Gene Ontology (GO) functional enrichment analyses of DEGs between control and SE mice, categorized by Cell Component **(D)**, Molecular Function **(E)**, and Biological Process **(F)** with a significance threshold of *p* < 0.05. **(G)** KEGG pathway enrichment analysis of DEGs between control and SE mice with a significance threshold of *p* < 0.05. ClusterProfiler was used to identify significantly enriched GO or KEGG categories (*p* < 0.05), group them together based on semantic similarity, and visualize the results using a dotplot. The color scale represents the adjusted *p*-value, and the dot size represents the gene count in each term.

**Figure 3:**
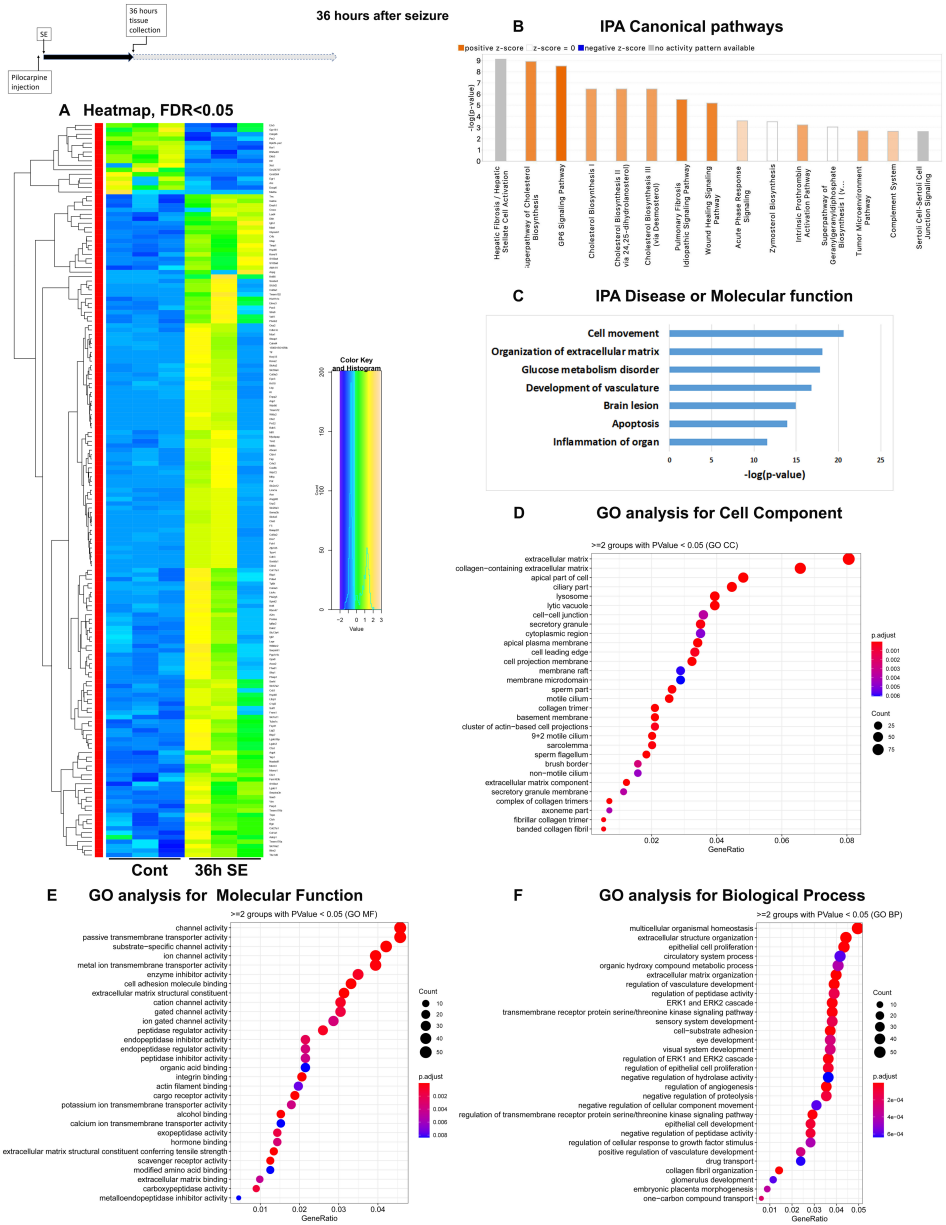
mRNA-seq analysis of changes in gene expression in mice hippocampus 36 h after the induction of SE. **(A)** Heat map of differentially expressed genes (DEGs) between control and SE mice, with False Discovery Rate (FDR) < 0.05. **(B)** IPA Canonical Pathways that are significantly enriched for DEGs between control and SE mice, with z-score > 2.0 and FDR < 0.5. **(C)** IPA Molecular Function or Disease that are significantly enriched for DEG between control and SE mice (FDR < 0.5). **(D–F)** Gene Ontology (GO) functional enrichment analyses of DEGs between control and SE mice, categorized by Cell Component **(D)**, Molecular Function **(E)**, and Biological Process **(F)** with a significance threshold of *p* < 0.05. **(G)** KEGG pathway enrichment analysis of DEGs between control and SE mice with a significance threshold of *p* < 0.05. ClusterProfiler was used to identify significantly enriched GO or KEGG categories (*p* < 0.05), group them together based on semantic similarity, and visualize the results using a dotplot. The color scale represents the adjusted *p*-value, and the dot size represents the gene count in each term.

**Figure 4:**
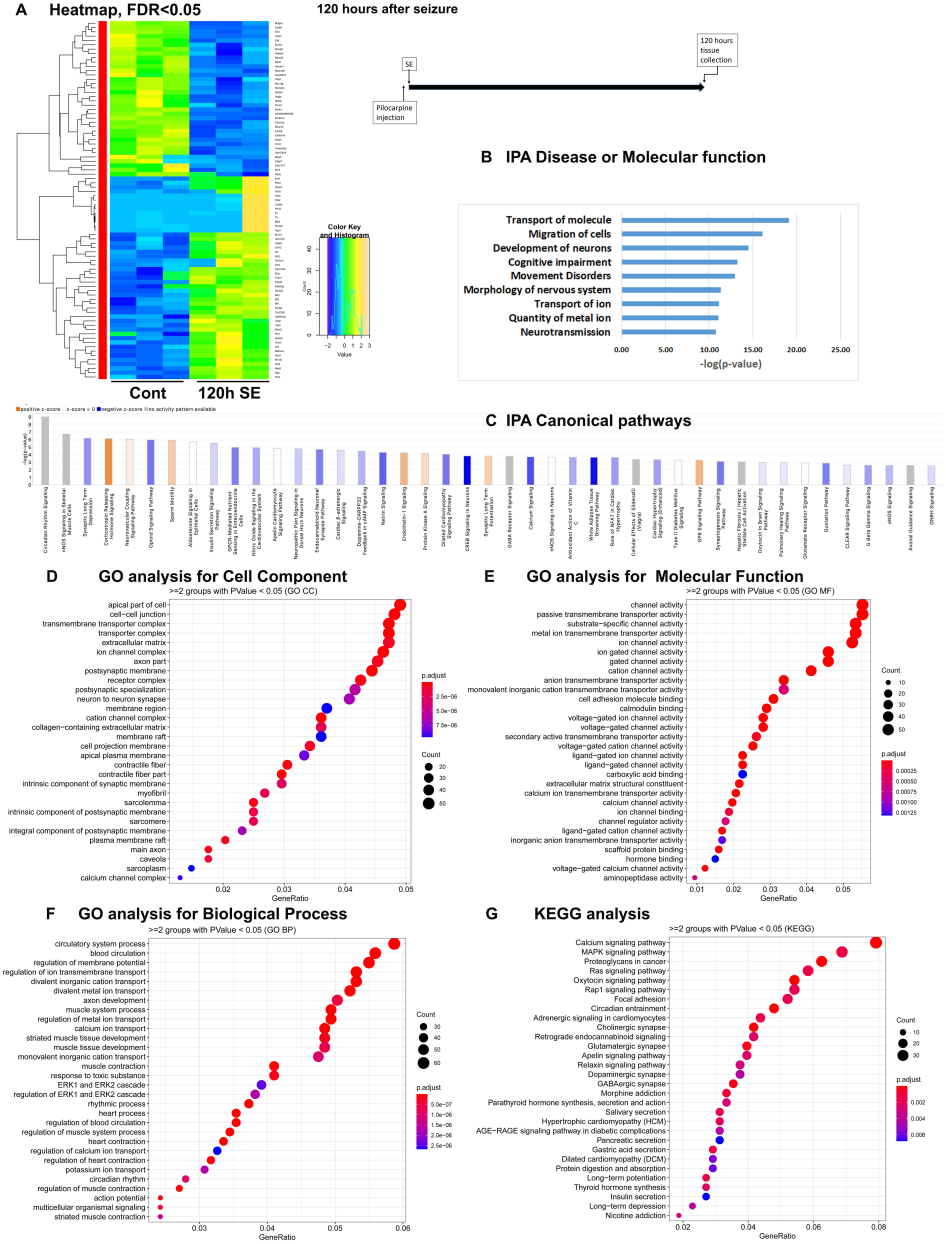
mRNA-seq analysis of changes in gene expression in mice hippocampus 120 h after the induction of SE. **(A)** Heat map of differentially expressed genes (DEGs) between control and SE mice, with False Discovery Rate (FDR) < 0.05. **(B)** IPA Canonical Pathways that are significantly enriched for DEGs between control and SE mice, with z-score > 2.0 and FDR < 0.5. **(C)** IPA Molecular Function or Disease that are significantly enriched for DEG between control and SE mice (FDR < 0.5). **(D–F)** Gene Ontology (GO) functional enrichment analyses of DEGs between control and SE mice, categorized by Cell Component **(D)**, Molecular Function **(E)**, and Biological Process **(F)** with a significance threshold of *p* < 0.05. **(G)** KEGG pathway enrichment analysis of DEGs between control and SE mice with a significance threshold of *p* < 0.05. ClusterProfiler was used to identify significantly enriched GO or KEGG categories (*p* < 0.05), group them together based on semantic similarity, and visualize the results using a dotplot. The color scale represents the adjusted *p*-value, and the dot size represents the gene count in each term.

### Acute phase, 1 h after pilocarpine seizure induction

The group of immediate early response (IER) genes, including *Ier2, 3, Fos, Fosb, Egr1-4*, *Arc*, *Junb, Npas4, Gadd45b* and *Gadd45g* were found to be upregulated among the earliest DEG (Supplementary Figure 1A). 

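Of 28 immediate-early genes tested, all were higher on average at 1 h after SE, with a median log2 fold change of 2.35. Fos, a subunit of the AP-1 transcription factor (ENSMUSG00000021250, chromosome 12 from 86814840 to 86818223 of NCBIM37), had 219 ± 119 CPM after SE (SD, n = 3) and 5.99 ± 0.945 in controls (SD, n = 2), a log2 fold change of 5.20 ± 0.58 (standard error, adjusted p = 0.0281 from edgeR's quasi-likelihood test). Egr1, a zinc finger factor induced by synaptic activity (ENSMUSG00000038418, chromosome 18 from 35020861 to 35024638), had 490 ± 169 and 95.1 ± 6.90 CPM, a log2 fold change of 2.37 ± 0.29 (adjusted p = 0.0384). Ier2, a nuclear early response protein (ENSMUSG00000053560, chromosome 8 from 87185230 to 87186751), had 3.27 ± 0.39 (adjusted p = 0.0384). The log2 fold changes of the others named here did not pass this test. They were 5.32 ± 0.81 for Npas4 and 4.09 ± 0.74 for Fosb, 3.80 ± 0.89 for Egr2, 1.15 ± 0.25 for Egr3 and 2.97 ± 0.49 for Egr4, 2.75 ± 0.42 for Junb, 2.55 ± 0.52 for Arc, 2.05 ± 0.34 for Gadd45g, 1.49 ± 0.42 for Ier3 and 1.03 ± 0.27 for Gadd45b (standard errors). EdgeR's likelihood ratio test called the first 8 of these at adjusted p values from 8.86e-09 to 0.00529, and neither Ier3 (0.231) nor Gadd45b (0.172). Without SE replicate 1 the same 8 passed the quasi-likelihood test, at adjusted p values from 5.19e-05 to 0.0308. Fos, Egr1 and Ier2 did not pass without control replicate 1 (0.309, 0.437 and 0.437), control replicate 2 (0.0546, 0.0557 and 0.0559) or SE replicate 2 (0.0927, 0.168 and 0.141), nor did Egr1 and Ier2 without SE replicate 3 (0.0547 each). Adjusted for the choroid plexus score, Ier2 passed (0.0345) and Fos and Egr1 did not (0.052 and 0.052). Of the 28 genes, 6 passed over all genes and 22 when adjusted over the list alone. As a group they stood above the other genes (adjusted p = 1.35e-116 from limma's camera, and 0.225 with an estimated correlation).

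**Figure D1:**
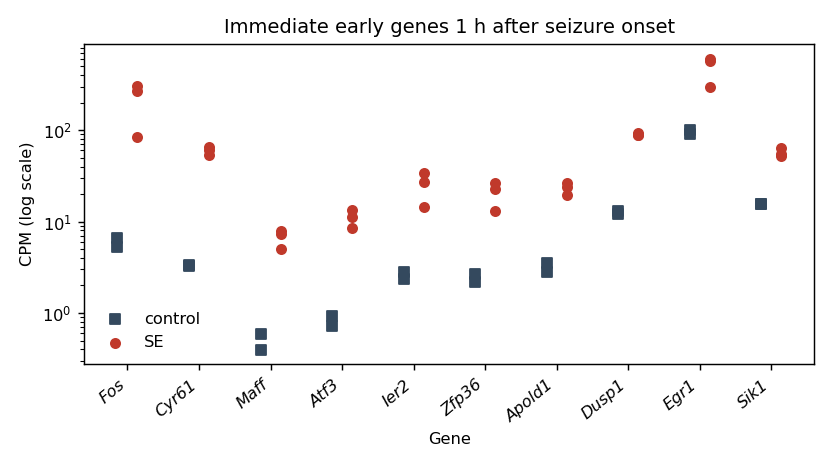
CPM of 10 genes in each library at 1 h on a log axis, with 2 control mice and 3 SE mice per gene. Every SE mouse lies above both controls for Fos, which had 219 ± 119 CPM after SE and 5.99 ± 0.945 in controls (SD).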

Ingenuity Pathway Analysis (IPA) analysis revealed several Canonical Pathways (Figure 1B), including dysregulation of IGF1 Signaling, Circadian Rhythm Signaling, the CDK5 Signal Pathway (critical for regulation of migration, memory, microtubule, and cell cycle suppression), and the PKA/ERK/MAPK pathway. 

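Of 18 genes of IGF1 signalling, Cyr61 was higher at 1 h after SE over all genes, 6 were higher when adjusted over the list alone, and 12 had a positive log2 fold change (median 0.10, n = 3 SE and 2 control mice). Irs2, the docking protein of the insulin and IGF1 receptors (ENSMUSG00000038894, chromosome 8 from 10986980 to 11008458 of NCBIM37), had a log2 fold change of 0.82 ± 0.14 (standard error, adjusted p = 0.179 from edgeR's quasi-likelihood test and 6.35e-04 from edgeR's likelihood ratio test). Among 18 feedback regulators of MAP kinases, 1 passed over all genes and 7 when adjusted over the list alone, with a median of 0.45. Errfi1, an inhibitor of the EGF receptor, had 1.47 ± 0.27 (adjusted p = 0.243 and 1.40e-04 from the same tests). Both groups stood above the other genes (adjusted p = 1.34e-14 and 1.46e-17 from limma's camera), and neither did with an estimated correlation (adjusted p = 0.211 and 0.254). Of 19 circadian clock genes 7 were higher and 12 lower, with an adjusted p of 0.0815 from camera. With an estimated correlation the clock group had an adjusted p of 0.768. With the preset correlation it passed with batch as a covariate (0.0475), with the choroid plexus score as a covariate (0.00261), and without control replicate 1 (0.0484) or SE replicate 1 (3.15e-05), always upward although the median was -0.04.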

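Of 25 genes of iron homeostasis, 19 were higher on average at 1 h after SE and 6 lower, with a median log2 fold change of 0.36 (n = 3 SE and 2 control mice). None passed edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone. Steap2, a metalloreductase that turns ferric into ferrous iron (ENSMUSG00000015653, chromosome 5 from 5664831 to 5694578 of NCBIM37), had a log2 fold change of 0.58 ± 0.19 (standard error, adjusted p = 0.976 from that test). The group stood above the other genes (adjusted p = 4.26e-04 from limma's camera, 0.311 with an estimated correlation). It did not with the choroid plexus score as a covariate (0.0943) or without control replicate 2 (0.0753), and choroid plexus markers were also higher in these SE libraries, with a median log2 fold change of 0.54.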

There were also changes in Iron Homeostasis. Disease or Molecular Functions Analysis of IPA showed alterations in Epileptic Seizure, Quantity of Cells, Expression of RNA, Quantity of Connective Tissue, and Apoptosis (Figure 1C). Gene Ontology (GO) analysis of Cellular Components identified dysregulations of Cellular Plasma Membrane and Extracellular Matrix (Figure 1D). The GO analysis of Molecular Function and Biological Processes demonstrated changes in Transcription Machinery, RNA-PolII, and MAPK Activities (Figure 1E) as well as Regulation of the ERK Cascade and Apoptotic Process (Figure 1F). KEGG analysis also identified the MAPK Signaling Pathway as the main response to seizure stress at the 1-h time point (Figure 1G).

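Collagen and cytokine genes stood higher on average at 1 h after SE, and none of them passed over all genes (n = 3 SE and 2 control mice). Of 32 collagen genes 24 were higher on average (median log2 fold change 0.14), and Col1a2, a chain of fibrillar collagen I (ENSMUSG00000029661, chromosome 6 from 4454814 to 4491543 of NCBIM37), had 0.59 ± 0.16 (standard error, adjusted p = 0.841 from edgeR's quasi-likelihood test). Of 17 cytokine and acute phase genes 16 were higher (median 0.30) and 2 passed when adjusted over the list alone. Cxcl1, a chemokine that draws in neutrophils (ENSMUSG00000029380, chromosome 5 from 91320267 to 91322141), had a log2 fold change of 3.17 ± 0.79 (adjusted p = 0.713 from that test and 0.0211 from edgeR's likelihood ratio test). The adjusted p from limma's camera was 3.62e-04 for collagens and 6.93e-05 for cytokines (0.316 and 0.301 with an estimated correlation), and both groups passed without each library in turn. Markers of other tissue were higher too, by the same test, with a median of 0.41 for meninges and fibroblasts, which make collagen (1.41e-04, and 0.388 with an estimated correlation), and of 0.54 for choroid plexus epithelium (1.38e-13 and 0.453).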

In conclusion, our findings indicate that hippocampal cells responded to stress within one hour of the onset of seizures by upregulating the transcription of immediately early genes, genes in a group of cytokine-regulated signal pathways (IGF-1, ERK, and MAPK), as well as the RNA-PolII/transcription pathway with a significant impact on extracellular matrix.

### After status epilepticus, 8 h after pilocarpine seizure induction

The most significant changes in IPA Canonical Pathways altered were: (1). downregulation of Oxidative Phosphorylation and Mitochondrial Dysfunction; (2) Sirtuin Signaling Pathway, which regulates mitochondria physiology, Lipid Homeostasis, Apoptosis, and Oxidative Stress, (3) EIF2 Signaling, which is responsible for integrative stress response through alternations in translation and downregulation of ribosome function, and (4) upregulation of Acute Phase Response/Inflammation (Figure 2B; Supplementary Figure 1B). 

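The 13 subunits of the respiratory chain that mitochondrial DNA encodes had a median log2 fold change of -1.23 at 8 h after SE, and 11 of them were lower when adjusted over the list alone (n = 2 SE and 3 control mice). mt-Cytb, the cytochrome b of complex III (ENSMUSG00000064370), had a log2 fold change of -1.57 ± 0.20 (standard error, adjusted p = 0.121 from edgeR's quasi-likelihood test, 2.96e-05 from edgeR's likelihood ratio test and 1.34e-05 with batch as a covariate, thus without control replicate 1), and passed the first test without control replicate 3 (0.0223). Mitochondrial transcripts of all kinds were 3.96% and 5.03% of the counts after SE, and 7.97%, 11.4% and 13.0% in the controls. This share also differed between control sets, at 7.4% and 10.0% in the 1-h controls and 3.34% to 3.96% in those of 36 h and 120 h. The share after SE at 8 h thus lay near that of the late controls. Of 81 nuclear genes of oxidative phosphorylation 59 were lower and 22 higher, with a median of -0.25 and 1 lower when adjusted over the list alone. The adjusted p from limma's camera was 8.69e-19 for the mitochondrial group and 0.00876 for the nuclear group (0.316 and 0.788 with an estimated correlation). With batch as a covariate 37 nuclear genes were lower and 2 higher (median -0.46, adjusted p = 1.92e-13 from camera). The nuclear group did not pass without control replicate 3 (0.638) or without SE replicate 2 (0.901), and the mitochondrial group passed without each library.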

The top Disease or Molecular Functions affected were Movement and Mitochondrial Disorders, Glucose Metabolism Disorder, Expression of Proteins, and Immune-mediated Inflammatory Disease (Figure 2C). 

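Syn1, which tethers synaptic vesicles to the cytoskeleton (ENSMUSG00000037217, chromosome X from 20437637 to 20498130 of NCBIM37), had a log2 fold change of -0.91 ± 0.31 at 8 h after SE (standard error, n = 2 SE and 3 control mice). Its adjusted p was 0.495 from edgeR's quasi-likelihood test and 1.40e-04 with batch as a covariate. Snap25, a SNARE protein of vesicle fusion, had -0.66 ± 0.18 (adjusted p = 0.471, 0.00123 with batch as a covariate), and Shank1, a postsynaptic scaffold, had -0.85 ± 0.36 (adjusted p = 0.516, 7.19e-04) from the same test. Homer1, another scaffold, went the other way at 0.59 ± 0.17 (adjusted p = 0.471, 0.00266). Of 25 synaptic vesicle genes 17 were lower and 8 higher, with an adjusted p of 0.218 from limma's camera, 0.735 with an estimated correlation, 0.0475 with batch as a covariate and 0.0658 without control replicate 1 in its place. Leaving out that control gave the 4 genes adjusted p values from 2.51e-04 to 0.00319.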

GO analysis revealed that the most affected Cellular Components were Mitochondria, Ribosomes, and Synapses (Figure 2D), with notable changes in Function of Membrane Transport, Ribosome Structure, Electron Transport, and Oxidoreductases Activity (Figure 2E), as well as Ribosome and Energy Metabolic Process (Figure 2F), confirming the IPA results. KEGG analysis also pointed to changes in Ribosome and Oxidative Phosphorylation (Figure 2G).

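Of 82 genes for proteins of the cytosolic ribosome, 61 were lower on average at 8 h after SE and 21 higher, with a median log2 fold change of -0.33 (n = 2 SE and 3 control mice). Rpl21, a protein of the large subunit (ENSMUSG00000041453, chromosome 5 from 147644466 to 147648608 of NCBIM37), had a log2 fold change of -1.67 ± 0.28 (standard error, adjusted p = 0.23 from edgeR's quasi-likelihood test and 4.07e-05 from edgeR's likelihood ratio test). As a group they stood below the other genes (adjusted p = 8.88e-07 from limma's camera, 0.639 with an estimated correlation), also without each library in turn. With batch as a covariate 37 were lower and 4 higher (median -0.45, adjusted p = 1.32e-17 from camera).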

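Genes of reactive astrocytes and of the acute phase stood higher on average at 8 h after SE, and none of them passed over all genes (n = 2 SE and 3 control mice). Lcn2, a secreted protein that binds siderophores and marks reactive astrocytes (ENSMUSG00000026822, chromosome 2 from 32240153 to 32243317 of NCBIM37), had a log2 fold change of 3.98 ± 0.69 (standard error, adjusted p = 0.24 from edgeR's quasi-likelihood test and 5.87e-06 from edgeR's likelihood ratio test). Osmr, the receptor of oncostatin M (ENSMUSG00000022146, chromosome 15 from 6763577 to 6824313), had 1.52 ± 0.23 (adjusted p = 0.209 and 4.50e-05 from the same tests). With batch as a covariate the log2 fold changes were 5.13 ± 0.88 and 1.61 ± 0.26, with adjusted p values of 0.00379 and 0.00266 from the first test. All 10 reactive astrocyte genes were higher, 4 of them when adjusted over the list alone (median 0.76, adjusted p = 7.82e-11 from limma's camera, 0.225 with an estimated correlation). Of 16 cytokine and acute phase genes 14 were higher, 3 when adjusted over the list alone (median 0.38, adjusted p = 2.31e-06, and 0.34 with an estimated correlation). Both groups passed without each library in turn and with batch as a covariate, thus without control replicate 1 (5.84e-05 and 0.0039). All 20 markers of choroid plexus epithelium were higher too (median 0.76, adjusted p = 6.59e-08 from camera, 0.57 with an estimated correlation and 0.0173 with batch as a covariate). All 9 oligodendrocyte genes were lower (median -0.33), among them Opalin, a myelin membrane protein, at -0.97 ± 0.19 (adjusted p = 0.332 from edgeR's quasi-likelihood test, 0.0106 from edgeR's likelihood ratio test and 0.00416 with batch as a covariate).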

Overall, gene expression alterations observed at 8 h after pilocarpine seizure induction were characterized by increased oxidative stress, an overall down regulation of transcription, and notable changes in expression in genes related to mitochondrial structure and function, initiation of stress response through regulation of ribosome and translation/EIF2 signaling, and upregulation inflammation response.

### Beginning of the latent period, 36 h after pilocarpine seizure induction

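All 21 genes of cholesterol biosynthesis were higher on average at 36 h after SE, with a median log2 fold change of 0.29 (n = 3 SE and 3 control mice). None passed edgeR's quasi-likelihood test over all genes, and 9 did when adjusted over the list alone. Msmo1, the sterol demethylase that acts after lanosterol (ENSMUSG00000031604, chromosome 8 from 67196936 to 67212589 of NCBIM37), had 133 ± 5.16 CPM after SE and 102 ± 2.91 in controls (SD, n = 3 each). Its log2 fold change of 0.38 ± 0.07 (standard error) had an adjusted p of 0.186 from that test and 0.00308 from edgeR's likelihood ratio test, and of 0.00793 from the first test without SE replicate 3. The group stood above the other genes (adjusted p = 3.01e-12 from limma's camera, 0.301 with an estimated correlation), also without each library in turn and with the choroid plexus score as a covariate (median 0.27, adjusted p = 3.73e-06).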

The Canonical Pathways that underwent the most significant changes were Cholesterol Biosynthesis and GP6 (glycoprotein 6) Signaling Pathway, both of which are related to extracellular matrix (ECM) and plasma membrane. Additionally, two pathways associated with inflammation, namely the Complement System and Acute Phase Response, were upregulated (Figure 3B; Supplementary Figure 1C). Furthermore, alterations were observed in BMP Signaling Pathways. 

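Of 15 complement genes 14 were higher on average at 36 h after SE, with a median log2 fold change of 0.34 (n = 3 SE and 3 control mice). C4b passed over all genes and 4 genes when adjusted over the list alone. Of 15 cytokine and acute phase genes 13 were higher (median 0.23), 2 of them when adjusted over the list alone. Serpina3n, an acute phase inhibitor of serine proteases made by astrocytes (ENSMUSG00000021091, chromosome 12 from 105644939 to 105652539 of NCBIM37), had a log2 fold change of 0.80 ± 0.11 (standard error, adjusted p = 0.0758 from edgeR's quasi-likelihood test and 8.60e-08 from edgeR's likelihood ratio test) and passed the first test without SE replicate 2 (0.016) or SE replicate 3 (0.00262). The adjusted p from limma's camera was 2.88e-07 for complement and 9.18e-05 for cytokines, 0.311 and 0.316 with an estimated correlation, and 0.0529 and 0.16 with the choroid plexus score as a covariate. The medians were then -0.11, with 6 of the 15 complement genes higher, and 0.09, with 11 of the 15 cytokine genes higher. With that covariate the SE effect rests almost wholly on SE replicate 3, the 1 SE library with a low score. The fit therefore cannot tell plexus tissue apart from a feature of that library.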

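Of 25 genes of BMP signalling 13 were higher on average at 36 h after SE and 12 lower, with a median log2 fold change of 0.03 (n = 3 SE and 3 control mice). Bmp7, a ligand of the pathway (ENSMUSG00000008999, chromosome 2 from 172693513 to 172765822 of NCBIM37), had a log2 fold change of 0.96 ± 0.24 (standard error, adjusted p = 0.378 from edgeR's quasi-likelihood test and 0.0547 from edgeR's likelihood ratio test). Sostdc1, a secreted BMP antagonist that is also a choroid plexus marker (ENSMUSG00000036169, chromosome 12 from 37040756 to 37045039), had 2.67 ± 0.65 (adjusted p = 0.369 and 0.00797 from the same tests), and 0.19 ± 0.22 with the choroid plexus score, which it is part of, as a covariate. Both passed that test without SE replicate 3 (adjusted p = 0.0276 and 2.86e-07). The group had an adjusted p of 0.299 from limma's camera, and 0.00195 without SE replicate 3.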

The top Diseases or Molecular Functions affected were Cell Movement, Collagen Disease, Inflammation, Apoptosis, and Transport of Molecules (Figure 3C). 

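Of 32 collagen genes 27 were higher on average at 36 h after SE, with a median log2 fold change of 0.51 (n = 3 SE and 3 control mice). None passed edgeR's quasi-likelihood test over all genes, and 12 did when adjusted over the list alone. Col27a1, a fibrillar collagen of cartilage (ENSMUSG00000045672, chromosome 4 from 62875038 to 62996025 of NCBIM37), had 0.78 ± 0.12 (standard error, adjusted p = 0.15 from that test and 6.17e-04 from edgeR's likelihood ratio test), and 0.64 ± 0.15 with the choroid plexus score as a covariate. Col8a1, a collagen of vessel walls and basement membranes (ENSMUSG00000068196, chromosome 16 from 57624371 to 57754850), had 3.78 ± 0.75 (adjusted p = 0.302 and 1.56e-04 from the same tests), and 1.22 ± 0.35 with that covariate. Without SE replicate 3 both passed the first test (adjusted p = 0.00321 and 1.20e-06). The adjusted p of the group from limma's camera was 7.88e-13 (0.249 with an estimated correlation), and 0.0144 with the choroid plexus score as a covariate, where the median was 0.26. Markers of meninges and fibroblasts, which make collagen, were higher too, with a median of 0.94 over 10 genes (adjusted p = 2.63e-12 from camera, 0.34 with an estimated correlation).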

GO analysis revealed that the affected Cellular Components were the ECM and its components (Figure 3D). Changes in Molecular Function were related to channels, transmembrane transport, and ECM components, while changes in Biological Processes were associated with homeostasis, ECM and ERK cascade (Figure 3F).

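All 9 genes of reactive astrocytes tested were higher on average at 36 h after SE, 7 when adjusted over the list alone, with a median log2 fold change of 0.92 (n = 3 SE and 3 control mice). Vim, an intermediate filament of reactive astrocytes (ENSMUSG00000026728, chromosome 2 from 13495554 to 13504453 of NCBIM37), had 0.95 ± 0.12 (standard error, adjusted p = 0.0687 from edgeR's quasi-likelihood test and 1.29e-08 from edgeR's likelihood ratio test). Timp1, an inhibitor of the proteases that degrade extracellular matrix (ENSMUSG00000001131, chromosome X from 20447292 to 20451861), had 3.92 ± 0.57 (adjusted p = 0.11 and 8.47e-11 from the same tests). Both passed the first test without SE replicate 3 (adjusted p = 8.28e-04 and 0.00378). The group had an adjusted p of 4.73e-28 from limma's camera, 0.0936 with an estimated correlation and 1.17e-14 with the choroid plexus score as a covariate. All 9 oligodendrocyte genes were lower (median -0.30, adjusted p = 0.00157 from camera, 0.619 with an estimated correlation). That call was lost without SE replicate 3 (0.661) or control replicate 3 (0.0914). Their mean log2 CPM was 7.576 in SE replicate 3, 8.445 and 8.317 in the other SE mice and 8.22 to 8.726 in the controls. With the score as a covariate SE replicate 3 in effect stood alone against the controls. The medians were then -0.80 for oligodendrocytes and -0.49 for 9 endothelial genes, all lower. Without that covariate the endothelial genes had an adjusted p of 0.344 from camera.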

Taken together, the results suggest a significant reorganization of neural cells, characterized by upregulation of membrane components, channels and ECM, as well as a robust inflammatory response.

### Latent period, 120 h after pilocarpine seizure induction

The IPA Canonical Pathways Analysis revealed that the top affected pathways included NOS Signaling, Synaptic Long-Term Depression and Potentiation, Corticotropin Releasing Hormone, Opioid Signaling, GABA Receptor Signaling, and Calcium Signaling Pathways (Figure 4C; Supplementary Figure 1D). 

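Of 31 genes of calcium channels and pumps 24 were lower on average at 120 h after SE, with a median log2 fold change of -0.19 (n = 3 SE and 3 control mice). None passed edgeR's quasi-likelihood test over all genes, and 11 did when adjusted over the list alone. Slc8a1, the sodium-calcium exchanger (ENSMUSG00000054640, chromosome 17 from 81785359 to 82048947 of NCBIM37), had a log2 fold change of -0.54 ± 0.11 (standard error, adjusted p = 0.221 from that test and 0.0144 from edgeR's likelihood ratio test). Ryr2, a calcium release channel of the endoplasmic reticulum, had -0.29 ± 0.07 (adjusted p = 0.278 from the first test and 0.00684 from DESeq2). The group stood below the other genes (adjusted p = 2.20e-11 from limma's camera, 0.225 with an estimated correlation), also without each library in turn and with the choroid plexus score as a covariate (9.88e-09). Of 14 GABA receptor genes 7 were higher and 7 lower (adjusted p = 0.6 from camera). Gabra2, a subunit of synaptic GABA-A receptors, had -0.38 ± 0.08 (adjusted p = 0.233 from edgeR's quasi-likelihood test, 0.0276 from edgeR's likelihood ratio test).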

The major categories detected by Disease and Functions Analysis were Migration of Cells, Transport of Molecule/Ion, Development of Neurons and Neurotransmission (Figure 4B). The GO analysis for Cellular Components showed significant alterations in Cell Membranes, Transmembrane Transporters, Ion Channels, and Synapses (Figure 4D). The GO analysis for Molecular Functions and Biological Processes revealed significant changes in Channel Activity (Figure 4E) and Membrane Potential and Ion Transport (Figure 4F), respectively. KEGG analysis demonstrated dysregulation in Calcium and MAPK Signaling Pathways (Figure 4G).

Therefore, during the latent period following pilocarpine seizures, the gene expression differences were primarily observed in genes associated with neuronal function, specifically ion transport, membrane channels, and synapses.

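Of 15 postsynaptic scaffold genes 14 were lower on average at 120 h after SE (median log2 fold change -0.14, n = 3 SE and 3 control mice). Homer1 passed edgeR's quasi-likelihood test over all genes, and 5 genes passed when adjusted over the list alone. Of 25 synaptic vesicle genes 21 were lower (median -0.09), and none passed that test. Sv2b, a glycoprotein of synaptic vesicles (ENSMUSG00000053025, chromosome 7 from 82259783 to 82454148 of NCBIM37), had a log2 fold change of -0.37 ± 0.11 (standard error, adjusted p = 0.367 from that test and 0.031 from DESeq2). The adjusted p from limma's camera was 1.66e-09 for the scaffold genes and 0.00167 for the vesicle genes, and 0.329 and 0.34 with an estimated correlation. Both groups passed without each library in turn and with the choroid plexus score as a covariate (1.39e-08 and 0.00182). Markers of CA1 pyramidal cells were lower too (median -0.27 over 3 genes, adjusted p = 0.0415 from camera, 0.453 with an estimated correlation). That call was lost without control replicate 2 (0.0956), control replicate 3 (0.327) or SE replicate 3 (0.226). Markers of neurons in general had 0.0632, also downward, and those of dentate granule cells were higher (0.022). The granule cell call was lost without SE replicate 1 (0.567), control replicate 2 (0.0544) or SE replicate 3 (0.0803). It was also lost with the choroid plexus score as a covariate (0.0529) and with an estimated correlation. From the enriched pathways and terms, the paper concludes that the differences of the latent period lie mainly in genes of neuronal function.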

### MicroRNA-seq

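Small RNA of the hippocampus of 16 mice was sequenced, with 2 control and 2 SE mice at each of 1 h, 8 h, 24 h and 120 h. The pilocarpine dose of the SE mice is 375 mg/kg at 1 h and 8 h, 350 mg/kg at 24 h and 370 mg/kg at 120 h in the paper's Table S1, and 350 mg/kg throughout in the sample labels. The libraries were made with adapters that carry random bases and read in 49 to 65 cycles, and the authors trimmed 4 bases from both ends and counted small RNAs with Oasis 2.0. The deposited values are raw counts of 44884 features. Counts per library were 7683708 and 5382506 in controls and 5125815 and 5459525 after SE at 1 h, 3725274 and 3171341 in controls and 5822866 and 5672639 after SE at 8 h, 7215889 and 5543405 in controls and 4871340 and 5573499 after SE at 24 h, and 4102220 and 5124743 in controls and 6553925 and 6870476 after SE at 120 h. The 8-h libraries form 1 batch and the others another, so that each comparison lies within 1 batch. Counts were normalized by TMM, and 1103 features were tested in 1 model of all 16 libraries. The 8 groups then share 1 estimate of the spread, since 2 libraries per group give little information on it.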

To assess temporal changes in small RNA profiles in the mouse hippocampus following seizures, we carried out microRNA-seq of the hippocampus tissue samples isolated from groups of C57BL/6 J mice at specific time points, which were mostly consistent with those used for the previously described mRNA-seq analysis. The time points included 1 h, 8 h, 24 h (different from the 36-h time point of the mRNA-seq analysis) or 5 days (120 h) after the initiation of pilocarpine-induced seizures. 

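microRNAs made up 87.3% to 95.5% of the counts of a library, and miR-9-5p, an abundant microRNA of neural tissue, was the top feature of each library with 17.9% to 23.3%. Of 1914 microRNA features in the deposited counts 663 had enough counts to be tested, of 39972 piRNA features 140, and of 875 snoRNA features 166. The remaining tested features comprised 25 snRNAs, 12 rRNAs, 16 predicted microRNAs and others.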

Our analysis revealed the presence of not only miRNA, but also piRNA and snoRNA in the hippocampal samples (Supplementary Table S4). Small nucleolar RNAs (snoRNAs) are a class of ancient small non-coding RNAs that play a fundamental role in the modification and processing of ribosomal RNA (Scott and Ono, 2011). Piwi-interacting RNAs (piRNAs) are a recently identified class of small non-coding RNAs which direct the Piwi-dependent transposon silencing, heterochromatin modification, and germ cell maintenance, and have also been detected in neuron-enriched exosomes (Quek et al., 2017).

We observed differential expression of several piRNAs and/or piRNA-like molecules (Koduru et al., 2018). Notably, it has been reported by other researchers that the orthologues of PIWI-proteins are expressed in the mammalian brain (Kim, 2019). We identified small RNA genes that exhibited differential expressions between control and seizure groups, with a significance level of *p* < 0.05, as shown in Figure 5A. 

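No small RNA passed an adjusted p of 0.05 from edgeR's quasi-likelihood test at any time (0 of 1103, n = 2 SE and 2 control mice each). At an unadjusted p under 0.05, 42 features differed at 1 h, 155 at 8 h, 14 at 24 h and 29 at 120 h, where chance alone gives 55.15 on average at each time. On the libraries of each time alone the counts were 32, 33, 50 and 22 (by chance 46, 44.75, 45.65 and 46.1), and without 1 library they ran from 8 to 131, 93 to 305, 8 to 35 and 6 to 86. EdgeR's likelihood ratio test called 0, 16, 0 and 0 at an adjusted p under 0.05, and DESeq2 called 0, 14, 0 and 1. At 1 h 10 features passed the quasi-likelihood test without SE replicate 1. At 8 h 63 passed without SE replicate 2, 5 without control replicate 1 and 1 without control replicate 2. Of the microRNAs, 2 were higher and 4 lower at 1 h at an unadjusted p under 0.05, 59 and 22 at 8 h, 4 and 5 at 24 h, and 5 and 6 at 120 h. At 8 h the libraries of that time alone gave 7 and 7, and the fit without SE replicate 2 gave 80 and 85.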

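Of the 17 microRNAs that Fig. 5A lists as higher at 1 h, 16 had a positive log2 fold change here, and 1 of the 2 listed as lower had a negative one. None of the 19 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. The largest positive log2 fold change was that of miR-1912-3p (1.56 ± 1.07, standard error, unadjusted p = 0.172 from that test), which lies in an intron of the serotonin receptor gene Htr2c. Of 10 microRNAs of this intron 9 were higher, with a median of 0.85 (adjusted p = 0.0345 from limma's camera, 0.849 with an estimated correlation). Together they had 6285 and 5358 CPM after SE, and 849 and 3613 CPM in the controls. miR-204-5p, abundant in the choroid plexus, ran in step at 5668 and 4626 CPM after SE and 1923 and 3984 CPM in the same controls, and all 3 choroid plexus microRNAs were higher, with a median of 0.73 (adjusted p = 0.393 from camera).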

At the 1-h time point, we observed upregulation of 17 microRNAs and downregulation of only 2 microRNAs (Figure 5A). 

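miR-1298-5p, another microRNA of the Htr2c intron, had a log2 fold change of 1.43 ± 0.97 at 1 h (standard error, unadjusted p = 0.167 from edgeR's quasi-likelihood test). It passed with no filter on low counts (adjusted p = 0.0388 from that test), and ran from 0.71 without control replicate 1 to 2.75 without control replicate 2. miR-34c-5p, which belongs to a family induced by p53, had 0.92 ± 0.58 (unadjusted p = 0.139), miR-375-3p, known from endocrine cells, 0.47 ± 0.45 (unadjusted p = 0.318) and miR-27a-5p -0.04 ± 0.87 (unadjusted p = 0.963) from the same test. The last was near the limit of detection, at 1.19 CPM after SE and 1.16 CPM in controls, and had 1.09 without control replicate 1.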

Among the upregulated microRNAs, several have been previously reported to exhibit differential expression in patients with epilepsy (*miR-1298, 375, 34c*) (Organista-Juárez et al., 2019; Fu et al., 2020) or traumatic brain injury (*miR-27a*) (Sabirzhanov et al., 2014). *MiR-143* has been implicated in increasing blood–brain barrier permeability (Bai et al., 2016, 2018) while *miR-1912, 204* (Kaalund et al., 2014; Chiu et al., 2019) and *34b* have been associated with pro-apoptotic effects (Liu et al., 2016).

**Figure 5:**
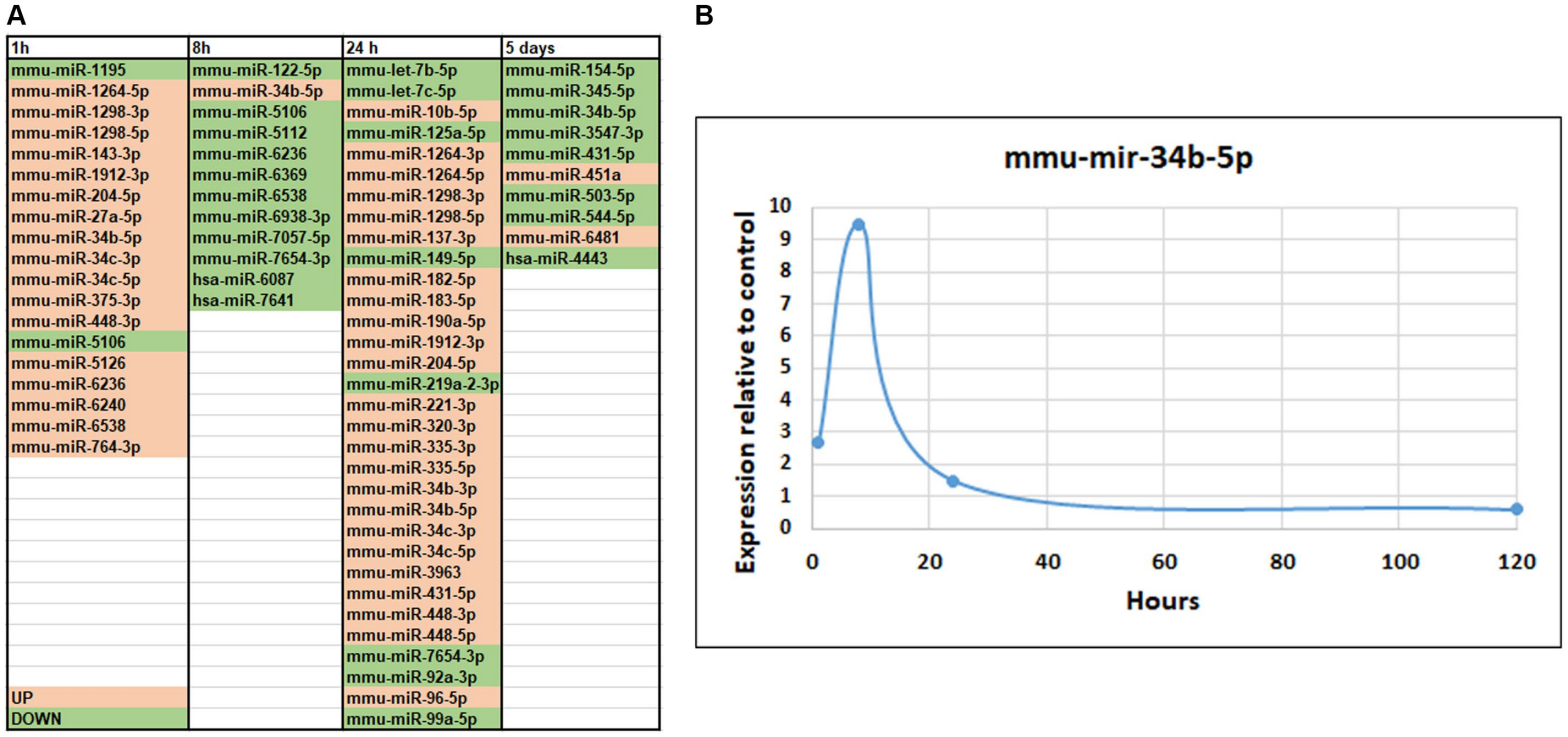
MicroRNA-seq analysis of changes in small RNA expression in mice hippocampus after SE. **(A)** List of differentially expressed microRNAs. The genes of which expression was altered are shown in pink (up-regulated) or green (down-regulated). **(B)** Temporal changes in *miR-34b-5p* after SE demonstrating the maximum change at 8-h time point.

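miR-122-5p, a microRNA typical of liver and blood, had 3.31 ± 1.88 CPM at 8 h after SE and 39.6 ± 47.1 CPM in controls (SD, n = 2 each), a log2 fold change of -3.58 ± 0.91 (standard error, adjusted p = 0.185 from edgeR's quasi-likelihood test, 0.0133 from edgeR's likelihood ratio test and 0.00811 from DESeq2). It ran from -4.47 to -0.92 over the alternatives, the last without control replicate 2. miR-5112 had -5.80 ± 1.27 (adjusted p = 0.185, 0.00887 and 1.98e-04 from the same tests). miR-6369 was listed at 0 in both SE libraries and had 3.52 CPM in controls (adjusted p = 0.268 from the first test and 0.00142 from the second). Of the 8 tested microRNAs that Fig. 5A lists as lower at 8 h, 7 had a negative log2 fold change and 4 an unadjusted p under 0.05, while the 1 listed as higher, miR-34b-5p, had a positive one.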

At 8 h after pilocarpine injection, we observed downregulation of 11 microRNA and upregulation of only 1 microRNA (Figure 5A). *MiR-122* has been implicated in ischemia (Guo et al., 2018). At 24 h, 25 microRNAs exhibited upregulated expression, while only 8 displayed downregulated expression (Figure 5A). 

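Of the 24 microRNAs that Fig. 5A lists as higher at 24 h, 14 had a positive log2 fold change here and 10 a negative one, and none had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. miR-221-3p, which targets cell cycle inhibitors, came closest, with a log2 fold change of 0.54 ± 0.26 (standard error, unadjusted p = 0.0656 from that test). Of the 8 listed as lower, 3 had a negative log2 fold change, among them miR-99a-5p at -0.32 ± 0.19 (unadjusted p = 0.122). For 19 of the 24 and 6 of the 8 the sign changed in at least 1 alternative.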

Notably*, let-7b* and *let-7c*, which were downregulated, have previously been associated with brain injuries and seizures and suppression of apoptosis (Ni et al., 2015; Han et al., 2018). Conversely, *miR-125* has been linked to induction of apoptosis (Yao et al., 2021). 

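let-7b-5p had 5901 ± 2572 CPM at 24 h after SE and 4725 ± 738 CPM in controls (SD, n = 2 each), a log2 fold change of 0.32 ± 0.46 (standard error, unadjusted p = 0.5 from edgeR's quasi-likelihood test). let-7c-5p, of the same family of microRNAs that restrain growth, had 0.32 ± 0.38 (unadjusted p = 0.425). The 20 microRNAs of the family that were tested had a median log2 fold change of 0.21 at 24 h, 15 of them higher. Without SE replicate 1 let-7b-5p had -0.27 and let-7c-5p -0.11, so that 1 library sets the sign of both.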

At 120 h, 8 microRNAs were downregulated, with only 2 showing upregulated expression (Figure 5A). It is noteworthy that downregulated microRNA miR-154-5p has been implicated in the regulation of synaptic plasticity (Rahmani et al., 2022) and seizures (Zhao et al., 2020), while miR-503-5p has been implicated in apoptosis (Tang et al., 2019).

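miR-451a, a microRNA of red blood cells, had 771 ± 677 CPM at 120 h after SE and 327 ± 50.3 CPM in controls (SD, n = 2 each), a log2 fold change of 1.24 ± 0.50 (standard error, unadjusted p = 0.0288 from edgeR's quasi-likelihood test). Groups overlapped, and the log2 fold change ran from -0.09 without SE replicate 2 to 1.92 without SE replicate 1. It was 1 of 2 microRNAs that Fig. 5A lists as higher at 120 h, and the other, miR-6481, had -0.34 ± 0.43. Of the 7 tested microRNAs listed as lower, 6 had a negative log2 fold change and none had an unadjusted p under 0.05, and all 7 changed sign in at least 1 alternative.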

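miR-154-5p, from the large microRNA cluster of the imprinted Dlk1-Dio3 region, had a log2 fold change of -0.27 ± 0.51 at 120 h (standard error, unadjusted p = 0.603 from edgeR's quasi-likelihood test). miR-503-5p, which targets cyclins, had -0.46 ± 0.40 (unadjusted p = 0.276). Both were positive without SE replicate 2 (0.34 and 0.16).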

### Temporal changes in biological pathways

We conducted a comprehensive investigation of the temporal dynamics of gene expression changed in order to gain insights into the optimal time points for potential therapeutic interventions. Our conclusion about temporal alterations in gene expression and pathways were made from mRNA-seq data and extensive analysis of these data by different approaches. Analysis of several genes (Gfap, Otx2, Inhba) and proteins (GFAP, FOS, PTPN11) expression by qRT-PCR and Western blotting were carried out for validation and demonstrated that mRNA-seq data corroborates with other biochemical methods (Figures 6A,B; Supplementary Figure S1).

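By mRNA-seq, Gfap had log2 fold changes of 0.10 ± 0.10 at 1 h, 0.72 ± 0.17 at 8 h and 0.33 ± 0.14 at 120 h beside its rise at 36 h (standard errors). At 8 h its adjusted p was 0.41 from edgeR's quasi-likelihood test, 0.0474 from DESeq2 and 0.00593 with batch as a covariate, thus without control replicate 1. Inhba, a subunit of activin (ENSMUSG00000041324, chromosome 13 from 16103684 to 16119044 of NCBIM37), had 1.46 ± 0.46 at 8 h and -1.03 ± 0.28 at 120 h (adjusted p = 0.483 and 0.352 from edgeR's quasi-likelihood test, 0.0186 at 8 h with batch as a covariate). Ptpn11, the phosphatase SHP2 (ENSMUSG00000043733, chromosome 5 from 121580542 to 121641406), had 0.54 ± 0.18 at 8 h (adjusted p = 0.495, 0.00434 with batch as a covariate), and between -0.10 and 0.06 at the other times. Otx2, a transcription factor of the choroid plexus (ENSMUSG00000021848, chromosome 14 from 49277354 to 49287319), had 4.21 ± 1.09 at 36 h (adjusted p = 0.385, 0.0198 from edgeR's likelihood ratio test) and 3.37 ± 0.99 at 120 h (adjusted p = 0.362, 0.0425), again from edgeR's quasi-likelihood test first. Adjusted for the choroid plexus score, which Otx2 is part of, the log2 fold change of Otx2 was -1.28 ± 0.61 at 36 h and 1.39 ± 0.39 at 120 h. Its adjusted p was 1.16e-07 without SE replicate 3 at 36 h and 0.0421 without control replicate 2 at 8 h.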

**Figure 6:**
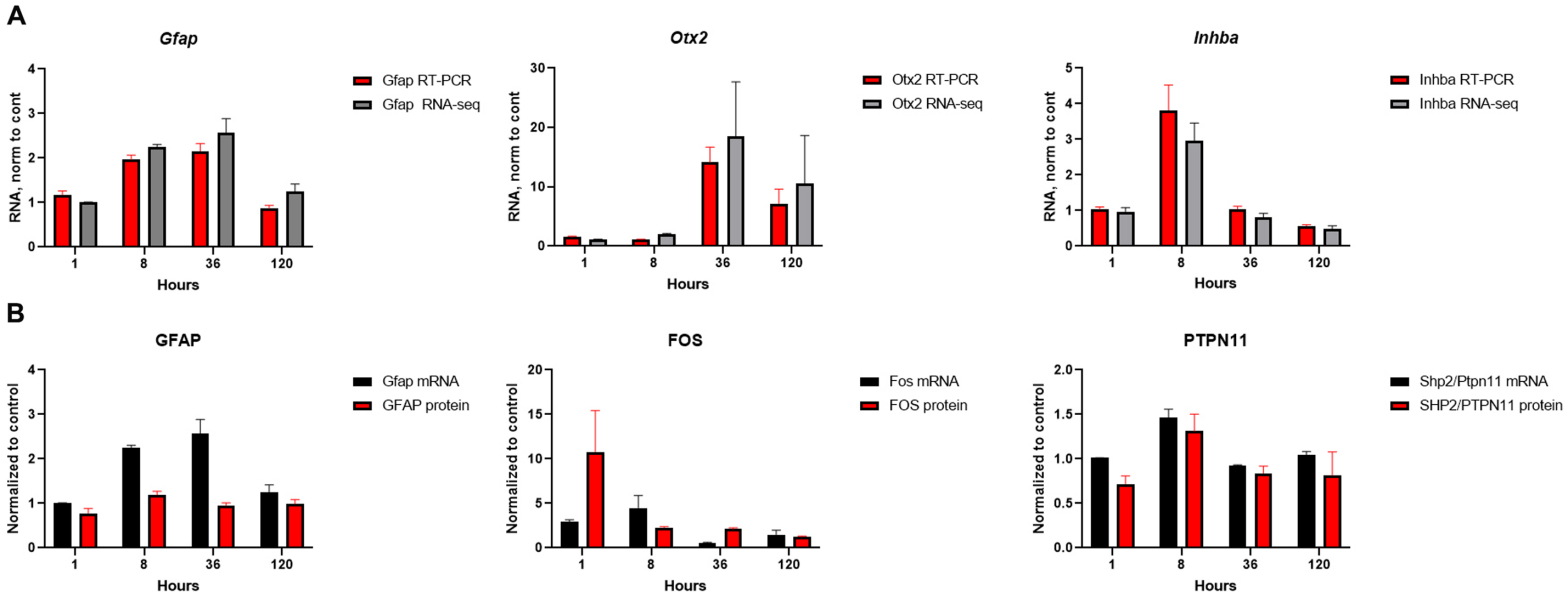
Validation of mRNA-seq results. **(A)** Comparison of mRNA-seq results with qRT-PCR for selected genes; RNA amount at SE samples was normalized to the amount of RNA in control samples. **(B)** Comparison of mRNA-seq results for RNA expression with protein expression by western blot for selected genes/proteins; β-actin was used as the loading control. The RNA and protein amounts in SE samples were normalized to amount of RNA and protein in control samples. Experiments were conducted with two to four biological and three technical replicates.

First, we plotted a heatmap of the Canonical Pathway changes from IPA analysis in a time series, which revealed significant clustering of pathways with altered activation Z-scores. Notably, Oxidative Phosphorylation and Superpathway of Cholesterol Biosynthesis exhibited a drastic suppression at the 8-h time point, followed by a reversal to activation at the 36-h time point (Figure 7A). Similarly, CREB Signaling Pathway showed reversed activation to suppression between 36-and 120-h time points, while Synaptic Long Term Potentiation was suppressed at 8-h and then reversed to activation at 120-h time point (Figure 7A). These findings suggest the presence of dynamic temporal ‘switches’ in the molecular makeup of the hippocampus during epileptogenesis, while certain pathways, such as Corticotropin Releasing Hormone Signaling, consistently showed activation throughout the time course (Figure 7A). Additionally, we performed module co-expression analyses using the CEMiTool package (Russo et al., 2018) and identified 9 distinct co-expression modules (Figure 7B), out of which 3 were significantly enriched with pathways in Over Representation Analysis (Figures 7C,D); Module M1 was significantly enriched with Oxidative Phosphorylation Pathway (Figure 7C), module M2 showed enrichment in Epithelial-Mesenchymal Transition (EMT) and Estrogen Response Pathways (Figure 7D), and module M4 was enriched in TNFA Signaling via NFKB, Hypoxia, P53 Pathway, and Apoptosis Pathways (Figure 7E). 

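The change after SE in cholesterol biosynthesis genes was higher at 36 h than at 8 h by a median log2 difference of 0.48 over 21 genes (adjusted p = 7.24e-08 from limma's camera, 0.0418 with an estimated correlation). For the nuclear genes of oxidative phosphorylation the median difference was 0.33 (adjusted p = 0.00257, and 0.856 with an estimated correlation), and for the mitochondrially encoded subunits 1.06 (adjusted p = 2.82e-09, and 0.118). At 36 h alone 55 of 80 nuclear genes were higher, with a median of 0.06 (adjusted p = 0.00256 from camera, 0.775 with an estimated correlation). This group did not pass without control replicate 3 (0.0917), SE replicate 1 (0.231) or SE replicate 3 (0.238). The 8-h and 36-h libraries come from different batches, so each change was taken against the controls of its own time. This does not remove batch fully, since 8-h control replicate 1 comes from another batch than the other 8-h libraries. The values above come from fits without batch as a covariate. Without that control the genes whose change differed went from 25 to 1976. Mitochondrial transcripts were 7.97% to 13.0% of the counts in the 8-h controls and 3.34% to 3.96% in those of 36 h. A difference between the control sets thus enters the 1.06 of the mitochondrially encoded subunits.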

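Between 36 h and 120 h the median log2 fold change of 18 CREB target genes went from -0.08 to -0.18, with 12 and 13 genes lower (adjusted p = 0.185 and 0.00181 from limma's camera, 0.533 and 0.34 with an estimated correlation). The difference between these times did not pass a test of its own (median -0.16, adjusted p = 0.268 from camera, 0.687 with an estimated correlation). At 120 h 6 genes were lower and 1 was higher when adjusted over the list alone, and none passed edgeR's quasi-likelihood test over all genes. Nptx2 had -0.44 ± 0.09 (standard error, adjusted p = 0.233 from that test and 0.0402 from edgeR's likelihood ratio test, n = 3 SE and 3 control mice). At 120 h the group did not pass with the choroid plexus score as a covariate (0.115) or without SE replicate 3 (0.197).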

Subsequently, we further investigated these prominent biological pathways and functions in greater detail.

**Figure 7:**
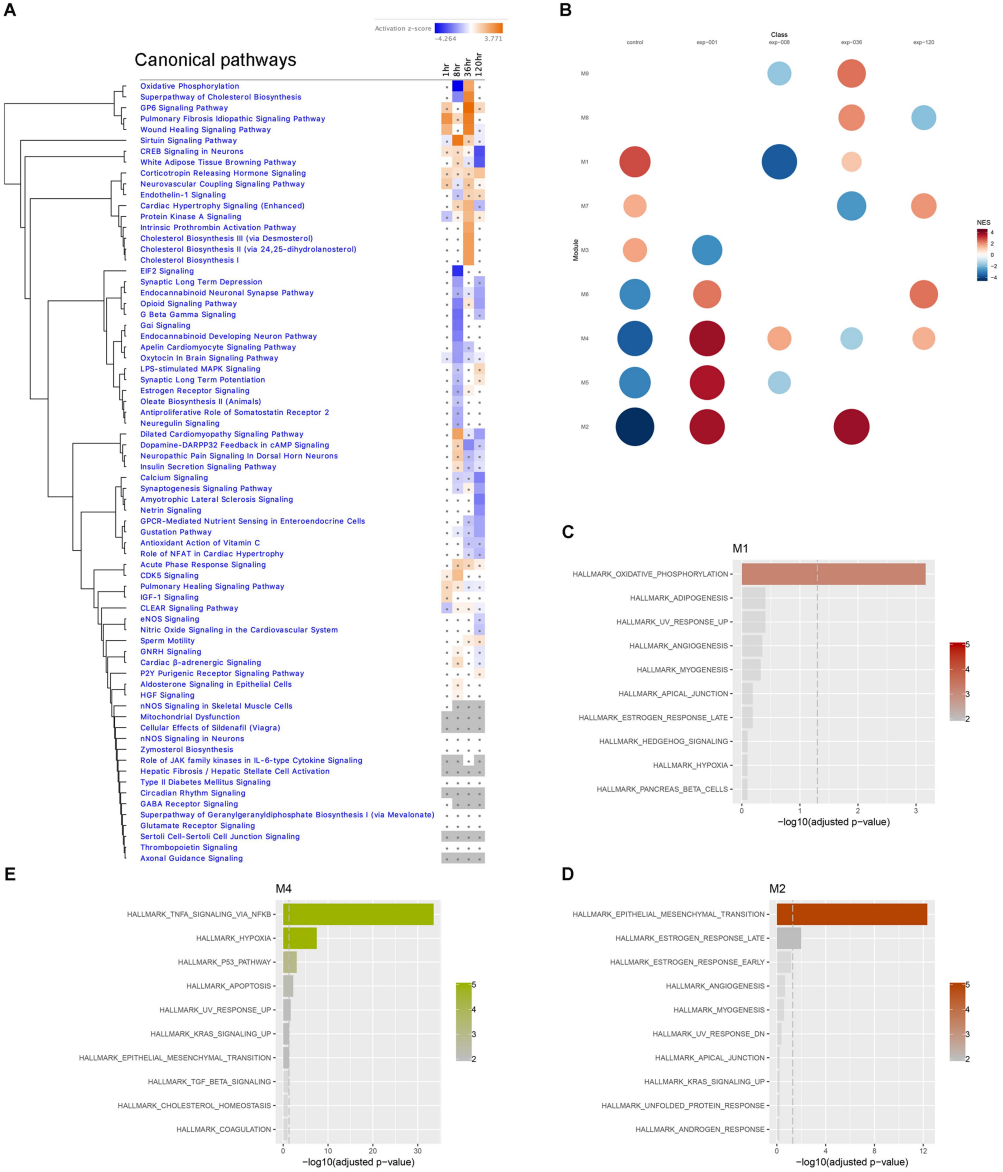
Temporal transcriptome dynamics in hippocampus. **(A)** Temporal heatmap depicting the direction of change in gene expression for the IPA Canonical Pathways. Color intensities indicate the level of changes (activation *z*-score), with blue indicating inhibition and orange indicating activation. Asterisks indicate significant changes. **(B)** Gene set enrichment analysis of each module yielded Normalized Enrichment Score (NES) of modules, with red represents higher activity and blue represents lower activity, and the color intensity and the size of the dots represents significance levels. **(C–E)** Biological functions associated with each module was determined by Over Representation Analysis of CEMiTool for modules M1, M2 and M4, respectively.

The immediate early response (IER) gene set, including *Fos* (Figure 6B; Supplementary Figure S1)*, Fosb, Arc, Erg3*, showed significant upregulation during the acute stage (1-h time point), and some of these genes remained upregulated at 8 h, suggesting their potential involvement in triggering later changes in metabolic pathways in the hippocampus. However, several of IER genes (*Arc, Egr1, Egr2*) were downregulated at 36 h, while *Gadd45g* continued to show upregulation at both 36- and 120-h time points. 

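At 8 h, 20 of 26 immediate-early genes were higher on average and 6 lower, with a median log2 fold change of 0.37 (n = 2 SE and 3 control mice). Fos was at 12.6 ± 5.67 CPM after SE and 2.79 ± 0.492 in controls (SD), a log2 fold change of 2.15 ± 0.35 (standard error, adjusted p = 0.23 from edgeR's quasi-likelihood test, 3.87e-05 from edgeR's likelihood ratio test and 0.00547 with batch as a covariate, thus without control replicate 1). Fosb, another subunit of AP-1 (ENSMUSG00000003545, chromosome 7 from 19888070 to 19895394 of NCBIM37), had 1.82 ± 0.28 (adjusted p = 0.209, 2.64e-05 and 0.0036 from the same fits). Arc, which drives endocytosis of AMPA receptors (ENSMUSG00000022602, chromosome 15 from 74499513 to 74503000), had 0.62 ± 0.18 (0.471, 0.197 and 0.0291), and Egr3 had 0.64 ± 0.27 (0.511, 0.409 and 0.0784). When adjusted over the list alone 8 genes were higher and 1 lower. As a group they stood above the other genes (adjusted p = 4.38e-08 from limma's camera, 0.34 with an estimated correlation), also with batch as a covariate (median 0.34, adjusted p = 0.00249). From the rise of these genes at 1 h, which it finds to last to 8 h for some, the paper proposes that they may take part in triggering later changes of metabolism.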

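At 36 h, 21 of 28 immediate-early genes were lower on average, with a median log2 fold change of -0.22 (adjusted p = 5.61e-04 from limma's camera, 0.552 with an estimated correlation, and 0.235 without control replicate 1). Arc had -1.01 ± 0.29, Egr1 -0.66 ± 0.18 and Egr2, which is also needed for myelination, -1.46 ± 0.47 (standard errors, n = 3 SE and 3 control mice). Their adjusted p values were 0.408, 0.386 and 0.46 from edgeR's quasi-likelihood test and 0.0622, 0.0528 and 0.185 from edgeR's likelihood ratio test, and DESeq2 gave 0.0225 for Egr1. Gadd45g, a stress sensor that acts in DNA demethylation (ENSMUSG00000021453, chromosome 13 from 51942047 to 51943837 of NCBIM37), had 0.51 ± 0.18 at 36 h and 0.65 ± 0.14 at 120 h (adjusted p = 0.509 and 0.229 from edgeR's quasi-likelihood test, 0.0207 at 120 h from edgeR's likelihood ratio test).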

Notably, all IER genes are present in module M4, which was enriched in TNFA signaling via NF-kB (Figure 7E).

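At 1 h after SE, Socs3, which ends cytokine receptor signalling (ENSMUSG00000053113, chromosome 11 from 117827393 to 117831361 of NCBIM37), had a log2 fold change of 2.71 ± 0.45 (standard error, n = 3 SE and 2 control mice, adjusted p = 0.166 from edgeR's quasi-likelihood test and 6.49e-05 from edgeR's likelihood ratio test). Ctgf, a matricellular protein like Cyr61 (ENSMUSG00000019997, chromosome 10 from 24315248 to 24318489), had 0.89 ± 0.26 (adjusted p = 0.932 and 0.232 from these tests). Rasd1, a small GTPase induced by glucocorticoids, had 0.60 ± 0.14 (adjusted p = 0.589 and 0.0966, 0.034 from DESeq2) and Igfbp2, a binding protein of IGF1, 0.52 ± 0.17 (adjusted p = 0.976 from the first test). Rasa1, which inactivates Ras, had -0.25 ± 0.12 (adjusted p = 0.999).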

The IGF1 pathway is known to enhance hippocampal excitatory and seizure activity and to activate the ERK/MAPK pathways, exhibited immediate upregulation during acute seizure phase (1-h time point) with increased expression of genes such as *Ccn1/Cyr61, Ccn2/Ctgf, Fos, Igfbp2, Irs2, Rasa1, Rasd1, and Socs3.* However, this pathway is less pronounced at later stages (Figures 8A,B). The ERK/MAPK pathway, implicated in SE, seizure, and epilepsy (Hansen et al., 2014; Gangarossa et al., 2015; Ahmed et al., 2021) showed early dysregulation during the acute phase (Figures 8C,D), which genes such as dual-specificity phosphatase 6 (*Dusp6*), specific for ERK1/2 (Queipo et al., 2017), being upregulated at the 1-h time point, but then down regulated at 36 and 120 h. 

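Dusp6 (ENSMUSG00000019960, chromosome 10 from 98725865 to 98730122 of NCBIM37) had a log2 fold change of 1.45 ± 0.29 at 1 h (standard error, adjusted p = 0.346 from edgeR's quasi-likelihood test and 6.67e-04 from edgeR's likelihood ratio test). At 36 h it had -0.55 ± 0.11 (adjusted p = 0.302 and 0.00864 from the same tests), and -0.61 ± 0.15 with the choroid plexus score as a covariate. At 120 h it had -0.35 ± 0.14 (adjusted p = 0.484 from the first test). It passed that test without SE replicate 1 at 1 h (0.00446) and without SE replicate 3 at 36 h (0.0468).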

Consistent with this finding, the level of phosphorylated ERK showed an inverse pattern, with a decrease at 8 h followed by an increase at 36 h (Figure 8E). Overall, the ERK/MAPK pathway showed the most dysregulation at the 1-h time point and slight upregulation at the 36- and 120-h time points (Figures 8A,C,D).

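At 36 h, 15 of 19 feedback regulators of MAP kinases were lower on average, 3 when adjusted over the list alone, with a median log2 fold change of -0.13 (adjusted p = 9.80e-05 from limma's camera, 0.415 with an estimated correlation). Spry4, an inhibitor of Ras activation, had -0.49 ± 0.13 (standard error, n = 3 SE and 3 control mice). At 8 h 13 of 19 were higher (median 0.25, adjusted p = 0.0201 from camera, 0.377 with an estimated correlation). The 8-h group did not pass with batch as a covariate, thus without control replicate 1 (0.116), with the choroid plexus score as a covariate (0.061), without control replicate 1 (0.136) or without SE replicate 2 (0.185). At 120 h the median was -0.02 (adjusted p = 0.207 from camera), and the group was lower without control replicate 2 (0.0067) or SE replicate 2 (0.0165).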

**Figure 8:**
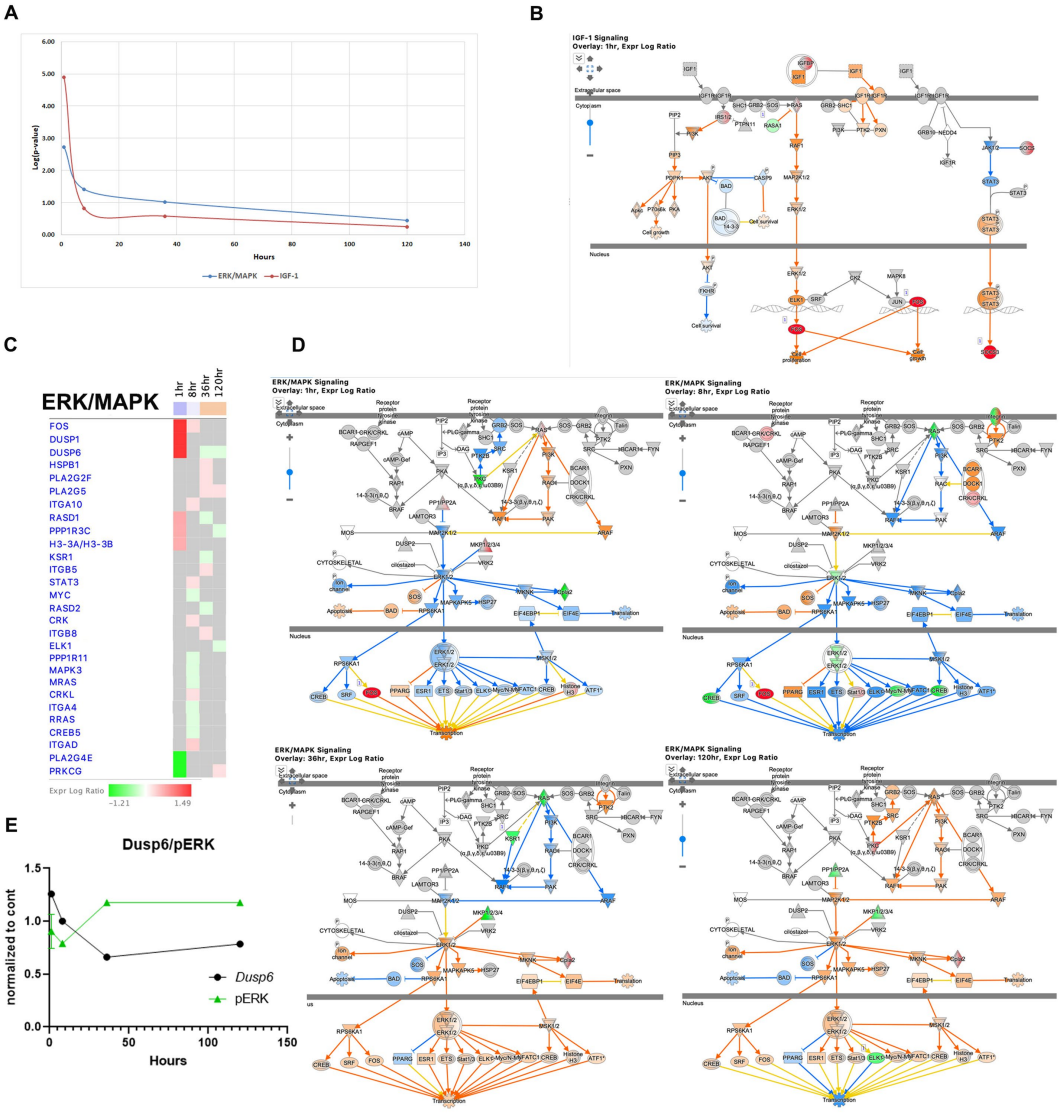
Temporal molecular changes in hippocampus after SE in IGF-1 and ERK/MAPK signaling pathways. **(A)** Both pathways exhibit drastic changes immediately after the onset of SE, followed by a rapid return to baseline levels. Y-axis on graph is -Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis **(B)**. IPA Canonical Pathway, “IGF-1 Signaling Pathway” at 1 h after the onset of SE. The nodes represent genes/molecules/complexes in a pathway, and the lines and arrows between nodes indicate known relationships from the Ingenuity Knowledge Base. Nodes with the intensity of colored infill indicate the level of up (red) or down (green) regulated genes in SE relative to control. The blue- (inhibition) and orange- (activation) colored molecules and lines are predicted activation states generated by IPA. Yellow lines indicate relationships where our findings are inconsistent with the state of the downstream molecule. The molecules in the pathway are given shapes that indicate their functional class (Nested Circle/Square = Group/Complex, Horizontal ellipse = Transcriptional Regulator, Vertical Ellipse = transmembrane receptor, Vertical Rhombus = enzyme, Square = Cytokine/Growth Factor, Triangle = Kinase, Vertical Ellipse = Transmembrane Receptor, Circle = other). The edges between molecules are also differentiated to indicate the type of relationship between them. Solid lines are direct relationships and dashed lines are indirect. **(C)** Temporal heatmap depicting the direction of change in gene expression for the ERK/MAPK Signaling Pathway. The colored boxes beneath each time point label indicate the overall direction of pathway activation at that specific time point, with blue indicating inhibition and orange indicating activation. **(D)** IPA Canonical Pathway, “ERK/MAPK Signaling Pathway” at 1, 8, 36 and 120 h after the onset of SE. **(E)** Temporal relation between dual-specificity phosphatase 6 (*Dusp6*) mRNA and phosphorylated protein ERK.

The Iron signaling pathway exhibited dysregulation, as evidenced by altered expression of various genes (Figures 9A,B). For example, the transferrin gene (*Trf*/TF) was downregulated at 8 h, while the transferrin receptor gene *Tfrc* was upregulated at same time. In addition, the inhibitor of iron uptake gene *Hspb1* and homeostatic iron regulator gene *Hfe* were upregulated at 36 h. 

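Trf, which encodes the plasma carrier of iron and is made by oligodendrocytes and the choroid plexus (ENSMUSG00000032554, chromosome 9 from 103106331 to 103132774 of NCBIM37), had a log2 fold change of -1.19 ± 0.46 at 8 h (standard error, n = 2 SE and 3 control mice, adjusted p = 0.501 from edgeR's quasi-likelihood test, 0.141 with batch as a covariate, thus without control replicate 1). Tfrc, the receptor through which cells take up that carrier (ENSMUSG00000022797, chromosome 16 from 32609006 to 32632880), had 0.60 ± 0.21 (adjusted p = 0.495 from edgeR's quasi-likelihood test, 7.65e-04 with batch as a covariate).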

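Hspb1, a small heat shock protein (ENSMUSG00000004951, chromosome 5 from 136363789 to 136365433 of NCBIM37), had a log2 fold change of 0.92 ± 0.34 at 36 h, and Hfe, a protein that binds the transferrin receptor (ENSMUSG00000006611, chromosome 13 from 23793903 to 23802723), had 0.77 ± 0.28 (standard errors, n = 3 SE and 3 control mice). Their adjusted p values were 0.551 and 0.53 from edgeR's quasi-likelihood test, and 0.0239 and 0.0137 without SE replicate 3. They had 0.15 ± 0.34 and 0.12 ± 0.25 with the choroid plexus score as a covariate.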

Genes involved in intracellular iron trafficking such as *Steap1-4* (36 h) and *Alas2* (1 h) were also upregulated. Conversely, the gene for the channel *Slc40a1*, which exports iron from cells, was downregulated at 1 h. 

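Steap2 had a log2 fold change of 0.98 ± 0.31 at 36 h and Steap3, the metalloreductase of erythroid precursors (ENSMUSG00000026389, chromosome 1 from 122087334 to 122169282 of NCBIM37), 0.59 ± 0.18 (standard errors, adjusted p = 0.457 and 0.428 from edgeR's quasi-likelihood test, 4.05e-04 and 0.0472 without SE replicate 3). Adjusted for the choroid plexus score, Steap2 had 0.05 ± 0.19. Steap1 and Steap4 had too few counts to be tested at 36 h. Alas2, the first enzyme of heme synthesis in red blood cells (ENSMUSG00000025270, chromosome X from 146981918 to 147005181), had 1.58 ± 0.44 at 1 h (standard error, adjusted p = 0.874 from edgeR's quasi-likelihood test and 0.208 from edgeR's likelihood ratio test). Other red blood cell genes were also higher at 1 h, with a median of 1.08 over 5 genes (adjusted p = 1.01e-04 from limma's camera, 0.316 with an estimated correlation).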

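Slc40a1, which encodes ferroportin (ENSMUSG00000025993, chromosome 1 from 45964915 to 45982439 of NCBIM37), had a log2 fold change of -0.93 ± 0.25 at 1 h (standard error, n = 3 SE and 2 control mice). Its adjusted p was 0.841 from edgeR's quasi-likelihood test and 0.271 from edgeR's likelihood ratio test.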

Despite ion’s potential involvement in lipid peroxidation, we observed downregulation of genes encoding enzymes associated with this process, including *Acsl4* (120 h), *Alox12e* (8 h), and *Alox12b* (36 h).

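Acsl4, which loads polyunsaturated fatty acids into membrane lipids (ENSMUSG00000031278, chromosome X from 138752536 to 138825078 of NCBIM37), had a log2 fold change of -0.29 ± 0.07 at 120 h (standard error, adjusted p = 0.302 from edgeR's quasi-likelihood test and 0.11 from edgeR's likelihood ratio test, n = 3 SE and 3 control mice). Alox12b, a lipoxygenase of the skin barrier (ENSMUSG00000032807, chromosome 11 from 68970491 to 68983294), had -0.72 ± 0.18 at 36 h (adjusted p = 0.383 and 0.115 from the same tests). Alox12e had too few counts to be tested at 8 h.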

**Figure 9:**
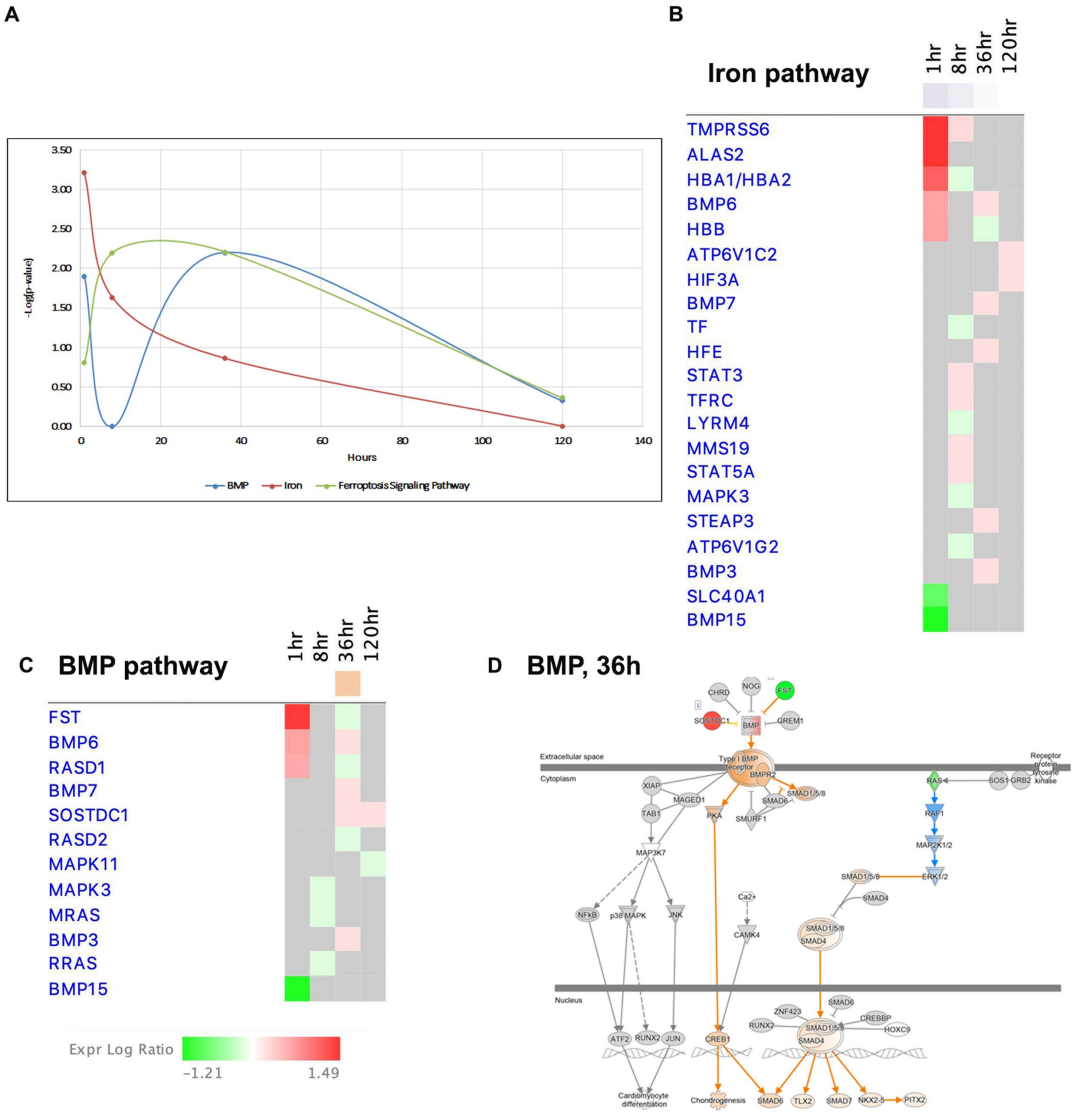
Temporal molecular changes in hippocampus after SE in BMP/Iron related pathways. **(A)** Temporal changes in BMP, Iron, and Ferroptosis Signaling Pathways. Y-axis on graph is-Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis. **(B)** Temporal heatmap depicting the direction of change in gene expression for the Iron Pathway. **(C)** Temporal heatmap depicting the direction of change in gene expression for the BMP Pathway. **(D)** IPA Canonical Pathway, “BMP Pathway” at 36 h after the onset of SE.

Recent findings have suggested that bone morphogenic proteins (BMP) may regulate iron homeostasis in non-neuronal tissues (Muckenthaler et al., 2017; Xiao et al., 2020), and BMP proteins are known to participate in neurogenesis and exhibit neuroprotective properties. 

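Of 25 BMP signalling genes tested at each of 1 h and 8 h, 16 were higher and 9 lower at both times, with medians of 0.16 and 0.11. The adjusted p from limma's camera was 0.0184 at 1 h (0.352 with an estimated correlation) and 0.235 at 8 h. Bmp6, a ligand that induces hepcidin in the liver (ENSMUSG00000039004, chromosome 13 from 38436995 to 38592183 of NCBIM37), had a log2 fold change of 0.72 ± 0.21 at 1 h and 1.199 ± 0.41 at 36 h (standard errors, adjusted p = 0.932 and 0.502 from edgeR's quasi-likelihood test). With the choroid plexus score as a covariate the value at 36 h was 0.09 ± 0.35, and without SE replicate 3 its adjusted p was 0.00577. The group at 1 h did not pass with that covariate (0.574), without SE replicate 1 (0.0542) or without control replicate 2 (0.917, in the other direction).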

Interestingly, the BMP pathway, which shares many common genes with the iron signaling pathway (Figures 9A,C,D), displayed dysregulation at 1 h and 36 h, but transiently returned to the control level (i.e., no dysregulation) at 8 h (Figure 9D). Based on these observations, we propose that the iron regulation/BMP pathways may undergo significant changes during epileptogenesis and could potentially serve as novel targets for seizure treatment.

Ferroptosis, a recently discovered pathway that regulates cell death, is characterized by intracellular accumulation of iron, leading to lipid peroxidation and increased production of reactive oxygen species (ROS) (Mao et al., 2019a). 

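Of 19 genes of glutathione metabolism and ferroptosis, 8 were higher and 11 lower at 8 h after SE (median log2 fold change -0.16, adjusted p = 0.903 from limma's camera). At 36 h 12 were higher and 7 lower (median 0.11, adjusted p = 0.0455 from camera, 0.531 with an estimated correlation), and 4 were higher and 1 lower when adjusted over the list alone. The group at 36 h did not pass with the choroid plexus score as a covariate (0.571), nor without control replicate 1 (0.109), control replicate 3 (0.232) or any 1 SE replicate (0.124, 0.145 and 0.0616).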

Notably, we observed changes in the ferroptosis signaling pathway at 8 and 36 h (Figure 9A). Previous studies have suggested that cells in the hippocampus may be protected from ferroptosis by glutathione-mediated detoxification (Mao et al., 2019b; Zimmer et al., 2021). Our data demonstrated upregulation genes involved in glutathione metabolism pathway, such as Cd*44, Slc7a11, Gpx3* and *Gpx8,* at the 36-h time point.

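Slc7a11, the cystine importer that feeds glutathione synthesis (ENSMUSG00000027737, chromosome 3 from 50168858 to 50247535 of NCBIM37), had a log2 fold change of 0.54 ± 0.13 at 36 h (standard error, n = 3 SE and 3 control mice, adjusted p = 0.352 from edgeR's quasi-likelihood test and 0.0374 from edgeR's likelihood ratio test). The glutathione peroxidases Gpx3 (ENSMUSG00000018339, chromosome 11 from 54715955 to 54723879) and Gpx8 (ENSMUSG00000021760, chromosome 13 from 113832971 to 113836596) had 0.93 ± 0.22 and 1.2001 ± 0.31 (adjusted p = 0.338 and 0.385, 0.0329 and 0.0438 from these tests). Cd44, a hyaluronan receptor that stabilizes the importer, had 0.95 ± 0.27 (adjusted p = 0.402 and 0.107). With the choroid plexus score as a covariate the values were 0.30 ± 0.13, 0.95 ± 0.27, 0.38 ± 0.25 and 0.99 ± 0.33 in this order. Without SE replicate 3, Slc7a11 (0.00611) and Gpx8 (7.55e-04) passed the first test.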

The Pathways and Molecular Functions analysis of the IPA revealed the dysregulation of pathways related to transcription and translation after SE. The transcriptional response to seizure showed changes in RNA polymerase II binding as early as 1 h after SE (Figure 1E), and the Molecular Function of Expression of RNA exhibited the most significant changes at that time point (Figure 10A). The EIF2 pathway, which plays a crucial role in integrated stress responses, regulation of translation, and ribosome function, was observed to be altered during the initial stages following pilocarpine injection, particularly at 8 h (Figures 2C, 10A–C). At this time point, 18 ribosomal genes were downregulated (Figures 10B,C). Furthermore, the downregulation of the beta subunit of the eIF2 complex (*Eif2s2*) at 8 h could lead to the inhibition of general translation and increased translation of specific mRNAs with short inhibitory upstream open reading frames (uORF) (Figure 9C), such as the transcriptional activator *Cebpa* (upregulated at 8 h) and the gene involved in the EIF2 pathway *Ppp1r15a* (upregulated at 1 h). Additionally, another gene involved in stress responses, *Ucp2*, which acts as a defender against oxidative stress in mitochondria (Hass and Barnstable, 2021) and has a known inhibitory uORF, was found to be upregulated at later time points (upregulated at 36 and 120 h).

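At 8 h, 3 ribosomal protein genes were lower when adjusted over the list alone, and with batch as a covariate, thus without control replicate 1, 37 were lower over all genes. Rps24, a protein of the small subunit (ENSMUSG00000025290, chromosome 14 from 25309903 to 25315368 of NCBIM37), had a log2 fold change of -0.98 ± 0.17 (standard error, n = 2 SE and 3 control mice, adjusted p = 0.24 from edgeR's quasi-likelihood test, 0.00197 from edgeR's likelihood ratio test and 5.34e-04 with batch as a covariate). Rpl31, of the large subunit, had -1.202 ± 0.27 (adjusted p = 0.41, 0.0139 and 0.00114 from the same fits), and Rps6, the target of S6 kinase, -0.58 ± 0.15 (0.471, 0.15 and 0.00686).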

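Eif2s2 (ENSMUSG00000074656, chromosome 2 from 154697146 to 154718671 of NCBIM37) had a log2 fold change of -0.63 ± 0.21 at 8 h (standard error, n = 2 SE and 3 control mice). Its adjusted p was 0.495 from edgeR's quasi-likelihood test, 0.291 from edgeR's likelihood ratio test and 0.0209 with batch as a covariate, thus without control replicate 1. Cebpa, a transcription factor of myeloid and liver cells (ENSMUSG00000034957, chromosome 7 from 35904312 to 35906945), had 0.78 ± 0.31 (adjusted p = 0.505, and 0.153 with batch as a covariate). Ppp1r15a, which directs the phosphatase that reactivates eIF2 (ENSMUSG00000040435, chromosome 7 from 52778286 to 52781638), had 2.42 ± 0.43 at 1 h (adjusted p = 0.193 from edgeR's quasi-likelihood test, 1.44e-05 from edgeR's likelihood ratio test and 0.00122 from the first test without SE replicate 1). Of 22 genes of eIF2 and the integrated stress response 11 were higher and 11 lower at 8 h (adjusted p = 0.903 from limma's camera). At 1 h the group stood higher (adjusted p = 0.0214 from camera), though not with an estimated correlation. That call was also lost with the choroid plexus score as a covariate (0.0971) and without SE replicate 2 (0.0515) or SE replicate 3 (0.0814). From the lower level of Eif2s2, the paper proposes that general translation could be inhibited and mRNAs with short upstream open reading frames could be translated more.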

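Ucp2, an uncoupling protein of the inner mitochondrial membrane (ENSMUSG00000033685, chromosome 7 from 107641846 to 107650529 of NCBIM37), had log2 fold changes of 1.16 ± 0.30 at 36 h and 0.94 ± 0.39 at 120 h (standard errors, n = 3 SE and 3 control mice each). Its adjusted p was 0.378 and 0.488 from edgeR's quasi-likelihood test, 0.025 at 36 h from edgeR's likelihood ratio test and 1.34e-05 at 36 h without SE replicate 3. These values were 0.25 ± 0.15 and 0.26 ± 0.12 with the choroid plexus score as a covariate.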

**Figure 10:**
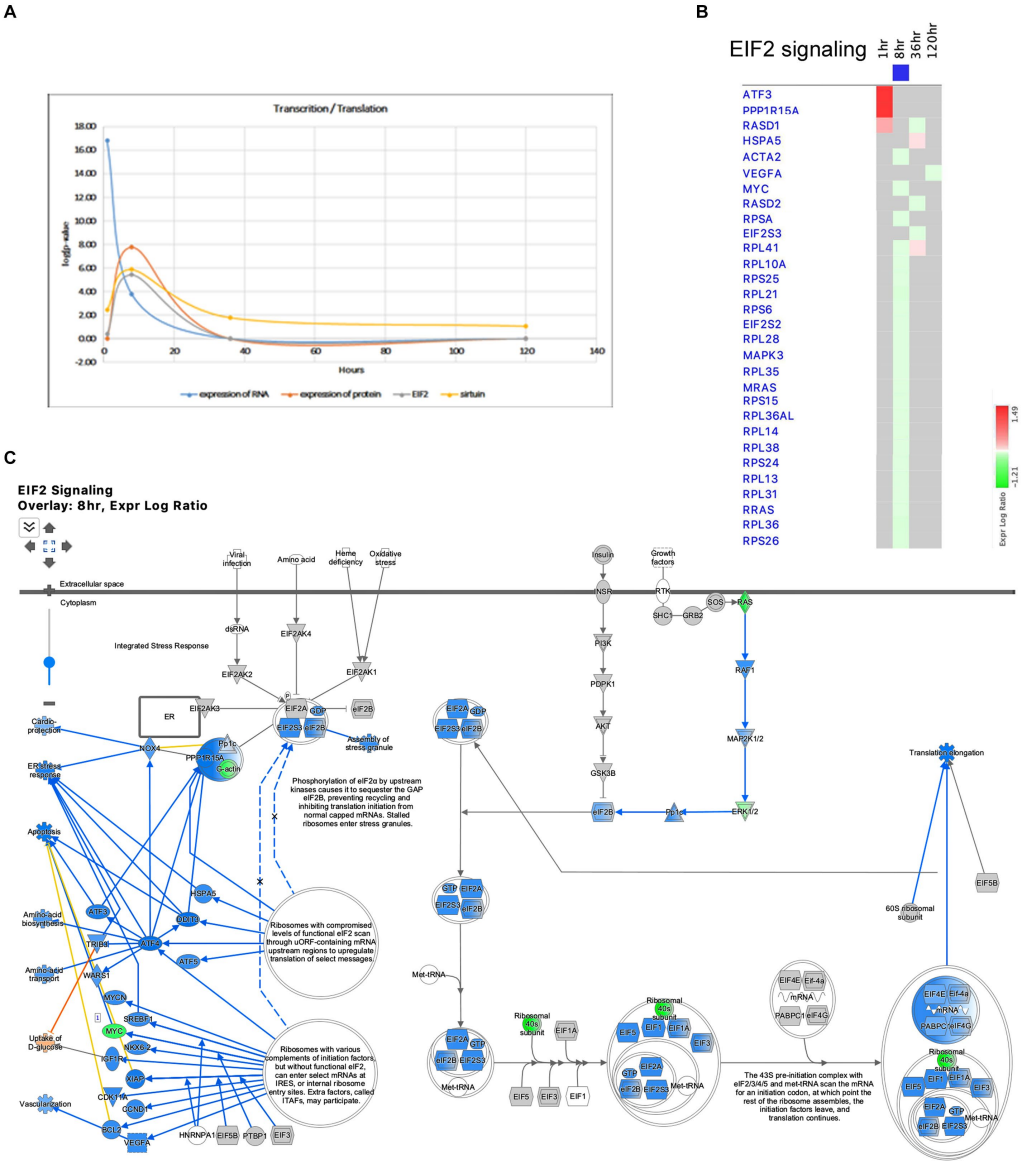
Temporal molecular changes in hippocampus after SE in the pathways related to transcription and translation. **(A)** Temporal changes in expression of RNA, expression of protein, EIF2 Signaling, and Sirtuin Pathways demonstrating consistent changes at 8-h time point. Y-axis on graph is-Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis. **(B)** Temporal heatmap depicting the direction of change in gene expression for the EIF2 Signaling Pathway. **(C)** IPA Canonical Pathway, “EIF2 Signaling Pathway” at 8 h after the onset of SE.

It is widely recognized that oxidative stress and mitochondrial dysfunction are significant contributors to the neuropathology of seizure, epilepsy, and SE. Disruption of the delicate balance in reactive oxygen species (ROS) is a consequence of the excessive production of these radicals and impairment of antioxidant pathways (Olowe et al., 2020). The complexes of the mitochondrial respiratory chain are major sources of ROS production. Antioxidant systems, including NRF2-mediated Oxidative Stress Response, Superoxide Radical Degradation, and Glutathione-mediated Detoxification, play crucial roles in maintaining redox homeostasis (Kovac et al., 2017; Pearson-Smith and Patel, 2017). In our model of TLE, significant impairments in mitochondrial function were observed at 8 h after pilocarpine injection (Figures 7B,C, 11A–C). 

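At 8 h after SE, Ndufs6, an accessory subunit of complex I (ENSMUSG00000021606, chromosome 13 from 73457286 to 73465990 of NCBIM37), had a log2 fold change of -1.09 ± 0.29 (standard error, n = 2 SE and 3 control mice, adjusted p = 0.471 from edgeR's quasi-likelihood test, 0.0493 from DESeq2 and 3.00e-04 with batch as a covariate, thus without control replicate 1). Uqcrb, which binds ubiquinone in complex III (ENSMUSG00000021520, chromosome 13 from 67001553 to 67006314), had 32.1 ± 4.15 CPM and 67.1 ± 9.22 in controls (SD), a log2 fold change of -1.06 ± 0.19 (adjusted p = 0.264 from edgeR's quasi-likelihood test, 0.00184 from edgeR's likelihood ratio test and 6.55e-04 with batch as a covariate). Cox6c, a subunit of cytochrome c oxidase (ENSMUSG00000014313, chromosome 15 from 35855641 to 35868001), had -1.02 ± 0.39 (adjusted p = 0.502 from edgeR's quasi-likelihood test, 6.02e-05 with batch as a covariate). Of the tested subunits 28 of 37 were lower in complex I, 5 of 9 in complex III, 13 of 16 in complex IV and 12 of 15 in complex V, with adjusted p values of 0.0215, 0.323, 0.0135 and 0.425 from limma's camera. With batch as a covariate these were 1.11e-08, 0.0348, 9.11e-11 and 0.00224, and none of the 4 complexes passed with an estimated correlation (0.775, 0.775, 0.735 and 0.856). Complex I did not pass without control replicate 3 (0.638) or SE replicate 2 (0.82), nor complex IV without control replicate 2 (0.0526), control replicate 3 (0.183) or SE replicate 2 (0.532). Complexes III and V passed without control replicate 1 (0.0451 and 0.00249).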

At this time point, multiple genes associated with Complex I, III and IV of the Mitochondrial Respiratory Chain were downregulated, leading to potential increase in oxidative stress. For instance, if the supply of NADH exceeds the capacity of Complex I to rapidly oxidize it, electrons from NADH may interact with O_2_ to form superoxide molecules, a form of ROS (Hass and Barnstable, 2021). 

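Of 15 nuclear genes of cytochrome c oxidase tested at 36 h after SE, 10 were higher on average, with a median log2 fold change of 0.10 (n = 3 SE and 3 control mice). Cox7a1, the isoform of heart and skeletal muscle (ENSMUSG00000074218, chromosome 7 from 30969190 to 30971047 of NCBIM37), had 1.14 ± 0.30 (standard error, adjusted p = 0.385 from edgeR's quasi-likelihood test and 0.051 from edgeR's likelihood ratio test). Cox6b2, an isoform of testis (ENSMUSG00000051811, chromosome 7 from 4703396 to 4704696), had 1.23 ± 0.44 (adjusted p = 0.534 from the first test, 0.00117 without SE replicate 3) and -0.19 ± 0.30 with the choroid plexus score as a covariate. The adjusted p of the group from limma's camera was 0.014 (0.58 with an estimated correlation), and it did not pass without control replicate 1 (0.0557) or SE replicate 1 (0.151). Cox8b had too few counts to be tested.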

At 36-h time point, however, several genes related to the Cytochrome Oxidase Complex were upregulated, potentially resulting in decrease of ROS production and oxidative stress (Figures 7B, 11B,D). Furthermore, genes involved in antioxidant pathways, such as NRF2-mediated Oxidative Stress Response and Glutathione-mediated Detoxification, exhibited their most significant changes at the 8-h time point (Figure 11A). Dysregulation of NRF2-mediated Oxidative Stress Response Pathways was observed, while stress-induced genes were upregulated (*Bach1, Maff, Mafg, Fkbp5*), and expression of antioxidant genes, including *Gstm1, Mgst3, Cat, Mapk3* (ERK1), and *Pmf1*, were down-regulated. 

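Mgst3, a microsomal glutathione transferase (ENSMUSG00000026688, chromosome 1 from 169302097 to 169323972 of NCBIM37), had a log2 fold change of -0.90 ± 0.28 at 8 h (standard error, n = 2 SE and 3 control mice, adjusted p = 0.479 from edgeR's quasi-likelihood test and 2.57e-04 with batch as a covariate, thus without control replicate 1). The values were -0.57 ± 0.23 for Gstm1, a cytosolic transferase, -0.61 ± 0.18 for Cat, the catalase, and -0.58 ± 0.25 for Mapk3 (adjusted p = 0.505, 0.478 and 0.523 from edgeR's quasi-likelihood test, 0.00249, 0.00265 and 0.00397 with batch as a covariate). Bach1, a repressor that competes with NRF2 (ENSMUSG00000025612, chromosome 16 from 87699190 to 87733591), had 0.92 ± 0.28, Mafg, which pairs with both, 0.60 ± 0.17 and Fkbp5, a gene induced by glucocorticoids, 0.86 ± 0.25 (adjusted p = 0.478, 0.471 and 0.471, and 0.00972, 0.00211 and 0.00123 from the same fits). Maff had 2.30 ± 0.57 (adjusted p = 0.443 and 0.0738, 0.0118 from edgeR's likelihood ratio test) and Pmf1 -1.56 ± 0.65 (0.51 and 0.0692). Of 25 NRF2 and antioxidant genes 13 were higher and 12 lower, 4 and 2 when adjusted over the list alone (adjusted p = 0.582 from limma's camera).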

The Superoxide Radical Degradation Pathway showed a maximum change at 36 h, with upregulation genes of such genes as *Sod3* and *Nqo1*. However, if the changes in the antioxidant systems were insufficient to completely mitigate mitochondrial damage (Figure 11A), oxidative stress may not be fully alleviated, potentially triggering new seizures and further damage to the hippocampus.

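Sod3, the extracellular superoxide dismutase (ENSMUSG00000072941, chromosome 5 from 52755185 to 52762644 of NCBIM37), had a log2 fold change of 0.57 ± 0.18 at 36 h, and Nqo1, a quinone reductase (ENSMUSG00000003849, chromosome 8 from 109912125 to 109927106), 0.84 ± 0.34 (standard errors, n = 3 SE and 3 control mice, adjusted p = 0.465 and 0.588 from edgeR's quasi-likelihood test). With the choroid plexus score as a covariate they had 0.34 ± 0.22 and -0.11 ± 0.28. The adjusted p of Nqo1 was 0.0103 without SE replicate 3.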

**Figure 11:**
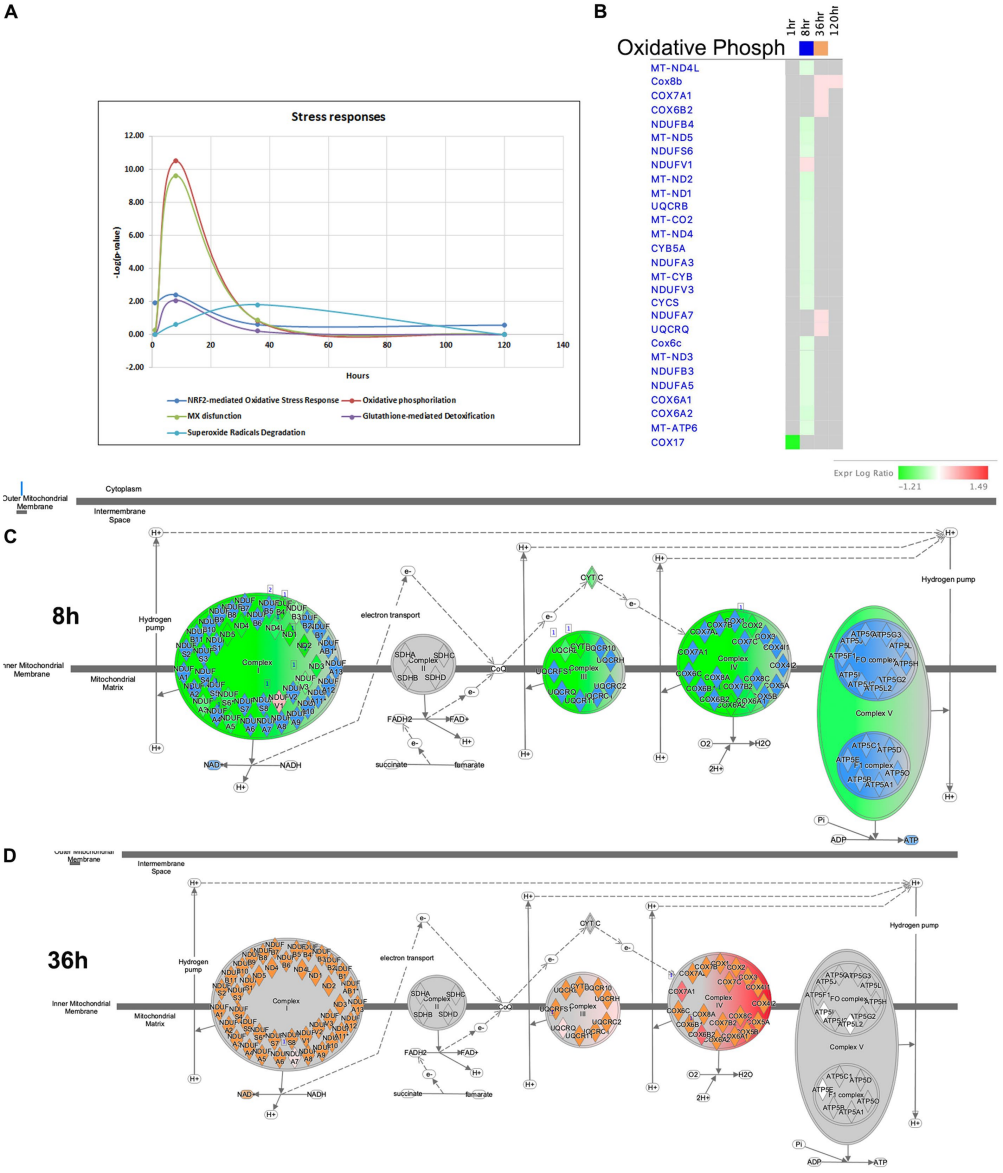
Temporal molecular changes in hippocampus after SE in stress responses related pathways. **(A)** Temporal changes in NRF2-mediated Oxidative Stress Response, Oxidative Phosphorylation, MX dysfunction, Glutathione-mediated Detoxification, and Superoxide Radicals Degradation Pathways demonstrating greater changes at 8-h time point. Y-axis on graph is-Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis. **(B)** Temporal heatmap depicting the direction of change in gene expression for the Oxidative Phosphorylation Pathway. **(C,D)** IPA Canonical Pathway, “Oxidative Phosphorylation Pathway” at 8 and 36 h after the onset of SE, respectively.

Pathways involved in plasma membrane homeostasis, such as GP6 and Cholesterol Biosynthesis were activated at 36 h (Figures 12A,B). Cholesterol is an important structural component of myelin and cellular membranes in the brain and it is synthesized autonomously in the brain, as it cannot readily cross the blood–brain barrier (BBB) (Orth and Bellosta, 2012; Zhang and Liu, 2015). Production of cholesterol and its regulation are cell-specific in brain cells, with astrocytes being the main producers of lipids that are transported to neurons and regulate synapse development and function (van Deijk et al., 2017). Cholesterol biosynthesis starts from acetyl-CoA and involves more than 20 enzymes participating in more than 30 enzymatic reactions (Waterham, 2006; Mitsche et al., 2015). 

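At 8 h after SE, 15 of 21 cholesterol biosynthesis genes were lower on average and 6 higher, with a median log2 fold change of -0.22 (n = 2 SE and 3 control mice). Msmo1, a sterol oxidase (ENSMUSG00000031604, chromosome 8 from 67196936 to 67212589 of NCBIM37), had -0.61 ± 0.16 (standard error, adjusted p = 0.471 from edgeR's quasi-likelihood test and 0.0147 with batch as a covariate, thus without control replicate 1). Nsdhl, a sterol dehydrogenase, had -0.64 ± 0.19 (adjusted p = 0.474 and 0.0209 from the same fits). The adjusted p of the group from limma's camera was 0.0149 (0.453 with an estimated correlation), 0.0508 with batch as a covariate, 0.065 without control replicate 1 and 0.485 without SE replicate 2.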

Our data showed that the Superpathway of Cholesterol Biosynthesis had strong suppression at the 8-h time point, but this suppression was reversed to activation at the 36-h time point. We observed upregulation of several genes for cholesterol biosynthesis (*Acaa2, Hmgcs1, Mvd, Fdps Fdft1, Lss, Msmo1, Nsdhl, Dhcr24, Tm7sf2*) (Figure 12A) at the 36-h time point. Additionally, we found an up-regulation of a set of genes involved in cholesterol transport within the brain at the same time point (*Lamp2, Npc2, Stard4*), with some of them continuing to be elevated at 120 h. 

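Mvd, the decarboxylase of the mevalonate pathway (ENSMUSG00000006517, chromosome 8 from 124957496 to 124967322 of NCBIM37), had a log2 fold change of 0.51 ± 0.13 at 36 h, Hmgcs1, which makes HMG-CoA, 0.33 ± 0.09, and Fdps and Fdft1, which lead to squalene, 0.34 ± 0.09 and 0.29 ± 0.10 (standard errors, n = 3 SE and 3 control mice). The values were 0.31 ± 0.10 for Lss, the lanosterol synthase, 0.35 ± 0.09 for Nsdhl and 0.40 ± 0.11 for Tm7sf2, a sterol reductase. The lowest adjusted p of these 7 was 0.378 from edgeR's quasi-likelihood test (Mvd and Nsdhl, where edgeR's likelihood ratio test gave 0.0672 and 0.158). Acaa2, a thiolase of fatty acid oxidation, had 0.50 ± 0.18, and 0.02 ± 0.13 with the choroid plexus score as a covariate (adjusted p = 0.55 from the first test, 0.00389 without SE replicate 3).

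**Figure D2:**
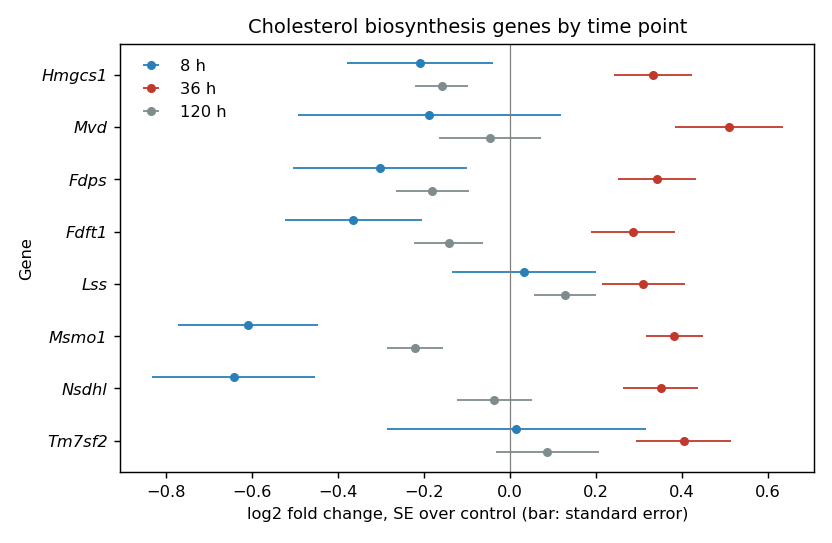
Log2 fold change after SE with standard errors of 8 cholesterol biosynthesis genes at 8 h, 36 h and 120 h (3 SE and 3 control mice at 36 h and 120 h, 2 and 3 at 8 h). All 8 points at 36 h lie above 0, from 0.29 to 0.51.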

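Of 16 cholesterol transport genes 13 were higher on average at 36 h, with a median log2 fold change of 0.09 (n = 3 SE and 3 control mice). Npc2, which carries cholesterol out of lysosomes (ENSMUSG00000021242, chromosome 12 from 86095510 to 86114062 of NCBIM37), had 0.44 ± 0.12 (standard error, adjusted p = 0.393 from edgeR's quasi-likelihood test and 0.0951 from edgeR's likelihood ratio test), Lamp2, a lysosomal membrane protein, 0.39 ± 0.16 (0.599 from the first test) and Stard4, a carrier between membranes, 0.44 ± 0.14 (0.438). With the choroid plexus score as a covariate the values were 0.17 ± 0.11, -0.05 ± 0.11 and 0.38 ± 0.18, and without SE replicate 3 Npc2 (0.00269) and Lamp2 (0.00208) passed. At 120 h Npc2 had 0.34 ± 0.12, Lamp2 0.25 ± 0.12 and Stard4 -0.25 ± 0.11 (adjusted p = 0.426, 0.543 and 0.512 from edgeR's quasi-likelihood test). The adjusted p of the group at 36 h from limma's camera was 0.0381 (0.388 with an estimated correlation), and it did not pass with the choroid plexus score as a covariate (0.352), or without control replicate 1 (0.155) or any 1 SE replicate (0.0546, 0.13 and 0.0517).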

Changes in cholesterol biosynthesis have recently been suggested in epileptogenesis (Hanin et al., 2021). We propose that changes in cholesterol metabolism are a major component of the hippocampus response to seizures, and increased cholesterol production may have neuroprotective effects.

**Figure 12:**
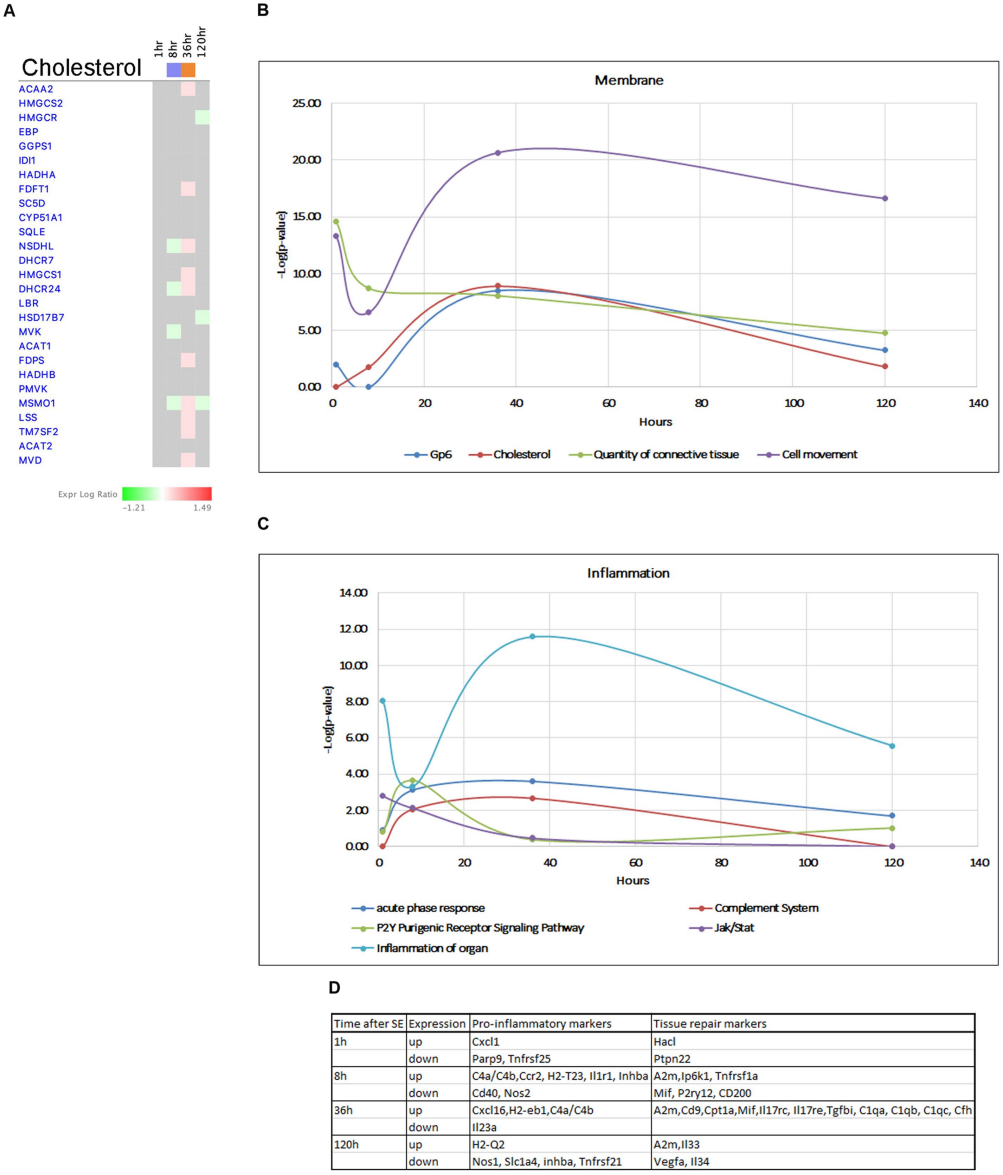
Temporal molecular changes in hippocampus after SE in cholesterol biosynthesis related pathways. **(A)** Temporal heatmap depicting the direction of change in gene expression for the Superpathway of Cholesterol Biosynthesis. **(B,C)** Temporal changes in pathways related to membrane and cell connection and inflammation, respectively. Y-axis on graphs is-Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis. **(D)** Gene classification based on the module co-expression analysis.

The blood–brain barrier (BBB) serves as a physiological barrier that separates blood from brain parenchyma, and is composed of tightly connected endothelial cells with tight junctions. Seizures and epilepsy have been shown to potentially compromise the function and integrity of the BBB, leading to increased permeability. Our data indicate activation of GP6 Signaling Pathway and genes in extracellular matrix during several time points following seizure (Figure 7A), with peak activation observed at 36 h (Figure 12B). This is accompanied by upregulation of multiple collagen genes, tight junction complex genes such as claudins *Cldn2*, cingulins *Cgn, Cgnl1,* laminins *Lamb2, Lama5*, as well as *Marveld3, Tjp3*, ECM/Integrin signaling pathway genes *Spp1, Itgb5, Itgb8, Bcam,* and gap junction gene *Gja1.* These findings suggest a potential neuroprotective role for the increased expression of these genes at 36 h post-seizure. On the other hand, we also observed downregulation of two important collagen genes, *Col4a1/2* at 120 h, indicating that the tissue may become susceptible to seizures again at the end of the latent phase.

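Cldn2, the claudin of the choroid plexus epithelium (ENSMUSG00000047230, chromosome X from 136335367 to 136345925 of NCBIM37), had a log2 fold change of 4.41 ± 1.03 at 36 h (standard error, n = 3 SE and 3 control mice, adjusted p = 0.338 from edgeR's quasi-likelihood test and 0.0042 from edgeR's likelihood ratio test). With the choroid plexus score, which it is part of, as a covariate it had 0.10 ± 0.49. The junction genes Cgnl1 and Tjp3 went from 1.34 ± 0.45 and 1.399 ± 0.60 to -0.31 ± 0.17 and -0.64 ± 0.54 with that covariate, and Lama5, a laminin of basement membranes, from 1.03 ± 0.37 to -0.09 ± 0.25. Gja1, the astrocyte connexin (ENSMUSG00000050953, chromosome 10 from 56097106 to 56110225), had 0.36 ± 0.09 and 0.20 ± 0.09, and Spp1, the secreted protein osteopontin, 0.87 ± 0.28 and 0.73 ± 0.34, without and with it. The other log2 fold changes were 0.60 ± 0.19 for Cgn, 0.41 ± 0.13 for Lamb2, 0.27 ± 0.08 for Itgb5, 0.47 ± 0.21 for Itgb8 and 0.66 ± 0.27 for Bcam. None of these genes passed the first test. Without SE replicate 3, Cldn2 (8.71e-07), Cgnl1 (1.67e-06), Lama5 (7.14e-04), Tjp3 (0.00711), Itgb8 (0.00996), Bcam (0.0126) and Gja1 (0.00772) did. Of 16 tight junction genes 11 were higher, 2 when adjusted over the list alone (median 0.18, adjusted p = 0.00533 from limma's camera, 0.679 with an estimated correlation). The group did not pass without SE replicate 1 (0.178) or SE replicate 2 (0.147), and was lower with the choroid plexus score as a covariate (median -0.14, adjusted p = 0.0474). Marveld3 had too few counts to be tested. From the rise of these genes, the paper proposes that they may have a neuroprotective role at 36 h.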

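Col4a1 and Col4a2, which form the collagen network of basement membranes and share a promoter (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826, and ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287, of NCBIM37), had log2 fold changes of -0.37 ± 0.10 and -0.34 ± 0.09 at 120 h (standard errors, n = 3 SE and 3 control mice). Their adjusted p values were 0.344 and 0.349 from edgeR's quasi-likelihood test, and 0.11 and 0.133 from edgeR's likelihood ratio test, and DESeq2 gave 0.0433 for Col4a1. Of all 32 collagen genes 19 were higher and 13 lower at that time (adjusted p = 0.942 from limma's camera).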

Inflammation has been recognized as a hallmark of seizures, but it remains unclear whether it is a secondary reaction to neuronal insult or it plays an active role in epileptogenesis. Additionally, the beneficial or harmful nature of inflammation and its impact on neurotoxicity remains unclear. Immune responses to seizures are typically delayed by 24–48 h (Eyo et al., 2017) from the onset of SE, and it has been suggested that activation of JAK/STAT pathway may lead to induction of inflammatory responses (Okamoto et al., 2010; Tian et al., 2017). 

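Of 16 JAK/STAT genes 12 were higher on average at 8 h after SE, 2 when adjusted over the list alone, with a median log2 fold change of 0.19 (n = 2 SE and 3 control mice). Stat3, which carries cytokine signals to the nucleus (ENSMUSG00000004040, chromosome 11 from 100746412 to 100800854 of NCBIM37), had 0.64 ± 0.15 (standard error, adjusted p = 0.41 from edgeR's quasi-likelihood test, 0.0988 from edgeR's likelihood ratio test and 0.00922 with batch as a covariate, thus without control replicate 1). Stat5a and Stat5b, its relatives, had 0.98 ± 0.46 and 0.26 ± 0.21 (adjusted p = 0.549 and 0.697 from the first test). The adjusted p of the group from limma's camera was 0.00112 (0.388 with an estimated correlation), 0.0203 with batch as a covariate and 0.141 without SE replicate 2. At 1 h 8 genes were higher and 8 lower (adjusted p = 0.066 from camera), and the group passed with batch as a covariate (0.0325) or without control replicate 1 (0.0155).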

Our data support this, as we observed changes in the JAK/STAT pathway as early as 1 h after pilocarpine injection (Figure 1B), which persisted up to 8 h (Figure 12C), with upregulation of genes such as *Stat3, Stat5, Cdkn1a,* and *Ptpn11* (Figure 6B). Furthermore, our analysis demonstrated initiation of TNFA signaling pathway at the 1-h time point (Figures 7B,E), and increased gene expression in Acute Phase Response (Figure 7A), Complement System and P2Y-purinergic Receptor Pathways, all associated with inflammation and immune response, at the 8-h time point. Some of these changes continued at 36 h after start of seizure (Figure 12C), with upregulation of genes such as *Il1r1, Tnfrsf1a, C4b, A2m, C1qa, C1qb, C1qc, Cfh, P2ry12, H2-T23, H2-Eb1,* and *Ccr2*. 

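C4b had a log2 fold change of 0.96 ± 0.22 at 8 h (standard error, n = 2 SE and 3 control mice, adjusted p = 0.41 from edgeR's quasi-likelihood test, 0.0365 from edgeR's likelihood ratio test and 0.00798 with batch as a covariate, thus without control replicate 1). P2ry12, the purine receptor of resting microglia (ENSMUSG00000036353, chromosome 3 from 59020193 to 59066753 of NCBIM37), went down by these values, at -0.997 ± 0.22 (adjusted p = 0.41, 0.0288 and 0.0111 from the same fits). A2m, a protease inhibitor of the acute phase, had 1.47 ± 0.68 (adjusted p = 0.538 from the first test). Of 14 complement genes tested at 8 h 7 were higher and 7 lower (median 0.015, adjusted p = 0.303 from limma's camera). With batch as a covariate 6 were higher and 8 lower. Among the 14, C3ar1 and C5ar1, receptors for fragments of C3 and C5, had 1.504 ± 0.46 and 1.56 ± 0.50 (standard errors).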

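At 36 h, A2m (ENSMUSG00000030111, chromosome 6 from 121586191 to 121629255 of NCBIM37) had a log2 fold change of 1.65 ± 0.39 (standard error, n = 3 SE and 3 control mice, adjusted p = 0.338 from edgeR's quasi-likelihood test and 0.00955 from edgeR's likelihood ratio test) and 0.52 ± 0.27 with the choroid plexus score as a covariate. C1qa, C1qb and C1qc, whose products form the C1q complex of microglia, had 0.28 ± 0.09, 0.34 ± 0.09 and 0.43 ± 0.11 (adjusted p = 0.433, 0.385 and 0.385 from the first test). H2-Eb1, a chain of MHC class II, had 1.03 ± 0.36, Tnfrsf1a, a TNF receptor, 0.31 ± 0.17, H2-T23 0.18 ± 0.22, Il1r1 0.13 ± 0.26 and P2ry12 -0.10 ± 0.11. None of these passed, at adjusted p values from 0.517 to 0.933. Without SE replicate 3, A2m (1.10e-04) passed the first test. Ccr2 had too few counts to be tested.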

Overall, we observed upregulation of more proinflammatory genes at 8 h, where anti-inflammatory and tissue repair genes were upregulated at 36 h post-seizure (Figure 12D).

The conventional perspective on epilepsy has predominantly focused on the response of neurons to synchronized hyperactivity resulting from increased excitatory neurotransmission through glutamatergic signaling, and decreased inhibitory neurotransmission through GABAergic signaling (Ren and Curia, 2021). However, recent data suggest that other neuronal mechanisms may also be involved in the pathophysiology of epilepsy, such as suppression of calcium signaling (Conte et al., 2020) and alterations in synaptic scaffolding proteins (Needs et al., 2019). Consistent with this, our findings indicate that Canonical Pathways associated with Synaptic Long Term Depression (Figures 7A, 13A), Calcium Signaling (Figures 7A, 13A,E), and Synaptogenesis Signaling (Figures 7A, 13A) were largely downregulated after the 8-h time point, with the most pronounced effects observed at 120 h following pilocarpine injection (Figures 7A, 13A). Synaptic Long Term Potentiation was initially suppressed at 8 h, but subsequently activated at 120-h time point (Figures 7A–D). Additionally, dysregulation of GABA-Receptor Signaling was evident (Figure 13A). 

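Grin2a, a subunit of NMDA receptors (ENSMUSG00000059003, chromosome 16 from 9577803 to 9995014 of NCBIM37), had a log2 fold change of -0.47 ± 0.19 at 120 h after SE (standard error, n = 3 SE and 3 control mice, adjusted p = 0.476 from edgeR's quasi-likelihood test and 0.526 from edgeR's likelihood ratio test). Of 22 glutamate receptor genes 15 were lower on average (median -0.07, adjusted p = 0.0181 from limma's camera, 0.487 with an estimated correlation). The group did not pass with the choroid plexus score as a covariate (0.156), without control replicate 2 (0.0956) or without SE replicate 3 (0.211). Gabre, a GABA receptor subunit, had too few counts to be tested at 120 h.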

Interestingly, at the 120-h time point, the expression of genes encoding glutamatergic receptor subunits *Grin2a* and *Grm1* decreased, while the expression of genes encoding GABAergic receptor subunit *Gabre* increased, potentially in response to changing synaptic activity. Our findings corroborate the suppression of calcium signaling (Conte et al., 2020), as genes associated with this pathway, including *Adcy9, Cacna1a, Cacna1b, Cacna1g, Cacna1i, Kcnma1, Nos1, Pde1a,* and *Itpr1,* were predominantly downregulated at the 120-h time point (Figure 13E). Moreover, we observed downregulation of several genes associated with presynaptic vesicle cycling, such as *Syt12, Vamp1,* and *Syt4*, starting from 36 h after pilocarpine injection, while genes encoding postsynaptic density scaffolding proteins, including *Dlg2, Homer1, Shank1,* and *Shank3,* were downregulated at 120 h (Figure 13E).

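Cacna1a, the pore of P/Q-type calcium channels (ENSMUSG00000034656, chromosome 8 from 86912339 to 87164145 of NCBIM37), had a log2 fold change of -0.35 ± 0.06 at 120 h (standard error, adjusted p = 0.13 from edgeR's quasi-likelihood test and 0.00219 from edgeR's likelihood ratio test, n = 3 SE and 3 control mice). Itpr1, a calcium release channel (ENSMUSG00000030102, chromosome 6 from 108163112 to 108501103), had -0.30 ± 0.09 (adjusted p = 0.362 from the first test and 0.0439 from DESeq2). The other channel genes had -0.23 ± 0.06 (Cacna1b), -0.29 ± 0.07 (Cacna1g), -0.33 ± 0.09 (Cacna1i) and -0.29 ± 0.11 (Kcnma1). The enzymes had -0.27 ± 0.07 (Adcy9, an adenylyl cyclase), -0.41 ± 0.17 (Nos1, the neuronal nitric oxide synthase) and -0.45 ± 0.18 (Pde1a, a phosphodiesterase that calmodulin activates). None of these 7 passed edgeR's quasi-likelihood test, where the lowest adjusted p was 0.302 (Cacna1g).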

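At 36 h, Syt12 and Vamp1, proteins of synaptic vesicles (ENSMUSG00000049303, chromosome 19 from 4445908 to 4477447, and ENSMUSG00000030337, chromosome 6 from 125165569 to 125194561, of NCBIM37), had log2 fold changes of -0.42 ± 0.12 and -0.23 ± 0.08, and Syt4 -0.01 ± 0.09 (standard errors, n = 3 SE and 3 control mice, adjusted p = 0.423, 0.509 and 0.989 from edgeR's quasi-likelihood test). At 120 h they had -0.14 ± 0.10, -0.12 ± 0.07 and -0.21 ± 0.06. The scaffold genes Dlg2, Shank1 and Shank3, whose products anchor glutamate receptors, had -0.23 ± 0.07, -0.39 ± 0.10 and -0.25 ± 0.07 at 120 h (adjusted p = 0.352, 0.344 and 0.362 from the same test, and 0.00979 for Shank1 from DESeq2).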

**Figure 13:**
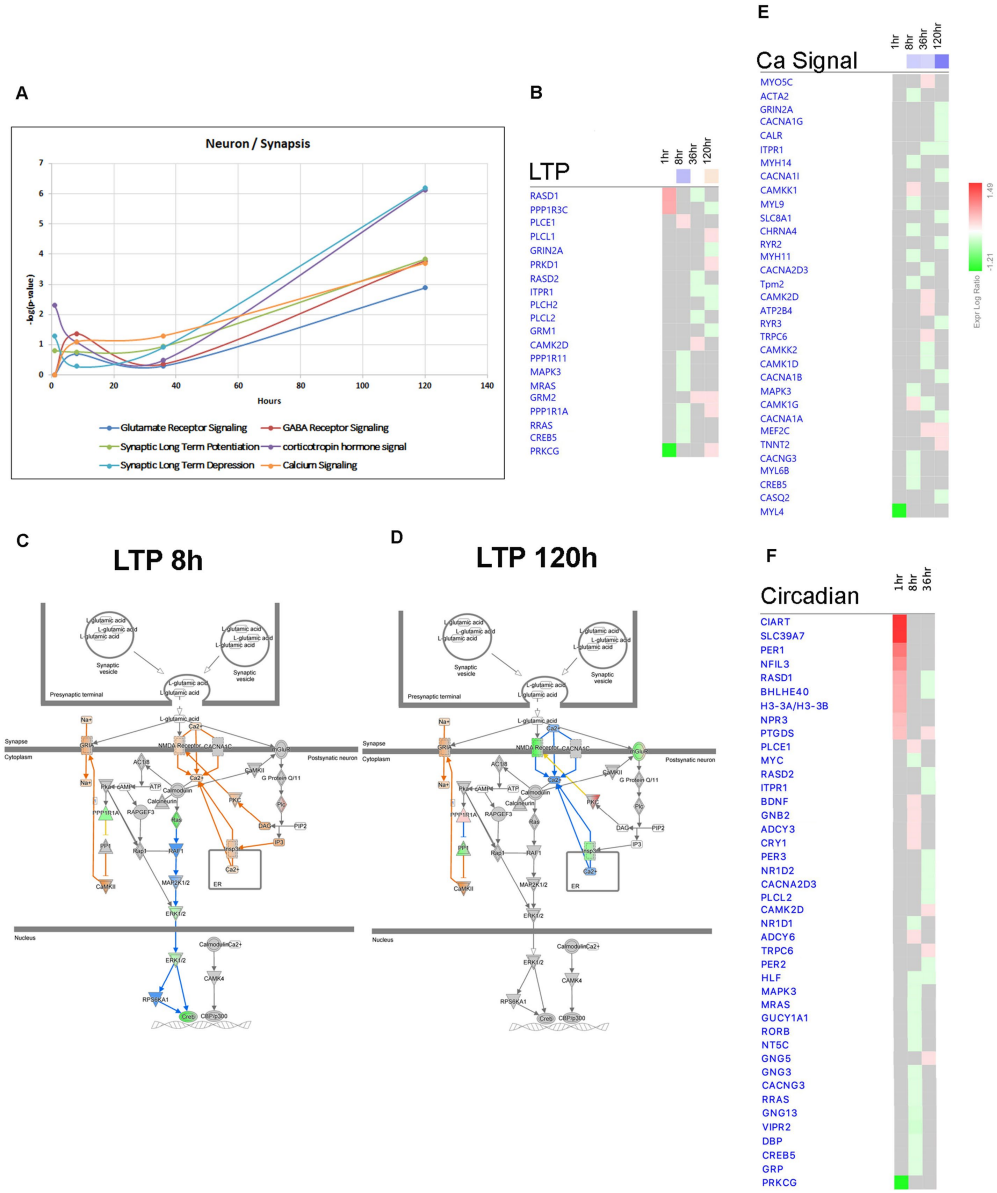
Temporal molecular changes in hippocampus after SE in pathways related to neuronal function and activity. **(A)** Temporal changes in Glutamate Receptor Signaling, Synaptic Long-Term Potentiation (LTP), Synaptic Long-Term Depression, GABA Receptor Signaling, Corticotropin Hormone Signal, and Calcium Signaling demonstrating late changes at 120-h time point. Y-axis on graph is-Log (*p*-value), where *p*-value is for significance of pathway at particular timepoint according to IPA analysis. **(B)** Temporal heatmap depicting the direction of change in gene expression for the Synaptic Long-Term Potentiation Pathway. **(C,D)** IPA Canonical Pathway, “LTP Pathway” at 8 h and 120 h after the onset of SE, respectively. **(E,F)** Temporal heatmap depicting the direction of change in gene expression for the Calcium Signaling Pathway and Circadian Signaling Pathway, respectively.

Epilepsy in humans has been associated with disrupted circadian patterns (Baud et al., 2018) and recent studies in animal models of TLE have revealed dysregulation of circadian gene expression (Matos et al., 2018; Debski et al., 2020; Zhang et al., 2021). In our study, we observed temporal changes in circadian gene expression at 1, 8, and 36 h after pilocarpine injection. Our results demonstrate dysregulation of genes from Circadian Rhythm Signaling Pathway (Figures 2B, 7A), with upregulation of *Per1* (at 1 h), *Cry1* (at 8 h), and downregulation of *Per2* and *Per3* (at 36 h) (Figure 13F).

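Per1, a repressor of the clock that neuronal activity induces (ENSMUSG00000020893, chromosome 11 from 68908719 to 68923462 of NCBIM37), had a log2 fold change of 0.96 ± 0.20 at 1 h (standard error, adjusted p = 0.356 from edgeR's quasi-likelihood test, 0.00342 from edgeR's likelihood ratio test and 0.0208 from the first test without SE replicate 1). Cry1, its partner in repression (ENSMUSG00000020038, chromosome 10 from 84594447 to 84647799), had 0.63 ± 0.22 at 8 h (adjusted p = 0.495 from edgeR's quasi-likelihood test, 0.0478 with batch as a covariate, thus without control replicate 1). At 36 h Per2 (ENSMUSG00000055866, chromosome 1 from 93312561 to 93355907) had -0.53 ± 0.11 and Per3 -0.37 ± 0.09 (adjusted p = 0.302 and 0.378 from edgeR's quasi-likelihood test, 0.00955 and 0.0987 from edgeR's likelihood ratio test), and Per2 passed the first test without SE replicate 3 (0.00305). Of 19 clock genes 13 were lower at 36 h, 7 when adjusted over the list alone (median -0.08, adjusted p = 7.64e-07 from limma's camera, 0.225 with an estimated correlation, 0.0564 with the choroid plexus score as a covariate). At 120 h 13 were higher, and Dbp and Nr1d1 passed over all genes (median 0.06, adjusted p = 2.47e-13 from camera, 0.225 with an estimated correlation). When adjusted over the list alone 8 were higher and 1 lower at 120 h. Ciart, a clock repressor, had 1.11 ± 0.16 at 120 h (adjusted p = 0.0868 from edgeR's quasi-likelihood test, 1.12e-05 from edgeR's likelihood ratio test). At 8 h 9 were higher and 10 lower (adjusted p = 0.609 from camera). The 36-h and 120-h mice share their controls, and the paper's text gives no hour of collection. A different time of day therefore cannot be told apart from an effect of SE on these genes.

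**Figure D3:**
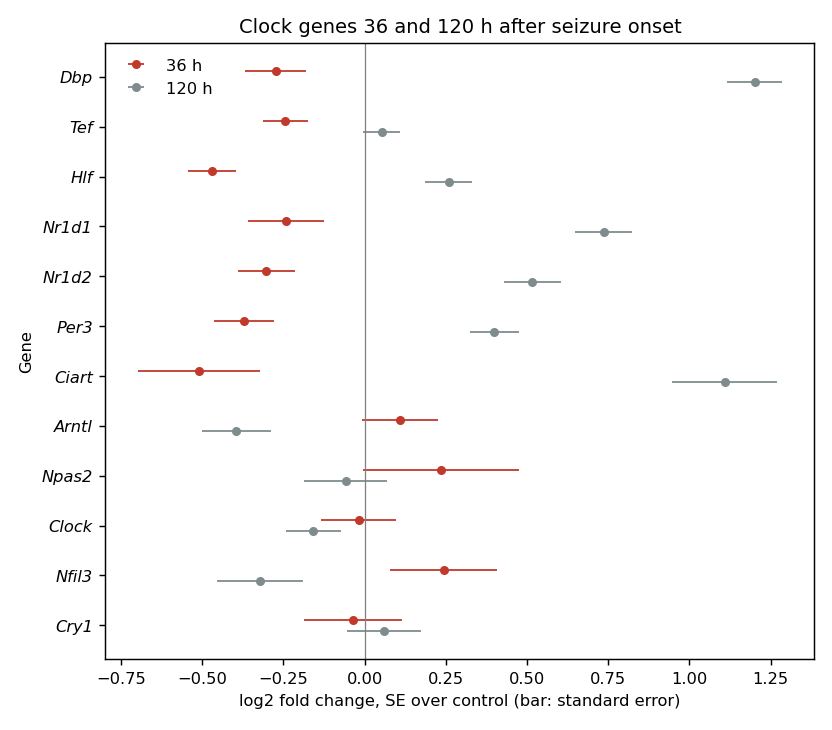
Log2 fold change after SE with standard errors of 12 clock genes at 36 h and 120 h (3 SE mice at each time and 3 shared control mice). Dbp moves from -0.27 at 36 h to 1.201 at 120 h, and Arntl from 0.11 to -0.39.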

In order to identify potential therapeutic targets for intervention, we conducted an IPA Upstream Regulator Analysis and Causal Network Master Regulator Analysis (Figure 14A). These analyses helped us predict the upstream transcriptional regulators that may explain the observed changes in gene expression in our dataset, regardless of changes in their own gene expression levels. Our findings highlight CREB1 as a significant regulator at 1 h after the onset of seizure (Figure 14A). 

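Of 18 CREB target genes tested at 1 h, 15 were higher on average after SE, 3 of them over all genes and 7 when adjusted over the list alone (median log2 fold change 0.24, adjusted p = 1.30e-32 from limma's camera, 0.0936 with an estimated correlation). At 8 h 12 were higher and 6 lower, 5 and 2 when adjusted over the list alone (median 0.23, adjusted p = 0.00109, 0.34 with an estimated correlation). The 8-h group did not pass with batch as a covariate (0.155) or without control replicate 1 (0.172). Nr4a1, an orphan nuclear receptor that CREB induces (ENSMUSG00000023034, chromosome 15 from 101097277 to 101105223 of NCBIM37), had 2.34 ± 0.38 at 1 h (standard error, adjusted p = 0.165 from edgeR's quasi-likelihood test, 1.28e-06 from edgeR's likelihood ratio test and 2.58e-04 from the first test without SE replicate 1). Bdnf, a neurotrophin (ENSMUSG00000048482, chromosome 2 from 109514857 to 109567204), had 0.88 ± 0.25 at 8 h and Pcsk1, a convertase of neuropeptides, 1.17 ± 0.29 (adjusted p = 0.471 and 0.426 from edgeR's quasi-likelihood test, 0.00304 and 0.00748 with batch as a covariate).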

Notably, CREB signaling in neurons undergoes significant changes following SE, with upregulation observed at the 1- and 8-h time points (Figures 7A, 14B,C), and downregulation at 120 h (Figures 7A, 14B,D).

**Figure 14:**
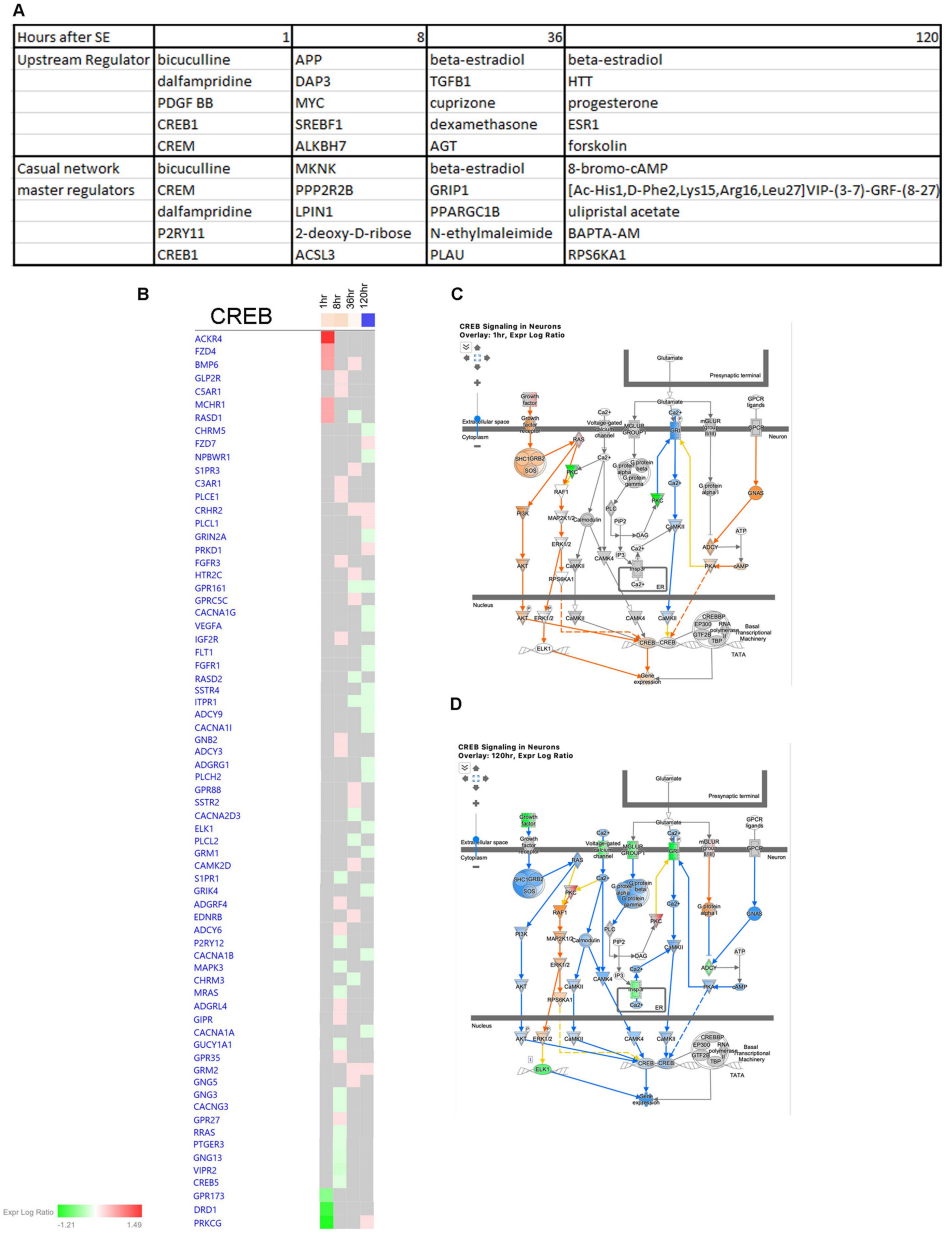
Predicted upstream regulators of hippocampus physiological changes after SE. **(A)** Predicted Upstream Regulator and Casual Network Master Regulator for each time point after SE in hippocampus. **(B)** Temporal heatmap depicting the direction of change in gene expression for the CREB Signaling Pathway. **(C,D)** Predicted regulation of CREB signaling canonical pathway cellular network at 1 h and 120 h after the onset of SE, respectively.

Several microRNAs exhibited changes in expression levels following seizures. 

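At 24 h, miR-1298-5p had a log2 fold change of 0.10 ± 0.95, miR-448-3p 0.01 ± 0.89 and miR-1912-3p -0.16 ± 1.03 (standard errors), all from the Htr2c intron. miR-204-5p, which is abundant in the choroid plexus and retinal epithelium, had 0.80 ± 0.67 at 1 h and 0.03 ± 0.66 at 24 h. miR-34c-5p had -0.56 ± 0.58 at 24 h. Each of these 24-h values changed its sign without 1 of the 2 controls. The lowest unadjusted p of these at 24 h was 0.348 from edgeR's quasi-likelihood test.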

A significant number of microRNAs were upregulated at both 1 h and 24 h after seizure, including *miR-1264-5p, 1,298-3p, 1,298-5p, 1912-3p, 204-5p, 448-3p, 34c-3p,* and *34c-5*. Some of these microRNAs have been previously associated with epilepsy or apoptosis in other studies (Cao et al., 2015; Ruibin et al., 2018; Organista-Juárez et al., 2019; Wang and Zhao, 2021). Another group or microRNAs showed upregulation at 1 h but downregulation at 8 h after seizure, including *miR-*6236 and 6,538. *MiR-5106,* which has been implicated in the healing process (Xiong et al., 2020), was downregulated at both 1 and 8 h. 

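miR-5106 had log2 fold changes of -2.27 ± 2.68 at 1 h and -4.96 ± 2.49 at 8 h (standard errors, unadjusted p = 0.416 and 0.0702 from edgeR's quasi-likelihood test). With no filter on low counts it passed at both times (adjusted p = 1.42e-05 and 1.10e-35 from that test), and at 8 h it ran from -12.22 without SE replicate 1 to -1.24 without control replicate 2. miR-6236 and miR-6538 had 0.60 ± 0.94 and 0.92 ± 0.85 at 1 h, and 0.70 ± 0.93 and -0.90 ± 0.84 at 8 h. Single libraries set some of these signs. Without SE replicate 1, miR-6236 at 8 h had -2.62 (131 ± 168 CPM in the 2 SE libraries, SD) and miR-6538 at 1 h -0.14.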

*MiR-7654-3p* was downregulated at both 8 and 24 h, while *miR-431-5*p exhibited upregulation at 24 h followed by downregulation at 120 h (Xie et al., 2022). 

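miR-34b-5p, whose gene p53 activates, had log2 fold changes of 1.04 ± 0.73 at 1 h, 1.60 ± 0.92 at 8 h, -0.83 ± 0.73 at 24 h and -0.39 ± 0.73 at 120 h (standard errors). Unadjusted p values were 0.183, 0.11, 0.276 and 0.604 from edgeR's quasi-likelihood test. At 8 h it was at 4.04 CPM after SE and 1.26 CPM in controls, the lowest levels of the 4 times. The signs at 24 h and 120 h changed without control replicate 1 (0.42 and 0.10).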

*MiR-34b-5p*, which has been linked to inflammation, apoptosis, and Parkinson’s disease in previous studies (Liu et al., 2016; Xie et al., 2018; Li et al., 2020; Xie et al., 2022) showed changes in expression levels at all stages, with upregulation at early stages and downregulation at 120 h (Figure 5B), similar to another recent SE study (Li et al., 2022). It will be interesting to investigate specific biological significance of miR-34b-5p in this mouse model of TLE and this could be fruitful future direction for study.

The functions of many of these microRNAs remain unclear, and further work is needed to establish their functional relevance. To gain insights into the potential genes or pathways that may be regulated by these microRNAs, we utilized miRTargetLink 2.0 (Kern et al., 2021) on our data set. The results are presented in Supplementary Table S5. For example, *miR-1912-3p* was upregulated at 1 h, while one of its putative target genes, *Creb5,* was downregulated in our mRNA-seq analysis at 8 h. Similarly, m*iR-125a-5p* was downregulated at 24 h, while its known target gene, *Ptpn18,* was up-regulated in our mRNA-seq analysis at 36 h.

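Creb5, a transcription factor that binds cAMP response elements (ENSMUSG00000053007, chromosome 6 from 53523378 to 53646001 of NCBIM37), had a log2 fold change of -1.28 ± 0.42 at 8 h by mRNA-seq (standard error, n = 2 SE and 3 control mice). Its adjusted p was 0.493 from edgeR's quasi-likelihood test, 0.174 from edgeR's likelihood ratio test and 0.0904 with batch as a covariate, thus without control replicate 1. The paper gives miR-1912-3p, higher at 1 h, and Creb5, one of its putative targets and lower at 8 h, as an example of a gene that may be regulated by these microRNAs.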

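Ptpn18, a tyrosine phosphatase (ENSMUSG00000026126, chromosome 1 from 34516591 to 34532499 of NCBIM37), had a log2 fold change of 0.95 ± 0.31 at 36 h (standard error, n = 3 SE and 3 control mice, adjusted p = 0.46 from edgeR's quasi-likelihood test and 0.231 from edgeR's likelihood ratio test). miR-125a-5p was at 17667 ± 6069 CPM at 24 h after SE and 13699 ± 324 CPM in controls (SD, n = 2 each), a log2 fold change of 0.37 ± 0.47 (standard error, unadjusted p = 0.453 from edgeR's quasi-likelihood test). It was -0.10 without SE replicate 1.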

We further conducted an in-depth analysis to identify co-regulated groups of genes using the CEMitool package. Our finding revealed that module M2 exhibited a significant over-representation of genes associated with Epithelial-Mesenchymal Transition (EMT) pathways (Figures 7B,D). Further detailed analysis of the M2 module revealed that it predominantly contains genes whose expression is enriched in the tissues proximal to the hippocampus, the choroid plexus. This is most likely due to the inclusion of choroid plexus tissue during the isolation of the hippocampus, as previously demonstrated (Stankiewicz et al., 2015). However, we cannot completely rule out the possibility that the EMT pathway is indeed upregulated in hippocampus at the 1 h-time point and may potentially play a role in neuroprotection at later time points. 

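The mean log2 CPM of 20 marker genes of choroid plexus epithelium was 5.497 and 5.438 in SE replicates 1 and 2 at 36 h and 0.387 in SE replicate 3. At 120 h it was 5.701 in SE replicate 3 and 0.546 and 0.716 in the other SE mice, and in the 3 controls of both times 0.664, 0.961 and 0.432. Ttr, the thyroxine carrier that this epithelium secretes (ENSMUSG00000061808, chromosome 18 from 20823751 to 20832825 of NCBIM37), had 2197 ± 3740 CPM at 120 h after SE and 58.1 ± 38.5 in controls (SD, n = 3 each). Slc4a5, a bicarbonate transporter of the same epithelium (ENSMUSG00000068323, chromosome 6 from 83169822 to 83254939), had a log2 fold change of 5.79 ± 1.12 at 36 h (standard error, adjusted p = 0.302 from edgeR's quasi-likelihood test, 2.32e-05 from edgeR's likelihood ratio test and 6.02e-08 from the first test without SE replicate 3). All 17 markers tested at 36 h were higher, all 17 when adjusted over the list alone (median 4.41, adjusted p = 5.42e-27 from limma's camera, 0.34 with an estimated correlation). At 120 h all 14 were higher, 11 when adjusted over the list alone (median 3.27, adjusted p = 5.79e-07, 0.535 with an estimated correlation, and 0.873 without SE replicate 3). Scores at 1 h were 5.65 and 5.23 in controls and from 5.66 to 6.20 after SE, and at 8 h from 3.22 to 5.57 in controls and 5.37 and 5.24 after SE.

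**Figure D4:**
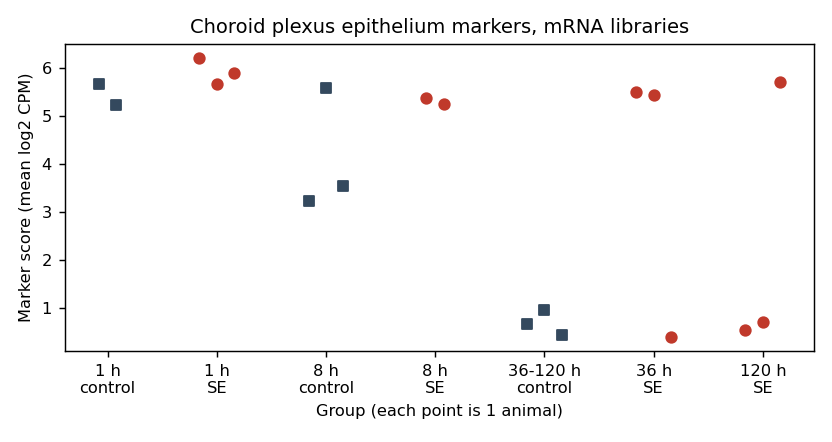
Mean log2 CPM of 20 choroid plexus markers in each of the 19 libraries, by time and group, with squares for control and circles for SE mice. At 36 h and 120 h, 3 SE libraries lie from 5.438 to 5.701 and the other 6 libraries under 1.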

Further studies, utilizing advanced spatial transcriptomics technologies (Williams et al., 2022) will be required to validate this hypothesis.

## Discussion

The administration of pilocarpine in mice causes various characteristic features of temporal lobe epilepsy (TLE), including a latent period and resistance to medication. Our primary objective is to elucidate the fundamental molecular mechanisms underlying epileptogenesis and identify key signaling pathways that contribute to recurrent seizures and subsequent neurodegeneration. Furthermore, we aim to identify pivotal pathways that play a neuroprotective role and could potentially serve as targets for developing new treatments for epilepsy and seizures. To achieve this, we conducted a comprehensive analysis at specific time points corresponding to different stages of the epileptic process, including the acute phase immediately after seizure onset (1 h), after status epilepticus (SE) (8 h), in the middle of the latent period (36 h), and at the end of the latent period just prior to the onset of spontaneous and recurrent seizures (120 h). In our study, we observed alterations in several pathways that are known to be implicated in epilepsy and seizure pathogenesis, such as IER genes, IGF1, ERK/MAPK, EIF2 signaling, oxidative stress, inflammation, changes in extracellular matrix, increased excitatory neurotransmission through glutamatergic signaling, and decreased inhibitory neurotransmission along with suppression of calcium signaling.

It is well-established that synchronized neuronal network firing during seizures results in an upregulation of IER genes, such as FOSB (Lösing et al., 2017), which acts as transcription factors and can subsequently trigger alterations in other molecular pathways in the hippocampus (Stephens et al., 2020; Galvis-Montes et al., 2023). However, limited data are available regarding the connections of other IER genes in this context. In our study, we identified a group of IER genes that were upregulated in the acute phase, and all of these genes belonged to module M4 (Figure 7E), which represents the TNF alpha signaling pathway. This pathway plays a critical role in immune and inflammatory responses, suggesting that IER transcription factors may be involved in the initiation of immune responses. For instance, *Gadd45b* and *Gadd45g* have been shown to be upregulated in hippocampus within 1 h after seizures (Henshall et al., 1999), and their activation in neurons has been implicated in functions such as proliferation, differentiation, adult neurogenesis, DNA-methylation, and apoptosis (Ma et al., 2009; Gavin et al., 2013). Our data demonstrate the upregulation of both *Gadd45b* and *Gadd45g* at the 1-h time point, with continued upregulation of *Gadd45g* at both 36- and 120-h time points. Recent studies have suggested a neuroprotective function for *Gadd45b* in ischemic neuronal death (Cho et al., 2019) and another study showed that *Gadd45g* acts through β-catenin to dynamically mediate a neurogenic/apoptotic fate switch during neuronal stem cells differentiation, where overexpression of *Gadd45g* promotes survival and neurogenesis, while loss of expression leads to apoptosis (Rosenbloom et al., 2020). Our results are consistent with the idea that the *Gadd45* IER gene may play a neuroprotective role in the context of seizures.

The IGF1 pathway has been known to enhance hippocampal excitatory and seizure activity through the activation of the ERK/MAPK pathways (Jiang et al., 2015). Our findings indicate that this pathway was already upregulated during the acute seizure phase (Figures 1C, 8A,B). The ERK/MAPK pathway has been implicated in SE, seizure, and epilepsy (Hansen et al., 2014; Gangarossa et al., 2015; Ahmed et al., 2021). Our results further reveal that alterations in both the IGF1 and ERK/MAPK pathways occur during the acute phase (Figures 1C,F,G, 8A,C,D). The ERK/MAPK pathway has multiple intracellular targets and is involved in the regulation of transcription and neuronal plasticity, potentially contributing to cell death, synaptic reorganization, and neuronal survival. For example, it has been demonstrated that ERK phosphorylation triggers the induction of expression of multiple IER genes during the acute phase in the kainic acid model of SE (Blüthgen et al., 2017).

The EIF2 pathway is critical for the integrated stress response, regulation of translation, and ribosome function (Bellato and Hajj, 2016; Costa-Mattioli and Walter, 2020). Previous studies have shown that certain genes from this pathway are regulated during SE and at later time points (Ghijsen et al., 2001; Carnevalli et al., 2006). Our data demonstrate that the EIF2 pathway was upregulated during the initial stages following pilocarpine injection, specifically at 1 and 8 h (Figures 2C, 10), and returned to normal levels at later time points.

The role of oxidative stress and mitochondrial dysfunction in the neuropathology of seizures, epilepsy, and SE is well established. Perturbation in the levels of reactive oxygen species (ROS) are a consequence of the overproduction of these radicals and decline in the function of antioxidant pathways (Olowe et al., 2020). The mitochondrial respiratory chain complexes are major sources of ROS production, and cytoplasmic oxygenase enzymes can also generate ROS. Antioxidant systems, including NRF2-mediated Oxidative Stress Response, Superoxide Radical Degradation, and Glutathione-mediated Detoxification, play a crucial role in mitigating oxidative stress (Kovac et al., 2017; Pearson-Smith and Patel, 2017). In our model of TLE, changes in genes responsible for major insults on mitochondrial function were observed at 8 h after pilocarpine injection (Figures 2C–E,G, 7A–C, 11). At this time point, multiple genes from complex I, III and IV of the mitochondrial respiratory chain were downregulated, resulting in an expected increase in oxidative stress. However, we observed that increases in antioxidant systems were much smaller compared to the mitochondrial genes (Figure 11), suggesting that oxidative stress might not be fully mitigated and could potentially trigger new seizures and continue to damage the hippocampus.

Inflammation is a hallmark of seizures (Marchi et al., 2014), but it remains unclear whether inflammation is a secondary response to neuronal damage or actively contributes to epileptogenesis. Furthermore, there is still ongoing debate regarding the role of microglia and infiltrating macrophages in seizures, with conflicting evidence on whether their activation is beneficial and neuroprotective, or harmful and exacerbates neurotoxicity (Tian et al., 2017). Some studies have suggested that microglia may be less proinflammatory than myeloid infiltrates during SE (Vinet et al., 2016). Immune responses to seizures are typically delayed by 24–48 h from the onset of SE (Eyo et al., 2017), and it has been proposed that activation of the JAK/STAT pathway leads to induction of the inflammatory response (Okamoto et al., 2010; Tian et al., 2017). Our data revealed that the JAK/STAT pathway and TNFA signaling pathway via NF-kB were upregulated as early as 1 h after pilocarpine injection and remained elevated at 8 h (Figures 7B,C, 12C). Subsequently, at 36 h, pathways associated with Acute Phase Response, Complement System, and P2Y-purinergic Receptor Pathways, all involved in inflammation and immune responses, showed increased expression and remained elevated (Figure 12C). Interestingly, our findings showed that proinflammatory markers were predominantly upregulated in the early stages after SE, while protective and pro-survival genes were upregulated at 36 h (Figure 12D), suggesting a temporal shift in the gene expression pattern during epileptogenesis.

Seizures and epilepsy can compromise BBB function and induce leakage (Fabene et al., 2008; Han et al., 2019; Lochhead et al., 2020; Löscher and Friedman, 2020). Previous studies using the rat pilocarpine model of TLE have reported downregulation of tight junction proteins and upregulation of matrix metalloproteinases *Mmp2 and Mmp9* in brain capillary tissue after 48 h, leading to BBB dysfunction in epilepsy (Rempe et al., 2018). However, in contrast to these findings, gene expression analysis of rat and mouse hippocampal samples from pilocarpine and kainic acid epilepsy models indicated upregulation of multiple genes involved in ECM/integrin signaling and tight/gap junctions after 24 h (Dingledine et al., 2017; Han et al., 2019). Our data demonstrated that changes in ECM genes and BBB-related genes mostly occurred at the 36-h time point (Figures 3C,D, 12B), with upregulation of collagen genes from the GP6 signaling pathway, claudins (genes for tight junction complex), ECM/Integrin signaling, and gap junction genes, suggesting a potentially neuroprotective nature of increased expression of these genes. In contrast, we observed downregulation of important collagen genes at the 120-h time point, which coincides with the end of latent phase and could potentially contribute to seizure occurrence. These findings are consistent with studies reporting that mutations in genes encoding these proteins in humans can result in functional loss and drive neurological phenotypes including epilepsy (Zagaglia et al., 2018).

The most widely accepted understanding of the underlying mechanism of epilepsy centers around aberrant neuronal activity resulting from its synchronized hyper activity due to increased excitatory neurotransmission via glutamatergic signaling, and decreased inhibitory neurotransmission via GABAergic signaling (Ren and Curia, 2021). Recent findings suggest other neuronal mechanisms may also play a role in the pathophysiology of epilepsy, such as suppression of calcium signaling (Conte et al., 2020) and alterations in synaptic scaffolding proteins (Needs et al., 2019). Our own data indicate that changes in gene expression related to glutamate receptor signaling, GABA-receptor signaling, calcium signaling, synaptic long-term potentiation and depression, predominantly occur during the later phase of the latent period, specifically at the 120-h time point following pilocarpine injection (Figure 13). In general, our findings suggest a shift in gene expression from excitatory to inhibitory synapses during this latent period, with downregulation of genes associated with glutamatergic synapses and upregulation of genes associated with GABAergic synapses. Additionally, downregulation of genes related to post-and pre-synaptic proteins and calcium signaling is a characteristic feature of synaptic inhibition towards the end of the latent period.

In addition to these well-established metabolic pathways implicated in the response to SE, we have identified several novel or less-known pathways that may be involved, including dysregulation of circadian signaling pathway (Figure 13C), alterations in iron homeostasis (Figures 9A,B), changes in BMP signaling pathway (Figures 9C,D), ferroptosis (Figure 9A), and upregulation of cholesterol biosynthesis (Figures 12A,B).

We have observed dysregulation of the iron homeostasis signaling pathway at 1- and 8-h after pilocarpine injection (Figures 1C, 9B). The role of iron metabolism in epilepsy is still being elucidated (Cai and Yang, 2021), with evidence of iron accumulation in the hippocampus of patients with TLE and SE (Zimmer et al., 2020, 2021). Ferroptosis, a newly discovered pathway that involves the accumulation of iron inside cell leading to lipid peroxidation and increased ROS production, has been detected during epilepsy in previous studies (Kahn-Kirby et al., 2019; Mao et al., 2019b). Recent research has also shown that iron homeostasis could be regulated by bone morphogenic proteins (BMP) in non-neuronal tissue (Muckenthaler et al., 2017; Xiao et al., 2020), and BMP proteins in general have been implicated in neuroprotection through participation in neurogenesis. The BMP/SMAD signaling pathway, which is involved in hepcidin regulation, a key regulator protein for iron entry into circulation (Ganz, 2003), showed changes in gene expression in our study (Figures 9C,D), suggesting a potential role for ion regulation/BMP pathways in epileptogenesis and as a novel target for seizure treatment.

Cholesterol, an essential structural component of myelin and cellular membranes in the brain, is synthesized autonomously in the brain due to the BBB preventing its influx from the blood (Orth and Bellosta, 2012; Zhang and Liu, 2015). Cholesterol production and regulation is cell-type specific, with astrocytes being recognized as major producers of lipids that are transported to neurons and play a role in regulating synapse development and function (van Deijk et al., 2017). Cholesterol biosynthesis involves more than 20 enzymes participating in over 30 enzymatic reactions (Waterham, 2006; Mitsche et al., 2015). However, data on sterol levels in neurodegeneration and excitotoxicity models are limited and conflicting (Kim et al., 2010; Ong et al., 2010; Heverin et al., 2012; Chali et al., 2019). Recent work on human hippocampus and cerebrospinal fluids (CSF) from SE patients demonstrated alterations in cholesterol metabolism, with increased levels of cholesterol and desmosterol, but decreased levels of 24-hydroxycholesterol, the hydroxylated derivative of cholesterol (Hanin et al., 2021). In the present study, we found upregulation of 10 genes involved in cholesterol biosynthesis at 36 h after the onset of seizures (Figure 12A), suggesting increased cholesterol production. We also observed upregulation of genes involved cholesterol transport within the brain at 36 h, with some genes remaining elevated at 120 h. We propose that changes in cholesterol metabolism are a significant late component of the hippocampal response to seizures. Notably, upregulation of *Dhcr24*, the gene encodes 24-Dehydrocholesterol reductase, a key synthetase in cholesterol synthesis, has been shown to reduce loss of neurons under inflammatory conditions (Martiskainen et al., 2017), suggesting a potential neuroprotective role of increased cholesterol production.

Epilepsy is a prevalent neurological disorder; however, despite extensive research efforts, approximately 30% of patient cases remain refractory to treatment. Our study of different physiological pathways implicated in epileptogenesis (Figure 15) has yielded a deeper understanding of the underlying molecular mechanisms and signaling pathways that contribute to neurodegeneration and subsequent seizure development, as well as the neuroprotective pathways and their interplay. Our analysis of Upstream Regulators and Causal Network Master Regulators by IPA has identified several potential avenues for new therapeutic interventions. Remarkably, the CREB1 pathway appears to be particularly promising, and targeting alteration of the CREB pathway may hold potential as a new therapeutic approach.

**Figure 15:**
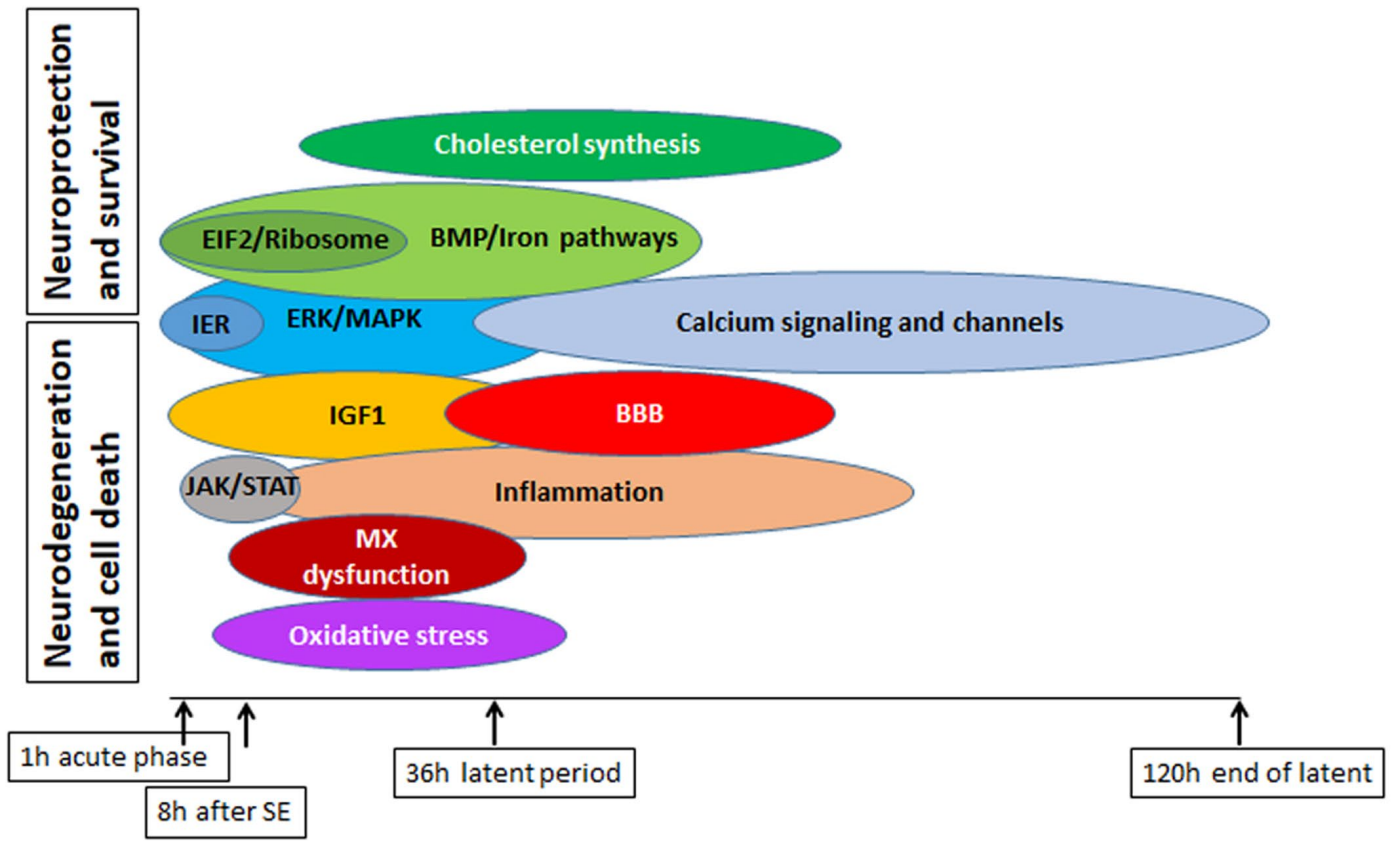
Summary of major pathways involved in physiological response to SE in mouse hippocampus, with emphasis on their potential deleterious or beneficial effects on cell survival and protection.

## Data availability statement

The data presented in the study have been deposited in the NCBI GEO repository with the accession number GSE198498, and have been released.

## Ethics statement

The animal study was approved by Pennsylvania State University College of Medicine Institutional Animal Care and Use Committee (protocol #46432). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

EP: Writing – review & editing, Writing – original draft, Validation, Investigation, Formal analysis, Conceptualization. YK: Writing – review & editing, Visualization, Software, Methodology, Formal analysis, Data curation. ML: Writing – review & editing, Software, Formal analysis, Data curation. CB: Writing – review & editing, Writing – original draft, Supervision, Project administration, Methodology, Funding acquisition, Conceptualization.

# Supplementary material for: Temporal changes in mouse hippocampus transcriptome after pilocarpine-induced seizures
**Source:** Front Neurosci. 2024 Jul 8;18:1384805. doi: 10.3389/fnins.2024.1384805
**Supplement:** Supplementary file 6

| **Table 2. Number of small RNA that have change in expression level** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **between control and seizure animals with p<0.05.** | | | | |  |  |
| **number smRNA** | **overall** | **piRNA** | **microRNA** | **Snor-RNA** | **novel** | **ribosome** |
| **1 hour** | 52 | 27 | 19 | 4 | 2 | 0 |
| **8 hours** | 64 | 38 | 12 | 10 | 1 | 3 |
| **24 hours** | 54 | 13 | 32 | 5 | 3 | 1 |
| **5 days** | 38 | 7 | 10 | 19 | 1 | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

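The mRNA-seq data cover 19 left hippocampi and the small RNA data 16 hippocampi of mice killed 1 h, 8 h, 24 h (small RNA), 36 h (mRNA) or 120 h after pilocarpine-induced SE, with control mice given vehicle. The authors prepared stranded mRNA libraries from 200 ng of RNA, demultiplexed the reads with bcl2fastq 2.20.0, trimmed them with BBDuk (quality 10), aligned them to the mouse assembly NCBIM37 with HISAT2 2.1.0 and made a table of raw counts per gene with HTSeq, from Ensembl release 67 as the paper states. The small RNA counts were made by the authors with Oasis 2.0 after 4 bases had been trimmed from both ends of each read, and both tables were deposited as whole numbers without normalization. Total counts ranged from 8503816 to 28465548 per mRNA library and from 3171341 to 7683708 per small RNA library.

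Gene names and positions came from Ensembl release 65 of NCBIM37, the assembly that the paper names. That release named 33068 of 43629 identifiers, or 33219 together with the paper's Table S3, and 10410 had no name in either. Table S3 also holds identifiers of later annotations, so the annotation behind the counts may differ from the stated release 67. The positions given are those of release 65 and may not be those used for counting. Genes were kept when edgeR's filterByExpr function kept them for the groups of the comparison. Counts were normalized by TMM, and SE was compared with control by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the libraries of that time, with p values adjusted by the method of Benjamini and Hochberg over all genes tested and a threshold of 0.05. The small RNA test used the same steps on all 16 libraries in 1 model of 8 groups. CPM values are normalized counts scaled to the library size, and log2 CPM values carry a prior count of 1. Changes at different times were compared by a contrast of the SE effects, each against the controls of its own time. Between 36 h and 120 h the shared controls cancel, so that contrast sets the 3 SE mice of 120 h against the 3 of 36 h.

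Groups of genes were tested with limma's camera (limma 3.58.1) at a preset correlation of 0.01, with p values adjusted over 51 lists at 4 times, which makes 204 tests. The lists cover the pathways that the paper names and the cell types of the hippocampus and its surroundings. They hold 802 different genes, of which 1 was not found in the counts, and 11 further lists hold microRNAs. For each list the count of members past the threshold is also given with p values adjusted over the list alone. The choroid plexus score is the mean log2 CPM of 20 markers of choroid plexus epithelium, Otx2, Cldn2 and Sostdc1 among them. At 36 h it was high in SE replicates 1 and 2 (5.497 and 5.438) and low in SE replicate 3 (0.387) and the controls (0.432 to 0.961). With the score as a covariate, the 36-h SE effect therefore rests almost wholly on SE replicate 3, which is 1 library. At 120 h that effect rests likewise on SE replicates 1 and 2. The lists, tests, filters and alternatives were fixed before the data were examined, except where stated, although the paper's own values had been read by then.

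Genes are named in the text by a fixed rule. It takes the 10 higher and the 10 lower genes with the smallest p among those that passed with groups that do not overlap, the genes that the paper names for that time, and up to 4 members with the smallest p of each list that is described. The genes that the paper names were completed from its text after values had been seen, and the other genes come from the lists. A few genes that the rule takes are left out of the text.

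The alternatives were edgeR's likelihood ratio test, which the paper used, DESeq2 1.42.0, RLE normalization, no filter on low counts, all 19 libraries in 1 fit, a replicate block, sex, the choroid plexus score and, at 1 h and 8 h, batch as covariates, and leaving out each library in turn. Gene list tests were also run with the correlation estimated from the libraries and with limma's fry. For small RNA the alternatives also included normalization on microRNAs alone, the libraries of 1 time alone and the unadjusted p that the paper used. Where leaving out a library leaves a group with 1 library, that library is assumed to vary like the others.

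The steps were tested on simulated counts with the group sizes, depths and spreads of each comparison, in which 200 genes changed, 100 of them by a log2 fold of 1 and 100 by 2. The quasi-likelihood test found 67, 36, 74 and 72 of 100 genes at a log2 fold of 1 at 1 h, 8 h, 36 h and 120 h and 79, 80, 92 and 97 of 100 at 2, with 9, 14, 14 and 10 false calls. The likelihood ratio test found 80, 53, 76 and 78 and then 88, 85, 98 and 98, with 43, 46, 35 and 27 false calls. DESeq2 found 78, 55, 77 and 71 and then 82, 82, 90 and 96, with 37, 39, 33 and 24 false calls. For small RNA the quasi-likelihood test found 8 to 11 of 100 features at a log2 fold of 1 and 47 to 58 of 100 at 2, with 0 to 3 false calls. Pathway and module analyses of the paper, behaviour, RT-qPCR and the reads themselves were not analysed here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.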

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

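Chosen only after the results were seen were the tests of batch, of the most abundant genes, of SE in every animal, of choroid plexus tissue behind the clock genes and of single libraries, and the counts over other splits of the libraries. The genes of the next 2 paragraphs are in the paper's Table S3 but are not discussed in its text.

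At 1 h after SE the genes that rose by edgeR's quasi-likelihood test and that the paper's text does not discuss were Dusp1, Sik1, Apold1, Atf3, Zfp36, Thbs1, Zfp36l2 and Adamts1, with log2 fold changes of 2.83, 1.86, 2.87, 3.72, 3.08, 1.89, 1.67 and 1.402. Adamts1 was chosen after its value was seen, since the rule for named genes stops at 10. These genes encode a phosphatase of MAP kinases, a kinase of the CREB pathway, a transcription factor, proteins that speed the decay of mRNA and proteins of the vessel wall and the extracellular matrix. The likelihood ratio test, DESeq2, RLE normalization and batch as a covariate called all 8, and sex as a covariate all but Adamts1 (adjusted p = 0.0665 from edgeR's quasi-likelihood test). When the choroid plexus score was a covariate, or without control replicate 1, Dusp1 was the 1 gene of the 8 that passed, and the adjusted p values of the other 7 without that control ran from 0.0501 (Sik1) to 0.309 (Zfp36). Dusp1 and Apold1 were the 2 that passed without SE replicate 2, where the others had 0.0545 (Sik1 and Atf3) to 0.253 (Adamts1). Thbs1 (0.0505), Zfp36l2 (0.0546) and Adamts1 (0.0546) failed without control replicate 2, and Adamts1 (0.0834) without SE replicate 3.

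At 36 h Igfn1 and Tmem176b rose, with log2 fold changes of 3.69 and 0.79. At 120 h Dbp, Tsc22d3, Nr1d1 and Pdzd2 rose (1.201, 0.55, 0.74 and 0.75) and Mdga1, Khdrbs3, Cldn5 and Sema3e fell (-0.51, -0.47, -0.87 and -0.56). Of these 10 genes Dbp alone passed edgeR's quasi-likelihood test without each library in turn. Igfn1 failed without control replicate 1 (adjusted p = 0.0587 from the same test), control replicate 2 (0.225) or control replicate 3 (0.211), and Tmem176b without control replicate 1 (0.0937), control replicate 2 (0.225), control replicate 3 (0.25) or SE replicate 1 (0.148). Mdga1 failed without any 1 of the 6 libraries of 120 h (0.061 without SE replicate 3 to 0.221 without control replicate 1), and so did Cldn5 (0.0947 without SE replicate 3 to 0.221 without control replicate 1), Tsc22d3, Khdrbs3 and Sema3e. Nr1d1 passed without control replicate 2 and Pdzd2 without SE replicate 2, and each failed without any 1 of the other 5 libraries. Sex as a covariate lost Igfn1 and Tmem176b (0.213 each), Pdzd2 (0.0814) and Cldn5 (0.0808). The fit of all 19 libraries lost Tmem176b and every 120-h gene, Dbp included (0.0846), and with the choroid plexus score Dbp was the 1 gene of 120 h that passed.

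The change after SE differed between times by a test of the difference itself. From 8 h to 36 h it differed for 25 genes, and from 36 h to 120 h for 19 genes. Between 36 h and 120 h the shared controls cancel, so that test compares the SE mice of these times directly. Cholesterol biosynthesis genes stood higher at 36 h than at 8 h by a median log2 difference of 0.48, and from 36 h to 120 h the median difference was -0.34. Clock genes went up from 36 h to 120 h by a median of 0.44, and for reactive astrocyte genes the median difference was -0.83. From limma's camera these 4 had adjusted p values of 7.24e-08, 2.12e-24, 1.89e-32 and 9.87e-21, or 0.0418, 0.0418, 0.0173 and 0.0173 with an estimated correlation. Batch was not a covariate here, although 8-h control replicate 1 comes from another batch than the other 8-h libraries. The 25 genes became 1976 without 8-h control replicate 1, 86 without 8-h SE replicate 2, 4 and 3 without 8-h control replicates 2 and 3, and 2 without 8-h SE replicate 1. Without the controls of 36 h and 120 h they became 5 (replicate 1), 4 (replicate 2) and 0 (replicate 3), and without the 36-h SE replicates 5, 8 and 8. The 19 genes became 9 without 120-h SE replicate 1 and 12 without 120-h SE replicate 2, and without any 1 of the other SE libraries there were 13 to 26.

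Markers of choroid plexus epithelium were high in 3 of the 6 SE libraries of 36 h and 120 h, which have scores from 5.438 to 5.701, and low in all 3 controls. A rise by SE in every animal was excluded, since the lowest SE score was 0.387 at 36 h and 0.546 at 120 h, below the highest control at 0.961. A difference between named batches was excluded too, since the 9 libraries carry 1 batch name, which is the prefix of their titles. A difference in dissection or RNA preparation under that name was not tested. Choroid plexus tissue in the dissected sample has the values it needs, since the 20 markers of the 3 libraries stood 0.901 above the 1-h and 8-h controls on average on the log2 scale, with a standard deviation of 0.721 between markers, and 4.93 above the other 36-h and 120-h libraries. A change of the plexus itself in some animals stays open and untested.

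Ribosomal protein genes and nuclear genes of oxidative phosphorylation were lower at 8 h by limma's camera, though not with an estimated correlation (adjusted p = 0.639 and 0.788 from limma's camera). The batch of control replicate 1 was excluded, since with batch as a covariate the medians were -0.446 and -0.456, and so was a few genes taking more of the counts after SE, since the 10 most abundant took 6.26% and 9.29% there and 14.2% and 15.9% in the controls of the same batch (highest minus lowest -4.92). Depth was excluded, since the highest SE library lay below the lowest control of the same batch, with differences of -0.289 and -0.250 in mean log2 CPM. Gene length was excluded for the ribosomal genes, whose median lay at percentile 0.01 of 10000 random lists matched for length and expression, but for oxidative phosphorylation (percentile 2.42, with matched medians from -0.253 to -0.0575) it cannot be told apart from a change in these genes, since the median lies at the edge of that range. A fall of the ribosomal genes after SE is therefore a hypothesis that may hold, while the oxidative phosphorylation genes also lost their call without control replicate 3 (adjusted p = 0.638 from limma's camera) or SE replicate 2 (0.901), and the ribosomal genes kept theirs without each library (1.08e-17 to 0.0449).

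Clock genes were lower at 36 h and higher at 120 h by limma's camera with a preset correlation, though at neither time with an estimated one (adjusted p = 0.225 each from limma's camera) or by fry (0.108 each). Deciding by 1 library was excluded, since the largest adjusted p of the 2 times was 1.34e-04 from limma's camera with each library left out in turn, and choroid plexus tissue was excluded at 120 h (2.07e-13 with the score as a covariate, in a range of 4.3e-15 to 1.29e-10 over the alternatives with the preset correlation). At 36 h the group lost its call with that covariate (0.0564, where the lowest with the preset correlation was 3.23e-07). That fit cannot decide, since it in effect leaves SE replicate 3 as the 1 SE library set against the controls. The median log2 fold change was -0.08 before and -0.10 after, and 13 and then 11 of 19 genes were lower. Plexus tissue at 36 h therefore cannot be told apart from a change in the clock. Nor can a different time of day of collection, for which the paper's text gives no hour. The 120-h time is a whole number of days after induction and the 36-h time is not. Mice induced at the same hour would thus be collected at different times of day, and the shared controls could not match both. The arm of Dbp, Tef, Hlf, Nr1d1, Nr1d2, Per3 and Ciart moved up from 36 h to 120 h by a median of 0.82. The Bmal1 arm (Arntl, Npas2, Clock, Nfil3 and Cry1) moved by a median of -0.292, with 4 genes down and 1 up. A shift of phase would give such opposite moves, and a shift of the clock by SE itself would give the same.

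For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. At 36 h the real split called 4 genes and the highest other split 7 (control replicate 1 with SE replicates 1 and 2), which makes 2 splits with as many calls. At 120 h the real split called 9 genes and the highest other 6, which leaves 1. Among the SE libraries of 36 h and 120 h alone the real split called 9 genes and the highest other 230, which makes 2. The split with 230 calls puts SE replicates 1 and 2 of 36 h with SE replicate 3 of 120 h, the 3 libraries with many choroid plexus transcripts, and points to this structure of the samples.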

How the results depend on the processing

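Batch as a covariate in the tests of gene lists, the crossed replicate block for small RNA at every time and the 8-h counts without mitochondrial genes were chosen after the results were seen.

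Counts of changed genes by edgeR's quasi-likelihood test at 1 h, 8 h, 36 h and 120 h were 13, 0, 4 and 9, with 714, 1478, 1251 and 1536 genes at an unadjusted p under 0.05. The likelihood ratio test called 69, 89, 125 and 76 genes and DESeq2 63, 95, 101 and 144. With no filter on low counts there were 328, 343, 141 and 52 genes, and with all 19 libraries in 1 fit 55, 423, 10 and 0. A replicate block gave 42, 31, 12 and 1 genes, although the replicate numbers do not pair the animals. The choroid plexus score as a covariate gave 3, 0, 19 and 2 genes, sex as a covariate 15, 0, 0 and 9 and RLE normalization 13, 0, 4 and 9. Batch as a covariate gave 13 genes at 1 h and 2111 at 8 h, and without mitochondrial genes and ENSMUSG00000098178 there were 0 genes at 8 h by the same test (1469 at an unadjusted p under 0.05).

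Of the 13, 4 and 9 genes called, the likelihood ratio test, DESeq2, RLE normalization and no filter kept all. The choroid plexus score as a covariate kept 3, 4 and 1, sex 12, 0 and 7, the replicate block 13, 3 and 1, and the fit of all 19 libraries 13, 3 and 0, in each case with the same direction.

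Leaving out 1 library gave 3 to 53 genes at 1 h (without control replicate 1 3, without control replicate 2 53, without SE replicate 1 33, without SE replicate 2 3, without SE replicate 3 12). At 8 h it gave 0 to 2065 (without control replicate 1 2065, without control replicate 2 18, without control replicate 3 9, without either SE replicate 0). At 36 h it gave 0 to 469 (without control replicates 1, 2 and 3 8, 0 and 0, without SE replicates 1, 2 and 3 1, 7 and 469) and at 120 h 1 to 3.

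Between 8 h and 36 h 25 genes differed, 746 with no filter, 307 by DESeq2 and 0 to 1976 without 1 library. Between 36 h and 120 h 19 differed, 59 with no filter, 151 by DESeq2 and 9 to 26 without 1 library.

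Of 51 gene lists, 18, 17, 26 and 18 passed the threshold at 1 h, 8 h, 36 h and 120 h by limma's camera, 0 at each time with an estimated correlation (lowest adjusted p = 0.0936, 0.225, 0.0936 and 0.225 from limma's camera) and 0, 0, 1 and 0 by fry. The choroid plexus score as a covariate gave 17, 14, 18 and 8 lists, some of them new. Without 1 library there were 15 to 21 lists at 1 h, 11 to 22 at 8 h (11 without SE replicate 2), 14 to 28 at 36 h (14 without SE replicate 1) and 8 to 21 at 120 h (8 without SE replicate 3). Batch as a covariate gave 23 lists at 1 h and 15 at 8 h.

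The direction of some lists reversed, with these adjusted p values from limma's camera. Under the choroid plexus score as a covariate they were choroid plexus epithelium (0.87) and tight junctions (0.793) at 1 h, and CA1 pyramidal cells (0.908), calcium channels and pumps (0.365), ciliated ependyma (8.47e-04), mural cells (0.0233), synaptic vesicle genes (0.00505) and tight junctions (0.0474) at 36 h. They were also BMP signalling at 1 h without control replicate 2 (0.917, with 0.00077 as the lowest without 1 library, control replicate 1) and calcium channels and pumps at 36 h without SE replicate 1 (0.819, with 0.000287 as the lowest, without SE replicate 3).

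Small RNAs changed by edgeR's quasi-likelihood test were 0 at 1 h, 8 h, 24 h and 120 h, with 42, 155, 14 and 29 of 1103 at an unadjusted p under 0.05, or 32, 33, 50 and 22 on the libraries of 1 time. The likelihood ratio test called 0, 16, 0 and 0, DESeq2 0, 14, 0 and 1, and no filter on low counts gave 3, 80, 7 and 32. A replicate block gave 1, 0, 0 and 0 and a crossed replicate block 0, 3, 3 and 0. Without 1 library there were 0 to 10 at 1 h (without SE replicate 1 10), 0 to 63 at 8 h (without SE replicate 2 63, without control replicate 1 5, without control replicate 2 1), and 0 at 24 h and 120 h.

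Single results that kept both direction and side of the threshold, then those that fell short of it and those that newly passed it, are counted here by setting. For 209 results of named genes they were 153, 0 and 56 by DESeq2, 152, 0 and 57 by the likelihood ratio test, 209, 0 and 0 with RLE normalization, 139, 0 and 70 with no filter, 153, 10 and 46 with all 19 libraries, 179, 9 and 21 with the replicate block, 202, 7 and 0 with sex and 189, 18 and 2 with the choroid plexus score. With batch they were 52, 0 and 41, and over all single libraries left out 981, 89 and 91. No named gene that passed before or after a change of setting reversed its direction there, while some that passed in neither did. For 204 list results, apart from the reversed ones, they were 203, 0 and 1 with RLE normalization, 196, 0 and 8 with no filter, 125, 79 and 0 with an estimated correlation, 124, 79 and 1 by fry, 185, 12 and 7 with the replicate block, 191, 7 and 6 with sex, 158, 29 and 9 with the choroid plexus score, 89, 5 and 8 with batch and 943, 110 and 67 without 1 library. For 69 microRNA results they were 67, 0 and 2 by DESeq2, 66, 0 and 3 by the likelihood ratio test, 69, 0 and 0 with RLE normalization and on microRNAs alone, 62, 0 and 7 with no filter, 66, 0 and 0 on the libraries of 1 time, 65, 0 and 1 with the replicate block and 272, 0 and 2 without 1 library. On the libraries of 1 time 3 microRNA results gave no value, since the filter removed them.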

Differences from the paper's values

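In this part batch as a covariate for gene lists was chosen after the results were seen. Counts of genes are at an adjusted p under 0.05, the paper's threshold, and those of small RNAs at an unadjusted p under 0.05, as in the paper. Unless named, an alternative set before the data were examined differs too.

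At 1 h the paper's counts of changed, higher and lower genes are 99, 77 and 22, and edgeR's quasi-likelihood test gave 13, 13 and 0 (714 at an unadjusted p under 0.05). Among the alternatives set before the data were examined the likelihood ratio test, which is the paper's own, came within 1.5 times (69, 54 and 15), as did all 19 libraries in 1 fit for lower genes (16). DESeq2 called 63 and the others 3 to 328 genes.

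At 8 h the paper's counts are 59, 16 and 43 against 0, 0 and 0 by the quasi-likelihood test (1478 at an unadjusted p under 0.05). Of the alternatives set before the data were examined none came within 1.5 times of the total (likelihood ratio 89, DESeq2 95, range 0 to 2111). For higher genes DESeq2 (20), the replicate block (12) and leaving out control replicate 2 (14) did, and for lower genes the likelihood ratio test (62).

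At 36 h the paper's counts are 165, 149 and 16 against 4, 4 and 0 by the quasi-likelihood test (1251 at an unadjusted p under 0.05). Set before the data were examined, the likelihood ratio test (125 and 116) and no filter on low counts (141 and 130) came within 1.5 times for changed and higher genes, and DESeq2 (12) and no filter (11) for lower genes. The other totals ran from 0 to 469.

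At 120 h the paper's counts are 83, 47 and 36 against 9, 4 and 5. Of the alternatives set before the data were examined the likelihood ratio test came within 1.5 times of each (76, 36 and 40), DESeq2 of higher genes (43) and no filter of lower genes (29). The other totals ran from 0 to 144.

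Of the paper's Table S3 calls 95, 59, 140 and 76 could be tested at 1 h, 8 h, 36 h and 120 h, and all of these had the same direction. The likelihood ratio test called 60, 53, 110 and 63 of them and the quasi-likelihood test 13, 0, 4 and 9. The table's log2 fold changes match those of the likelihood ratio test at 1 h (median ratio 0.992), while at 8 h, 36 h and 120 h the median ratio is 8.01, 36.2 and 119.8. On the scale of the table times the hours, none of 194 compared values of named genes differs.

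For microRNAs the paper's counts of higher and lower are 17 and 2 at 1 h, 1 and 11 at 8 h, 25 and 8 at 24 h and 2 higher at 120 h, where edgeR's quasi-likelihood test gave 2 and 4, 59 and 22, 4 and 5, and 5. Set before the data were examined, these alternatives came within 1.5 times. At 1 h they were no filter (17) and the replicate block (14) for higher, and microRNAs alone (3), the libraries of 1 time (3), the replicate block (3), no control replicate 1 (2) and no SE replicate 2 (2) for lower. At 8 h there were none for higher (3 to 80) and leaving out control replicate 2 (15) for lower. At 24 h there were none for higher (1 to 16), and the likelihood ratio test (8) and microRNAs alone (7) for lower. At 120 h it was leaving out SE replicate 2 (2). The counts with an adjusted p under 0.05 were 0 at every time by the quasi-likelihood test. At that threshold, microRNAs that the paper calls passed with no filter (miR-1298-5p and miR-5106 at 1 h, miR-122-5p, miR-5106, miR-5112 and miR-7654-3p at 8 h and miR-7654-3p at 24 h), the replicate block (miR-1298-5p at 1 h), the likelihood ratio test (miR-122-5p, miR-5112 and miR-6369 at 8 h), and DESeq2 or no control replicate 1 (miR-122-5p and miR-5112 at 8 h).

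By class, the paper's Table S4 holds 27 piRNAs, 19 microRNAs and 4 snoRNAs at 1 h against 2, 6 and 20 here. Alternatives set before the data were examined that came within 1.5 times were no filter (29 piRNAs and 28 microRNAs), the replicate block (23 piRNAs and 17 microRNAs), no SE replicate 1 (21 microRNAs) and no SE replicate 2 (3 snoRNAs). At 8 h the paper's table holds 64 small RNAs, 12 microRNAs and 10 snoRNAs against 155, 81 and 20, with no control replicate 2 (93 small RNAs), the libraries of 1 time (14 microRNAs) and no SE replicate 1 (10 snoRNAs) within 1.5 times.

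At 24 h the paper's Table S4 holds 54 small RNAs, 13 piRNAs, 32 microRNAs and 5 snoRNAs against 14, 0, 9 and 3. Of the alternatives set before the data were examined, no filter (68 small RNAs and 23 microRNAs), the libraries of 1 time (50 and 32), the replicate block (51 and 37, with 7 snoRNAs) and no SE replicate 2 (30 microRNAs) came within 1.5 times, and none for piRNAs (0 to 33). At 120 h the paper's table holds 7 piRNAs and 19 snoRNAs against 11 and 1, with RLE normalization and the libraries of 1 time (10 piRNAs each) within 1.5 times and none for snoRNAs (0 to 7).

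The paper's fold of Otx2 at 1 h is about 1.0 in Fig. 6A, read by eye, and was 1.59 here. Set before the data were examined, the choroid plexus score as a covariate (1.01) and leaving out control replicate 2 (1.43) or SE replicate 1 (1.27) came within 1.5 times. Otx2 is part of that score, so the fit with the score cannot decide. The paper's fold of Fos at 1 h is about 2.9 in Fig. 6B, read by eye, and was 36.7 here, and every alternative set before the data were examined differs too. Fig. 6B shows both RNA and protein, so this reading is not a firm value of RNA. The paper's Table S3 shows no such gap across genes at 1 h, where its log2 fold changes have a median ratio of 0.992. Otx2 and Fos match the figures at the other 3 times. The paper's fold of miR-34b-5p is about 9.5 at 8 h and about 1.5 at 24 h in Fig. 5B, read by eye, against 3.02 and 0.562. Without control replicate 1 it was 11.1 and 1.34, and the other alternatives set before the data were examined differ.

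In direction, 14 of the 24 microRNAs that the paper shows as higher at 24 h were higher here and 10 lower, and of its 8 lower ones 3 were lower and 5 higher. The sign changed in at least 1 alternative for 19 of the 24 and for 6 of the 8. At the other times the tally over the paper's microRNAs goes its way or is even (16 of 17 higher and 1 of 2 lower at 1 h, 1 of 1 and 7 of 8 at 8 h, 1 of 2 and 6 of 7 at 120 h).

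The paper places the strongest change of antioxidant pathways such as NRF2 and glutathione detoxification at 8 h, and that of superoxide radical degradation at 36 h. It also reports changes of BMP signalling and activated CREB signalling at 36 h, of JAK/STAT at 1 h, of complement at 8 h and of clock genes at 1 h and 8 h. The lists used here are not the paper's gene sets. Antioxidant genes passed limma's camera at 1 h (adjusted p = 0.00171), 36 h (0.0191) and 120 h (0.0251), and had 0.582 at 8 h. None of the 3 passed with an estimated correlation (0.34, 0.453 and 0.531) or with the choroid plexus score as a covariate (0.29, 0.569 and 0.268). Nor did they without 1 library, control replicate 2 at 1 h (0.164), control replicate 1 (0.102), control replicate 3 (0.0917), SE replicate 1 (0.179) or SE replicate 2 (0.0517) at 36 h, and control replicate 1 (0.0667), control replicate 3 (0.19) or SE replicate 3 (0.305) at 120 h. The adjusted p was 0.299 for BMP signalling at 36 h (0.00195 without SE replicate 3), 0.066 for JAK/STAT at 1 h (0.0325 with batch as a covariate, added later, and 0.0155 without control replicate 1), 0.303 for complement at 8 h and 0.609 for the clock at 8 h. CREB target genes had a median of -0.08 at 36 h (0.185, and 0.0494 and lower with the replicate block). For the clock at 1 h it was 0.0815, and 0.0464 with no filter, 0.00261 with the choroid plexus score as a covariate, 0.0475 with batch as a covariate, 0.0484 without control replicate 1 and 3.15e-05 without SE replicate 1. JAK/STAT (0.00112) passed at 8 h, and CREB target genes at 1 h (1.3e-32), 8 h (0.00109) and, lower, 120 h (0.00181), as the paper states. With an estimated correlation they had 0.388, 0.0936, 0.34 and 0.34. JAK/STAT at 8 h failed without SE replicate 2 (0.141), CREB target genes at 8 h with batch as a covariate (0.155) or without control replicate 1 (0.172), and at 120 h with the choroid plexus score as a covariate (0.115) or without SE replicate 3 (0.197).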

Other observations

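The comparison of sex markers with the paper's table, the share of mitochondrial counts, the trend with gene length and the counts of genes in libraries with low choroid plexus scores were chosen after the results were seen.

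Among the 116 genes that the likelihood ratio test calls higher at 36 h, 15 are choroid plexus markers, and 26 (22.4%) did not rise above the highest control in SE replicate 3, the 36-h library with a low plexus score. When the score was a covariate, 52 of the 116 had at most 0.5 of their log2 fold change. At 120 h, 2 of 36 such genes are markers, 0 stayed at or below the highest control in the 2 libraries with low scores, and 2 had at most 0.5 of their change. The paper's Table S3 calls hold 20 markers at 36 h and 7 at 120 h.

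The controls of 1 h and 8 h carry many choroid plexus transcripts as well, with scores of 5.65 and 5.23 at 1 h and of 3.22, 5.57 and 3.54 at 8 h, against 0.664, 0.961 and 0.432 in the controls of 36 h and 120 h. A fold change of a plexus gene is thus measured from a high level at the early times and from a low one at the late times.

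Mitochondrial transcripts made up 3.96% and 5.03% of counts in the 8-h SE libraries and 7.97%, 11.4% and 13.0% in the 8-h controls. In the controls of 36 h and 120 h they made up 3.34% to 3.96%, so the share also differs between control sets. At 8 h the log2 fold change of a gene correlated with its exonic length (Spearman correlation 0.177 over 14816 genes).

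A pair of control mice that the paper's Table S1 lists as male, 1-h control replicate 2 and replicate 3 of the controls of 36 h and 120 h, had high Xist counts and almost no Ddx3y counts. The alternative with sex as a covariate uses the sex in the paper's table.

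The labels give the 36-h and 120-h comparisons the same 3 control mice, so a control with an unusual value moves both. Results of these 2 times are not independent for that reason.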
